# Detumescence Analgesic Plaster mitigates knee osteoarthritis via active ingredients targeting mitochondrial complex 1/AMPK/MYL3-regulated cartilage homeostasis

**DOI:** 10.1186/s13020-025-01215-w

**Published:** 2025-10-20

**Authors:** Chunxia Li, Weijie Li, Yue Yin, Xiaomei Xiang, Lu Fu, Ping Wang, Yanqiong Zhang, Haiyu Xu

**Keywords:** Detumescence Analgesic Plaster, Knee osteoarthritis, Mitochondrial complex 1, Cartilage degeneration, Mitochondrial dysfunction

## Abstract

**Background:**

The Detumescence Analgesic Plaster (DAP) has been widely used in clinical practice for knee osteoarthritis (KOA) treatment, yet its active ingredients and molecular mechanisms remain incompletely understood.

**Purpose:**

This study aimed to systematically characterize DAP’s chemical composition and decipher its chondroprotective pathways in KOA.

**Methods:**

A papain-induced KOA rat model was employed to evaluate DAP’s therapeutic effects through behavioral assessments (mechanical withdrawal threshold, gait analysis) and histological evaluations (H&E, safranin O-fast green staining). UPLC-Q-TOF/MS combined with Franz diffusion cells identified DAP’s chemical profile. RNA-seq was performed to compare gene expression between KOA and DAP-treated groups, followed by protein–protein interaction (PPI) and gene co-expression network analysis to prioritize key targets. Validation was conducted using Western blot, qPCR, and immunohistochemistry. IL-1β-stimulated chondrocytes were used to screen active ingredients and validate their effects on mitochondrial function.

**Results:**

DAP treatment significantly alleviated pain, restored joint mobility, and preserved cartilage integrity in KOA rats. Chemical profiling identified 92 compounds, including 28 active ingredients with high transdermal permeability. RNA-seq revealed 206 DAP-reversed genes primarily associated with mitochondrial dysfunction, oxidative stress, and inflammatory signaling. Network analysis pinpointed 23 core targets, with mitochondrial complex I subunits (NDUFA5, NDUFA6, NDUFS6), AMPK, and MYL3 emerging as critical nodes in oxidative phosphorylation. DAP restored the expression of these targets in KOA cartilage. In vitro experiments demonstrated that 1,5-dicaffeoylquinic acid, verproside, and catalposide attenuated ROS production, enhanced ATP synthesis, and stabilized mitochondrial membrane potential via the NDUFA6/AMPK/MYL3 axis, thereby inhibiting chondrocyte apoptosis.

**Conclusion:**

This study provides the first evidence that DAP exerts chondroprotective effects by ameliorating mitochondrial dysfunction and oxidative stress in KOA through the mitochondrial complex I/AMPK/MYL3 signaling pathway. These findings offer a mechanistic basis for DAP’s clinical efficacy and highlight potential therapeutic targets for KOA management.

**Graphical Abstract:**

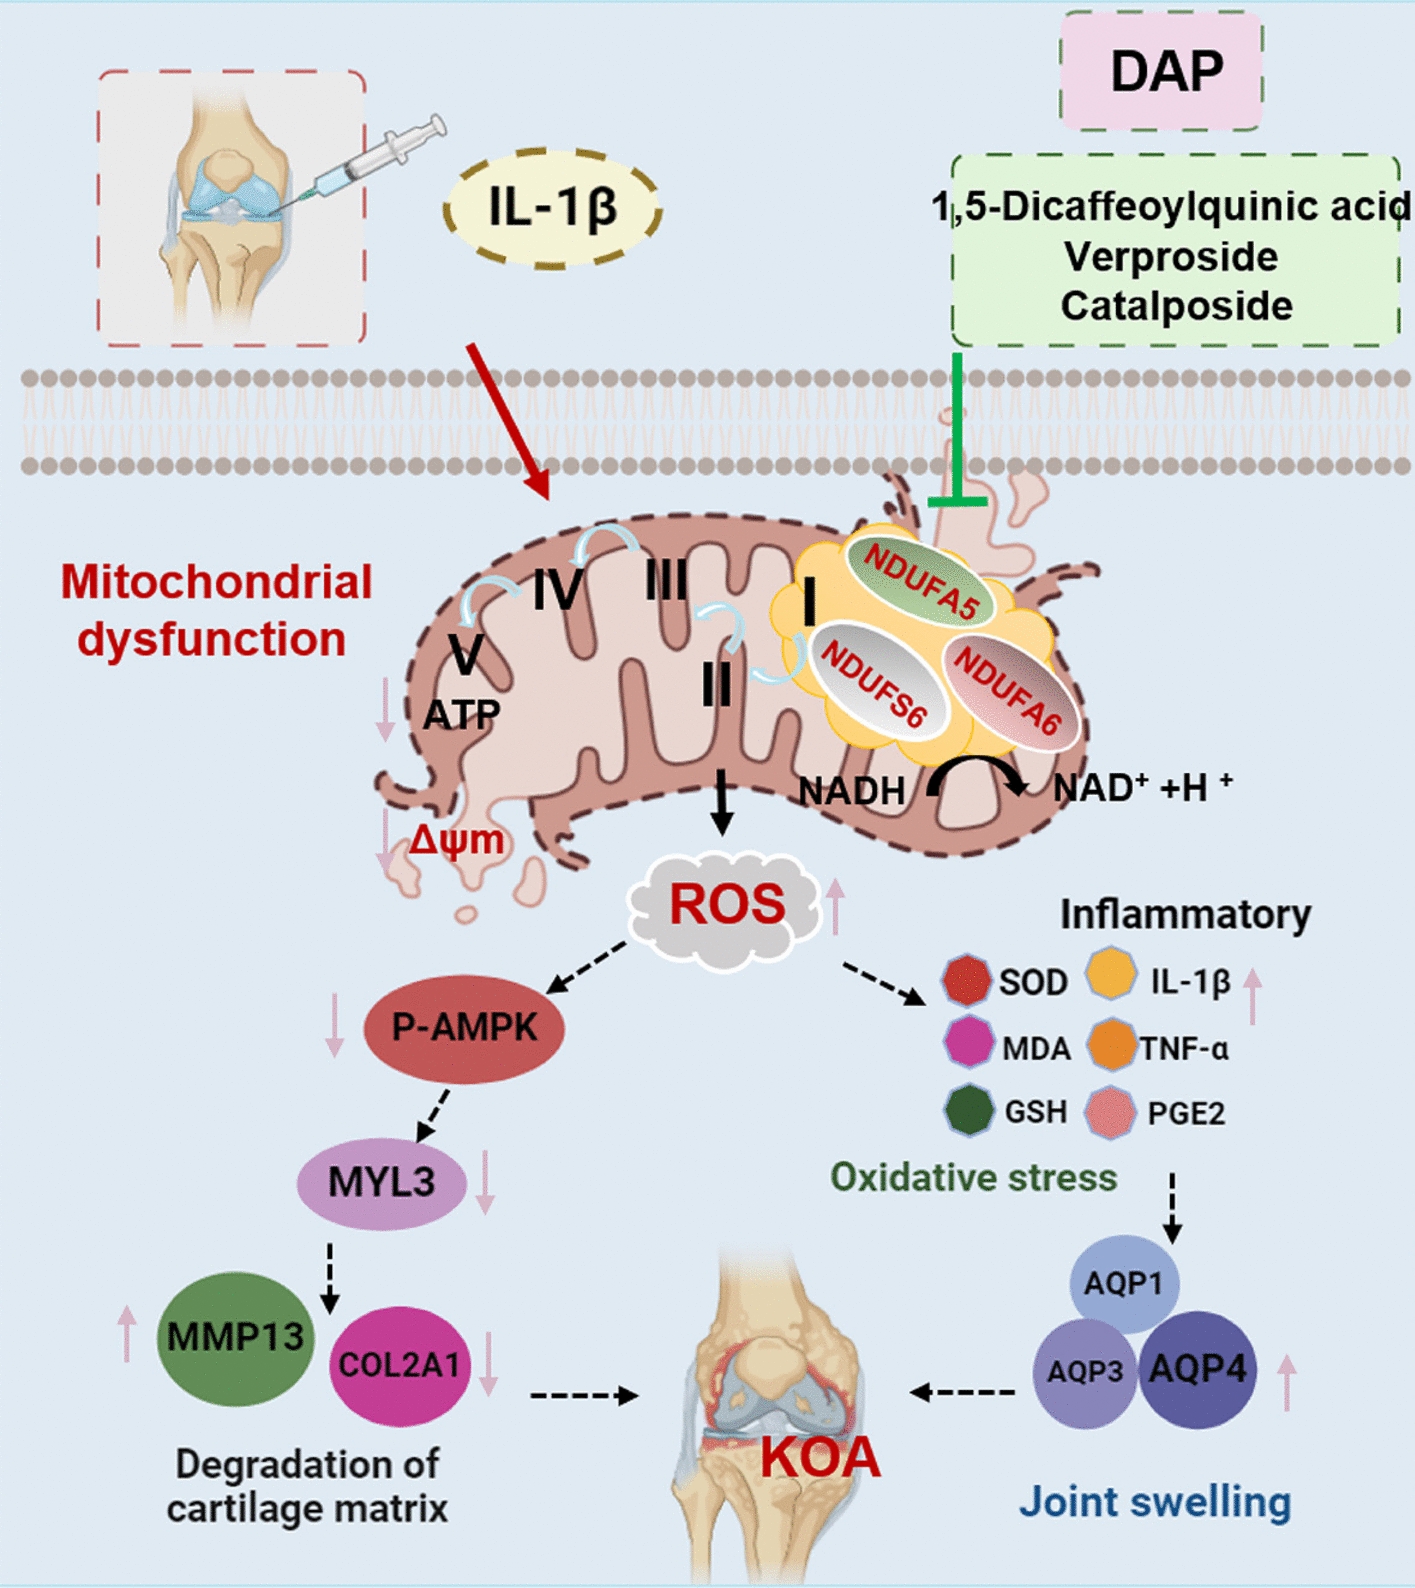

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13020-025-01215-w.

## Introduction

Globally, osteoarthritis (OA) represents the predominant articular pathology, impacting nearly 250 million individuals and creating substantial healthcare challenges internationally [1]. Among the geriatric and middle-aged demographics, knee osteoarthritis (KOA) emerges as a frequently occurring degenerative condition affecting articular structures [2, 3]. KOA develops due to an imbalance in the production and breakdown of articular cartilage, extracellular matrix (ECM), and subchondral bone, coupled with inflammation and fibrosis of the synovium. The hallmark characteristic of this pathology involves articular cartilage's gradual deterioration, characterized by cellular dysfunction, matrix disintegration, architectural compromise, and ultimately complete functional failure of cartilaginous tissue in severe cases [4, 5]. Contemporary management approaches predominantly emphasize anti-inflammatory interventions and pain control modalities, providing temporary symptomatic relief without effectively targeting foundational pathophysiological mechanisms [6]. Therefore, there is an urgent need for effective clinical treatments to prevent cartilage degeneration during the progression of KOA [7].

Accumulated evidence indicates a strong correlation between mitochondrial dysfunction and the pathogenesis of KOA [8]. Mitochondria are vital for oxidative phosphorylation (OXPHOS) and adenosine triphosphate (ATP) production through respiratory complexes I to IV and ATP synthase (complex V) [9]. Chondrocytes affected by KOA exhibit compromised mitochondrial functionality, characterized by attenuated activities within respiratory complexes I through III, diminished ATP synthesis capacity, impaired mitochondrial membrane potential (MMP) integrity, and elevated markers of oxidative stress [10]. These alterations disrupt cellular homeostasis and can trigger the release of inflammatory mediators, leading to cartilage degeneration [11–13].

The initial component of the respiratory machinery, mitochondrial complex I, serves as a critical gateway for introducing electrons into the electron transport chain (ETC), thereby facilitating subsequent ATP synthesis processes [14]. In KOA pathology, cartilaginous tissue degradation occurs partially through mechanisms involving the aberrant accumulation of reactive oxygen species (ROS) and resultant oxidative cellular damage [15]. Prolonged impairment of respiratory chain functionality within mitochondria leads to reduced activity of adenosine 5'-monophosphate (AMP)-activated protein kinase (AMPK), consequently disrupting downstream signaling cascades [16]. Elevated levels of ROS can inhibit the AMPK pathway, further disrupting energy metabolism. AMPK is essential for maintaining mitochondrial homeostasis [17], and its activation in chondrocytes reduces oxidative stress, alleviates inflammation, and enhances cell viability. Conversely, decreased AMPK activity is associated with cartilage degeneration and the onset of KOA [18–20]. Therefore, therapeutic interventions aimed at restoring mitochondrial metabolic balance and counteracting oxidative damage mechanisms represent promising strategies for effective management of KOA.

Unlike conventional oral and injectable therapies, the Detumescence Analgesic Plaster (DAP), administered as a transdermal patch, has demonstrated clinical efficacy in treating KOA, particularly in alleviating joint swelling and pain [21]. Despite its clinical applications [22–24], a comprehensive understanding of both the active constituents and the mechanistic pathways through which DAP exerts its therapeutic effects on KOA remains incomplete. Our investigation thoroughly evaluated the therapeutic effects of DAP using a papain-induced KOA rat model and identified its transdermal active ingredients. To elucidate the underlying molecular pathways involved in DAP in alleviating joint edema, pain, and cartilage degeneration, we employed transcriptomic analysis through RNA sequencing methodologies. Molecular biology techniques were utilized to validate key genes and associated pathways within the network. Finally, the active ingredients in DAP were screened using an interleukin-1 beta (IL-1β)-induced cartilage degeneration model.

## Materials and methods

### Animals

Sprague Dawley (SD) rats (Specific Pathogen Free (SPF), male, 200–220 g) (animal experiments), 4-week-old male SD rats (cell isolation) were acquired from Vital River Laboratory Animal Technology Co.,Ltd, (SCXK,2021-0011, Beijing, China). The experimental animals were maintained in pathogen-controlled facilities under standardized environmental parameters (ambient temperature maintained at 23 ± 2 °C with relative humidity of 55 ± 5%), receiving unrestricted access to regular rodent diet and drinking water. The Institute of Chinese Materia Medica’s Experimental Animal Ethics Committee reviewed and granted approval for all protocols involving animal utilized in this research (Approval No: 2023B312).

### Drugs

The DAP (China Approved Drug Number B20020890), comprising seeds of *Artemisia halodendron* Turcz. ex Bess (AHT, Cat. No. 230107, 0.4 g/per patch), menthol (Cat. No.230504, purity: 98.60%, 0.0016 g/mL), and *Veronica linariifolia* Pall. ex Link subsp. Dilatate (Nakai et Kitagawa) Hong (VLP, Cat. No. 220401, 0.4 g/mL), was sourced from Shaanxi Momentum Qixuehe Pharmaceutical Co..Ltd (Shaanxi, China). Qizheng Xiaotong Plaster (QZXTP), procured from Tibet Cheezheng Tibetan Medicine Co., Ltd. (China Approved Drug Number Z54020113, Xizang, China), was used as a positive control. The preparation process involved combining 20 g of AHT, 0.8 g of VLP, and 0.04 g of menthol at a ratio of 50:1, transferring the greeze dried powder mixture into a 200 mL beaker. Subsequently, 100 mL of a 25% ethanol solution was added to the beaker to prepare a 100 mL raw material drug mixture (Additional file 1: Materials S1).

### Grouping, KOA modeling, and treatment

Rats were randomly allocated to six groups: (1) the control group (*n* = 12), (2) the KOA model group (*n* = 12), (3) the DAP low-dose (DAP-L, 0.0367 g/kg, 1.0-fold clinical dose, *n* = 12) group, (4) the DAP medium-dose (DAP-M, 0.0735 g/kg, 2.0-fold clinical dose, *n* = 12) group, (5) the DAP high-dose (DAP-H, 0.1470 g/kg, 4.0-fold clinical dose, *n* = 12) group, and (6) the QZXTP, (Positive, 0.1058 g/kg, 1.0-fold clinical dose, *n* = 8) group. The clinical equivalent dose for rats was 0.0367 g/kg, based on a body surface area conversion factor of 6.17 [25] (Additional file 2: Table S1).

KOA was induced using papain enzyme [26]. After anesthetizing rats with 2% pentobarbital sodium (Sigma Aldrich, USA), the rats were fixed, and hair was shaved around a 2 cm area of the right knee joint. Subsequent to antiseptic preparation with iodine solution, intra-articular administration of 0.1 mL solution containing freshly constituted 4% papain combined with L-cysteine (Solarbio, Beijing, China) was performed at the right knee articulation, followed by secondary antiseptic application. The experimental protocol involved administering modeling agent injections to all treatment cohorts on days 1, 4, and 7 of the experimental periods, while control group received vehicle solution only; subsequently, standard husbandry practices were maintained throughout the ensuing 5-week duration.

Therapeutic intervention with DAP commenced on the 8th day post-model establishment, with topical application encircling the affected right knee articulation continuing for a five -week treatment course. To maintain experimental integrity by preventing oral interaction with the medicinal application site and minimizing inter-subject contact that might compromise result validity, each animal was provided separate housing accommodations following administration of the therapeutic intervention (Additional file 1: Methods S2).

### Joint swelling degree

Observations were conducted on knee joint inflammation in the experimental animal model. Following model establishment, measurements of the right knee joint diameter at consistent anatomical locations were performed at 4-day intervals utilizing a vernier caliper manufactured by Green Forest (Yantai, China).

### Mechanical withdrawal threshold

Pain sensitivity measurements utilized a calibrated von Frey device (manufactured by IITC Life Science, California, USA) to determine tactile response thresholds. Assessment procedures adhered to our research group's established methodology, and final MWT values represented an average calculated from three independent measurements [27].

### Load difference test

Three days prior to sampling, rats were trained and tested for weight differences. Each rat was placed in a slightly tilted glass chamber, and Dual-channel capacitive sensors were placed on their hind paw toes. Once the rats were calm, weight-bearing differences were recorded. To ensure data accuracy, three readings were taken per rat with a 5-min interval, and a total of three rounds were conducted weekly.

### Gait analysis

Automated locomotor pattern analysis was performed utilizing the Cat Walk apparatus (Noldus Information Technology, Wageningen, Netherlands) as described previously [28]. This technology consists of a confined corridor with Light-dispersing glass flooring that illuminates upon paw contact, creating visible footprint patterns. A camera captures 50 to 60 frames per second, and the data is stored for offline analysis using Cat Walk XT 10.6 software. This system enables the evaluation of gait changes and weight-bearing by selecting relevant parameters [29].

### Histological analysis

The H&E staining procedure (Additional File 1: Method S3) can reveal changes occurring at the articular cartilage interface, layering patterns, and chondrocyte characteristics, including quantity and structural features. The safranin-O positive area was measured using the ImageJ analysis platform to quantitatively evaluate the cartilage matrix [30]. At the same time, pathological changes in the synovium were evaluated and scored using hematoxylin and eosin H&E staining.

### TUNEL staining

The TUNEL apoptosis detection kit (Servicebio, Wuhan, China) (Additional file 1: Methods S4) was used to detect the apoptosis cells of chondrocytes in cartilage tissue. Visualization and documentation of apoptotic chondrocytes were facilitated through examination with an upright fluorescence microscopic apparatus (Nikon ECLIPSE, Japan).

### Biochemical parameters in serum

Serum levels of key inflammatory factors—tumor necrosis factor-alpha (TNF-α), IL-1β, and prostaglandin E2 (PGE2)—underwent measurement using commercial immunoassay kits (Enzyme linked Biotechnology Co., Ltd, Shanghai, China) following the recommended procedural guidelines. Oxidative stress biomarker assessment included superoxide dismutase (SOD) and glutathione (GSH) quantification using diagnostic reagents supplied by Elabscience (Wuhan, China), whereas malondialdehyde (MDA) detection employed specialized kits from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). All biochemical procedures were performed according to the suppliers'technical instructions[31].

### Western blot analysis

Protein concentration in the supernatant after lysis was measured using the BCA protein quantification kit (Beyotime, Shanghai, China). Membranes were immunoblotted overnight at 4 °C with primary antibodies against MMP13, COL2A1, MYL3, NDUFA5, NDUFA6, NDUFS6, AMPK, and p-AMPK, followed by HRP-conjugated secondary antibody incubation. Blots were examined with ECL detection reagents and quantified using ImageJ Software. Antibody information is provided in (Additional file 2: Table S2).

### Preparation of DAP and transdermal samples and analysis of chemical profiles

Comprehensive details regarding the preparation of DAP samples and the in vitro transdermal sample preparation are provided in (Additional file 1: Methods S5-6, Additional file 2: Table S3). Ultra Performance Liquid Chromatography-Quadrupole-Time-of-Flight Mass Spectrometry (UPLC-Q-TOF/MS) was utilized to analyze the compounds of the original DAP formula and, in conjunction with Franz diffusion cell method, to identify the transdermal active ingredients. The raw data obtained were processed utilizing Waters MassLynx v4.1 software for analysis, as described in (Additional file 1: Methods S7).

### RNA-sequencing (RNA-seq)

Cartilage from the right knee joint of rats was collected from the most effective DAP-H group, KOA model group, and control group (n = 3) for RNA-seq analysis. RNA-seq was performed by Sinotech Genomics Co., Ltd. (Shanghai, China) using the VAHTS Universal V10 RNA-seq Library Prep Kit for Illumina by Vazyme Biotech Co., Ltd, (Nanjing, China). Sequencing was carried out on the Illumina Nova Seq high-throughput platform. Significant differentially expressed genes (DEGs) were screened with the thresholds of |Fold change|> 1.5 and *P* < 0.05. All raw data have been uploaded to GEO database (Accession No: GSE299712).

### Network construction and analyses

Gene Ontology (GO) functional analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for DEGs were conducted using the DAVID database (https://david.ncifcrf.gov/) [27]. To identify the key genes involved in the regulatory mechanisms of DAP against KOA, a protein–protein interaction (PPI) network was built using the STRING database (https://string-db.org/) with a combined score > 0.7. Node topological features were calculated using CytoHubba, and core targets were screened with the median MCC (6.5) as the cutoff value. Gene co-ex-pression network analysis was established using the “corrplot” and “Hmisc” packages in R. Topological eigenvalues of nodes were calculated using CytoHubba, with Pearson’s correlation coefficient and *P* < 0.05 as the cutoff values.

### Quantitative real-time PCR (qPCR)

Total RNA was extracted using TRNzol reagent (TIANGEN, Beijing, China) and reverse-transcribed using a cDNA synthesis kit (TIANGEN, Beijing, China). The expression of targets was determined in triplicates using SYBR (Takara, Japan) on a Roche LightCycler 480 system. Relative gene expression was calculated using the 2^− ΔΔCT^ method and normalized to β-actin. Primer sequences are detailed in (Additional file 2: Table S4).

### Immunohistochemical staining (IHC)

For assessment of DAP effects on candidate target localization and expression [32]. (Additional file 1: Methods S8), we applied specific rabbit antibodies against NDUFA5, NDUFA6, NDUFS6, p-AMPK, AMPK, MYL3, Aquaporin 1 (AQP1), Aquaporin 3 (AQP3), and Aquaporin 4 (AQP4). Quantification of staining intensity involved measuring average optical density (AOD) using ImageJ software across three separate fields of view per sample (n = 3). Details regarding the antibodies are provided in( Additional file 2: Table S2).

### Isolation and cultivation of primary chondrocytes

Primary chondrocytes were isolated from 4-week-old male SD rats (120 ± 10 g) [33]. After euthanasia, cartilage tissues were aseptically collected, minced, and washed with cold PBS. Sequential enzymatic digestion was performed using 0.25% trypsin (40 min) followed by 0.2% type II collagenase (37 °C, 6 h). Cells were filtered through 70 μm strainers, centrifuged at 1000 r/min, and cultured in DMEM containing 10% FBS and 1% penicillin–streptomycin.

### Cell viability assays

A suspension of chondrocytes was prepared, then seeded in 96-well plates (1.0 × 10^4^ cells/well) and allowed to attach during overnight incubation. The Cell Counting Kit-8 enabled assessment of cellular viability as detailed (Beyotime, Shanghai, China) (Additional file 1: Methods S9). The details of the 19 primary transdermal compound standards in DAP are presented in (Additional file 2: Table S5)**.**

### Cell treatment

Chondrocytes were treated with 19 transdermal ingredients at a concentration of 50 μM. The treatment protocol was as follows [34]: chondrocytes were divided into 21 groups, with 19 transdermal ingredients co-cultured with 10 ng/mL IL-1β. As reported, IL-1β functions as an established inducer of osteoarthritic phenotype in chondrocytes, frequently employed for simulating pathological conditions in laboratory settings [35]. For a Duration of 24 h, all experimental groups excluding controls underwent cultivation in serum-free medium supplemented with 10 ng/mL IL-1β.

### Co-immunoprecipitation (Co-IP)

Co-IP was performed to explore the interactions between MYL3 and AMPK. Cells were lysed using IP lysis buffer (Beyotime, Shanghai, China), and the supernatant was collected after centrifugation at 12,000 r/min. The cell lysates were incubated overnight at 4 °C with antibodies targeting MYL3 (Proteintech, Wuhan, China) and normal rabbit IgG (Beyotime, Shanghai, China). The lysates were then combined with protein A/G agarose beads (Cell Signaling Technology, USA) and incubated for 2 h. The resulting precipitates were washed with ice-cold IP buffer and analyzed by Western blot.

### Measurement of ROS levels

Intracellular ROS quantification employed fluorescence probe methodology utilizing a DCFH-DA-based detection kit (Beyotime, Shanghai, China). An Olympus microscope (Tokyo, Japan) facilitated visual data acquisition, while Image software enabled comprehensive analysis of three randomly captured fields [36].

### MMP assay

Chondrocytes were stained with JC-1 (Beyotime, Shanghai, China) to assess MMP. Following drug treatment, the JC-1 staining working solution was added and mixed thoroughly. The cells were incubated at 37 °C for 20 min. Observations were conducted using an Olympus microscope (Tokyo, Japan), and detailed analysis was performed on 3 randomly selected images using Image software.

### Measurement of mitochondrial ATP content

ATP levels in chondrocytes were measured using a commercial ATP detection kit (Beyotime, China). Briefly, 100 μL working solution was added to each well, followed by 5-min incubation at room temperature. Then, 20 μL sample or standard was added, mixed thoroughly, and RLU was measured after 2 s using a chemiluminescence analyzer.

### Transmission electron microscopy (TEM)

Chondrocytes were fixed in 2.5% glutaraldehyde at 4 °C for 12 h, followed by a 1-h treatment with 2% osmium tetroxide. The cells were then stained with 2% uranyl acetate and dehydrated by sequential immersion in ethanol, from 30 to 100%. Specimens underwent acetone (100%) washing with 20-min agitation before epoxy resin infiltration, polymerization, ultrathin sectioning, and ultrastructural examination using Hitachi™ TEM (Tokyo, Japan).

### Molecular docking

AutoDockTools 1.5.7 software enabled computational molecular docking analyses to elucidate interaction patterns between DAP active ingredients and key protein targets. Component three-dimensional structural data originated from PubChem repository, whereas target protein crystallographic coordinates were acquired from RCSB Protein Data Bank (http://www.rcsb.org/). The target structure was edited using PyMOL 2.3.0, and the ingredients were treated as ligands for semi-flexible docking. Interactions and binding modes were evaluated, and were visualized using PyMOL.

### Cellular thermal shift assay (CETSA)

After 24 h of treatment with DMSO and 1.5% dicaffeoylquinic acid in chondrocytes, heat the samples in a PCR machine at the specified temperatures (40, 43, 46, 49, 52, 56, 60, 64, 68, and 72 °C) for 5 min, with subsequent rapid cooling at 4 °C lasting 3 min. Next, use ultrasound treatment to lyse the cells. Centrifuge the cell suspension at 4 °C at 14,000 r/min for 30 min. After centrifugation, add 5 × loading buffer to the supernatant, mix thoroughly, and Heat at 100 °C for 8 min for protein blotting detection.

### Surface plasmon resonance (SPR) assay

Biomolecular interaction analysis employed a Biacore 8 K system (Cytiva, Sweden) following methodology previously established by our group with full protocol details available [37] (Additional file 1: Methods S10). Kinetic parameters including association and dissociation rate constants were determined through global data fitting to a 1:1 Langmuir interaction model utilizing Biacore Insight evaluation software suite (Cytiva, Marlborough, MA, USA).

### Flow cytometry

Digest the cells to be detected with trypsin, collect the cells in a centrifuge tube, wash the collected cells with PBS and centrifuge to remove the supernatant. Resuspend cells with 195 μ l of Annexin V-FITC binding solution, add 5 μL of Annexin V-FITC and 10 μL of propidium iodide (PI) staining solution, mix well, incubate at room temperature in the dark for 10-min, and detect using a flow cytometer.

### Detection of mitochondrial complex 1 content

Cellular material underwent harvesting, washed with PBS, centrifuged, a with subsequent collection of supernatant fraction for analytical processing. Reference standards and experimental samples were dispensed into designated microplate wells followed by a 30-min incubation at physiological temperature (37 °C). Measure the absorbance at 450 nm according to manufacturer-specified protocol parameters.

### Statistical analyses

Data are presented as mean ± standard deviation (SD). Data analysis was conducted using GraphPad Prism (v8.4.3). Parametric or non-parametric statistical analyses were employed based on the normal distribution testing results. All experimental data underwent analysis using a one-way (ANOVA) with a post-hoc Tukey test. *p* < 0.05 was considered statistically significant.

## Results

### DAP treatment alleviates disease severity in the KOA rat model

After the establishment of KOA induced by papain, rats underwent DAP treatment. Behavioral assessments were performed to evaluate the therapeutic effect of DAP, as shown in (Fig. 1A). The body weight of all rats increased with age throughout the experimental period. The highest weight was maintained in the control group, while the lowest was observed in the KOA group, indicating that DAP improved weight loss in KOA rats (Fig. 1B). To assess pain relief, mechanical withdrawal threshold was measured. From day 11 post-treatment until the end of the study, the mechanical withdrawal threshold increased in the DAP-L, DAP-M, and DAP-H groups, suggesting pain relief (Model *vs*. Control, all *P* < 0.001, DAP *vs*. Model, *P* < 0.001, Fig. 1C). Weight-bearing asymmetry between hindlimbs diminished in DAP-L, DAP-M, and DAP-H groups starting from post-treatment day 16 (Model *vs*. Control, all *P* < 0.001, DAP *vs*. Model, *P* < 0.001, Fig. 1D). To evaluate the effect of DAP on joint edema, knee joint swelling was measured. The DAP groups showed reduced joint swelling from day 11 post-treatment (Model *vs*. Control, all *P* < 0.001, DAP *vs*. Model, *P* < 0.05, Fig. 1E, F). Gait analysis was conducted to assess movement disorders and pain. The model group exhibited significantly lower maximum contact area, maximum contact intensity, print area, and single stance duration, which were all improved by DAP-L, DAP-M, and DAP-H treatments (Model *vs*. Control, all *P* < 0.05, DAP *vs*. model, *P* < 0.05, Fig. 1G, H). These findings suggest that DAP treatment significantly alleviates gait abnormalities and pain in KOA rats, consistent with the results of mechanical pain testing.

**Fig. 1:**
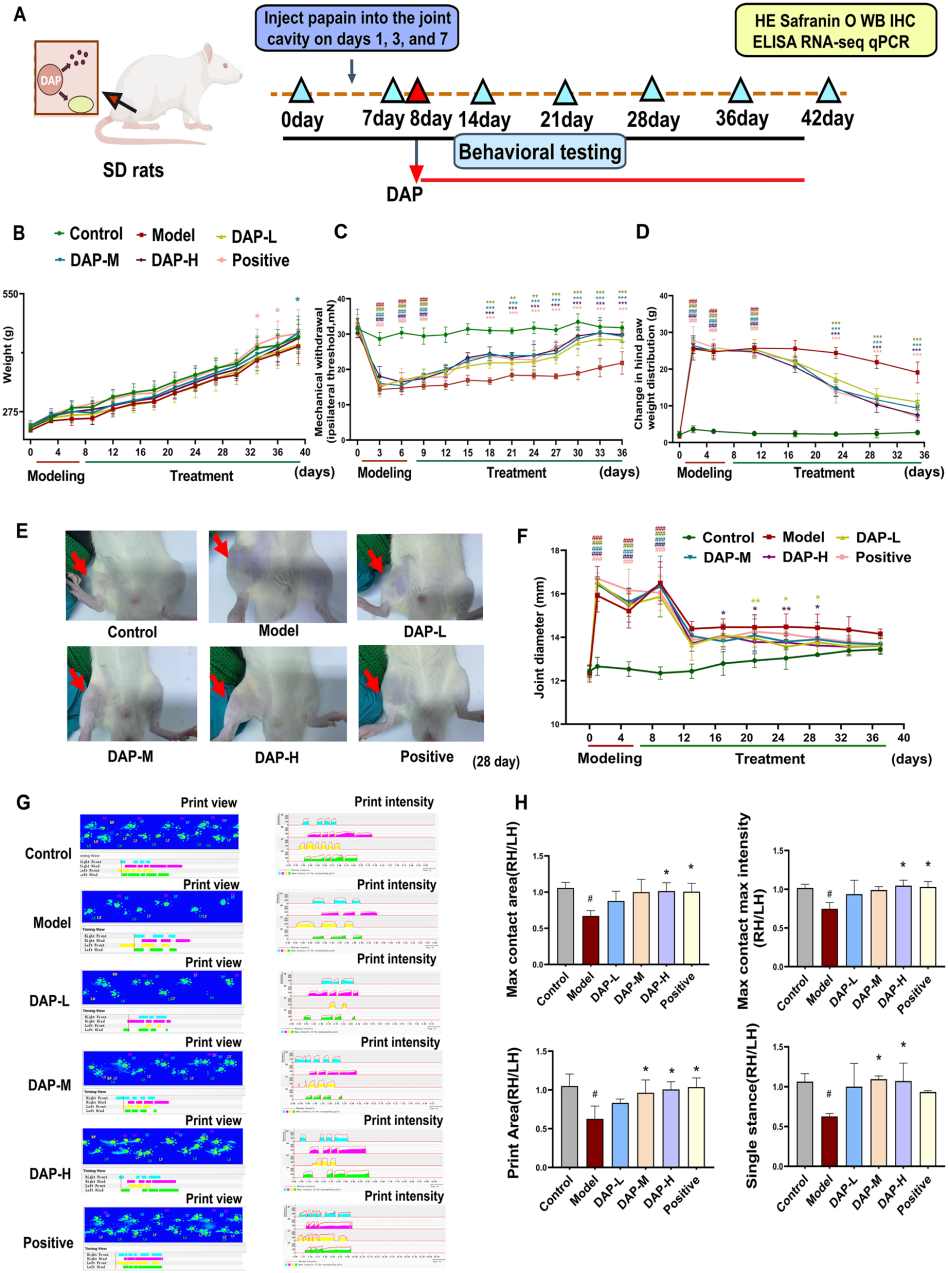
DAP treatment alleviates arthritis severity in a KOA rat model. **A** Experimental paradigm timeline schematic. **B** Body weight changes in each group (n = 6–12). **C** Mechanical-induced hyperalgesia pain thresholds across groups (n = 6). **D** Weight distribution between left and right hindlimbs in various groups (n = 6). **E**, **F** Representative images of affected joints and changes in knee joint diameter across groups (n = 6). **G** Representative Cat Walk gait analysis showing Timing view, Print view, and Print intensity for each group. **H** Statistical charts of Max contact area, Max contact intensity, Print Area, and Single stance, with data normalized using the LH/RH formula to control for confounding factors (n = 3). ^#^* P* < 0.05, ^##^* P* < 0.01, ^###^* P* < 0.001, comparison with the control group, * P < 0.05, ** P < 0.01, *** P < 0.001, comparison with the model group

### DAP effectively promotes cartilage matrix synthesis and reduces degradation

To evaluate the in vivo cartilage-protective effects of DAP, a comprehensive analysis of cartilage tissues was performed. Apoptotic activity was assessed using TUNEL staining, while tissue morphology was examined with H&E staining. Safranin O-fast green methodology enabled visualization of proteoglycan distribution and ECM structural integrity. Western blot analysis quantified key molecular markers involved in cartilage synthesis and degradation.

Histopathological evaluation of synovitis demonstrated that synovial cells in the normal group were regularly and uniformly arranged, with no detectable infiltration of inflammatory cells. In contrast, the model group exhibited marked infiltration of inflammatory cells. Following treatment with anti-swelling and analgesic patches, the treated group showed reduced inflammatory cell infiltration, accompanied by relatively loose cellular arrangement (Fig. 2A,C). Histopathological assessment through H&E and safranin O-fast green techniques demonstrated cartilage thinning, structural compromise, and chondrocyte disorganization in KOA model group relative to control group. The cartilage indicated lighter orange-red staining, indicating a thinner matrix and significant damage, along with inflammatory cell infiltration and sparse subchondral bone trabeculae. Treatment with DAP induced varying degrees of recovery, where higher dosages significantly mitigated cartilage damage (Model *vs*. Control, all *P* < 0.001; DAP *vs*. Model, *P* < 0.05, Fig. 2A,B–D). This treatment also reversed pathological changes, which correlated with changes in cartilage matrix markers (COL2A1 and MMP13) (Model vs. Control, all *P* < 0.001; DAP *vs*. Model, all *P* < 0.01, Fig. 2E, F). Apoptotic chondrocyte populations, visualized via TUNEL methodology, exhibited significant elevation in KOA model groups compared with controls, progressively declining with increasing DAP dosage (Model *vs*. Control, *P* < 0.001; DAP *vs*. Model, *P* < 0.05, Fig. 2G, H). Furthermore, DAP significantly decreased serum levels of inflammatory cytokines (Fig. 2I–K). The observed findings indicate DAP confers chondroprotection against degradative and inflammatory processes in KOA pathology.

**Fig. 2:**
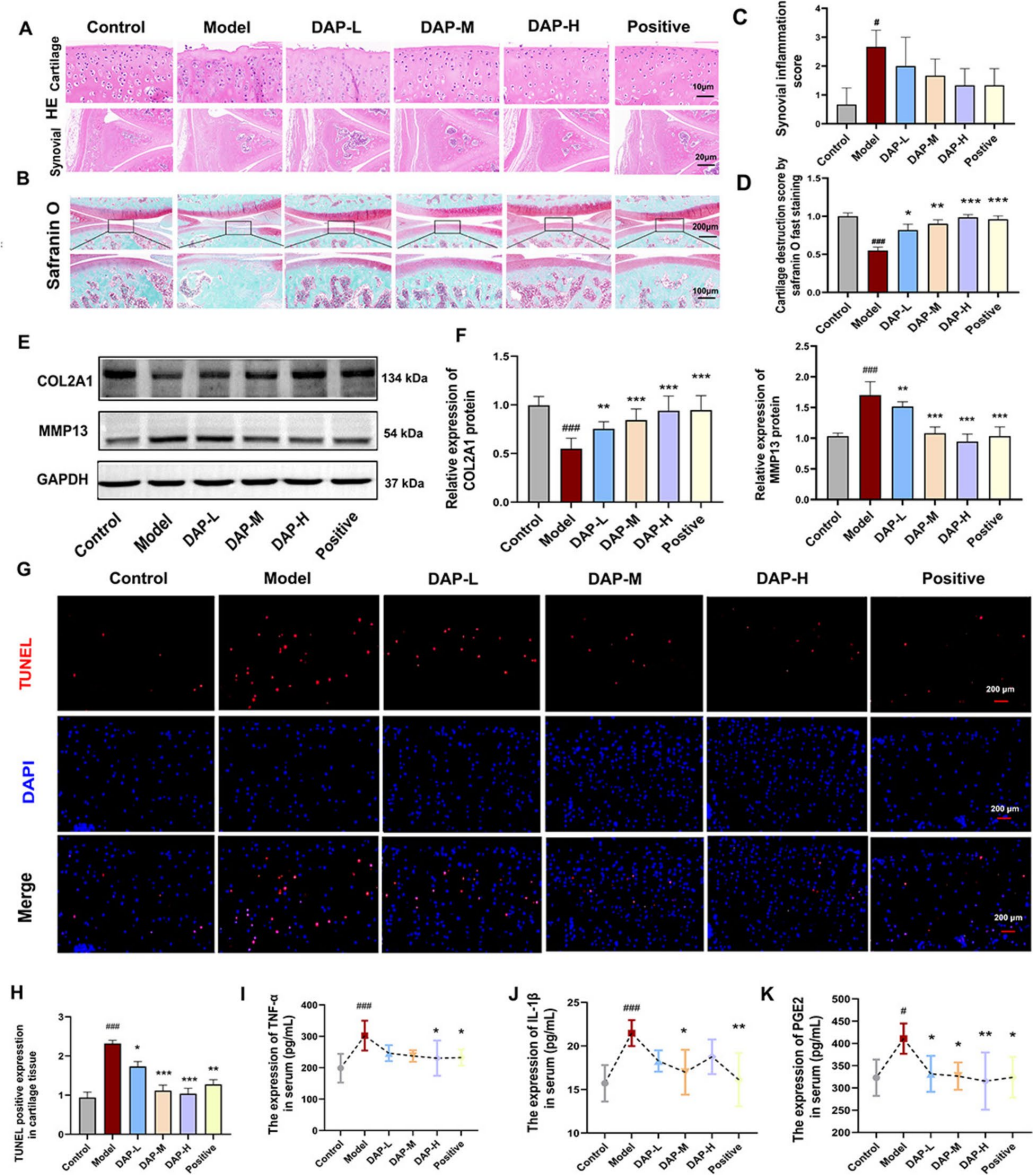
DAP promotes cartilage matrix synthesis and reduces degradation. **A** H&E staining of knee joints and synovial from different groups. **B** Safranin O fast staining of knee joint cartilage tissues in various groups. **C** Quantitative analysis of the synovial inflammation scores in different groups (n = 3). **D** Cartilage destruction scores assessed by Safranin O fast staining in different groups (n = 3). **E**, **F** Expression levels of COL2A1 and MMP13 proteins in knee joint cartilage tissues across groups (n = 3). **G** Representative TUNEL staining images of knee joint cartilage tissues in different groups. **H** TUNEL positive expression levels in cartilage tissues from various groups (n = 3). **I**–**K** Serum levels of TNF-α, IL-1β, and PEG2 across groups (n = 6). Data are expressed as mean ± SD. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, comparison with the control group, * P < 0.05, ** P < 0.01, *** P < 0.001, comparison with the model group

### Gene expression profile-based analysis reveals that DAP may alleviate KOA by regulating material and energy metabolism, and the immune-inflammatory system

RNA-seq was conducted on rat articular cartilage specimens from control, model, and DAP intervention cohorts to elucidate underlying molecular pathways affected by treatment. 

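The RNA came from the right knee joint of 3 of the 12 rats in each group, which gave 9 libraries. The paper names cartilage as the tissue, while the authors' sample records name subchondral bone beside cartilage. Papain, a protease that degrades cartilage matrix, had been injected into the knee of the model and DAP rats as 0.1 mL of a 4% solution on days 1, 4, and 7, while the control rats received the vehicle. The DAP group carried the high dose of the plaster (DAP-H, 0.1470 g/kg) for 5 weeks, and tissue was taken on day 40 after modeling. The libraries were sequenced on an Illumina NovaSeq instrument, and the authors deposited a read count and an FPKM value (fragments scaled to gene length and library size) for each of 30562 genes in each library. Of these genes, 9201 had a count of 0 in every library. The gene lengths recovered from FPKM and counts were the same in all 9 libraries, within 1%, for 20129 of the other 21361 genes, so both units rest on the same counts. The paper's text does not name the aligner, the counting program, or the genome build.

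The total count per library ranged from 15671272 to 18948352 (median 15785951) in the control group, from 16994994 to 18690780 (median 17306931) in the model group, and from 16468477 to 20418596 (median 17218817) in the DAP group. Libraries of the same group differed by more than sampling noise, with a chi-square of 15.7 to 63.4 per gene between pairs, and each was counted as 1 replicate. Haemoglobin genes took 12.5% ± 2.61 (SD, n = 3) of the counts in the control group, 7.62% ± 1.20 in the model group, and 7.97% ± 0.636 in the DAP group. A list of 27 skeletal muscle genes took 1.19% ± 0.463, 0.778% ± 0.615, and 2.05% ± 1.46 of the counts in these groups. The counts were scaled with edgeR's TMM factors, and the 15683 genes that passed its filter on low counts (a minimum count of 10) were tested in 1 model of all 9 libraries with edgeR's quasi-likelihood test. Its common biological coefficient of variation was 21.5%. A gene was called a DEG at the thresholds of the paper, a fold change over 1.5 and an unadjusted P below 0.05. The choices that could change the calls were the test, the scaling, the filter on low values, and the use of unadjusted P.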

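The FPKM values of the 14889 genes with a mean of at least 0.5 were taken as log2(FPKM + 1), centred, and scaled to unit variance. The first component (PC1) held 30.9% of the variance and the second (PC2) 23.3%. On PC1, the scores of the 3 control libraries ranged from 36.6 to 106, those of the model libraries from -93.3 to -11.7, and those of the DAP libraries from -40.4 to -15.3. The control group was therefore apart from the other groups on PC1, where the DAP libraries lay within the range of the model libraries. On PC2, the DAP libraries ranged from 18.7 to 91.6 and the model libraries from -59.9 to 0.27, with no overlap, while the control libraries ranged from -59.0 to 59.6. Over all scaled genes, the mean distance between libraries was 150.2 within groups, 189 between control and model, 163 between model and DAP, and 179.6 between control and DAP. The pseudo-F of the 3 groups, which compares the spread between groups with that within them, was 2.22. It was the largest of all 280 partitions of the 9 libraries into 3 groups of 3 (exact permutation test, p = 0.00357, the smallest these partitions can give). The alternative that moved it most was to leave out control replicate 3, with a pseudo-F of 1.79.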

Principal component analysis (PCA) showed clear differentiation between the control, model, and DAP groups (Fig. 3A). 

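Between the model and control groups, 1646 of the 15683 genes tested were DEGs, 777 higher and 869 lower in the model group. An unadjusted P below 0.05 was found for 3950 genes, where chance gives 784. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 0 genes had an adjusted p below 0.05, and the smallest adjusted p was 0.0655. The 3 model libraries all lay on one side of the 3 control libraries for 4514 genes (28.8%), where chance gives 10%. Between the DAP and model groups, 756 genes were DEGs, 562 higher and 194 lower in the DAP group. Here 1690 genes had an unadjusted P below 0.05, 0 genes had an adjusted p below 0.05 with a smallest value of 0.404, and 3010 genes (19.2%) had groups that did not overlap.

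The choice between adjusted and unadjusted P moved the number of DEGs most, to 0 in both comparisons. DESeq2 in place of edgeR gave 1645 and 817 DEGs, and 1737 and 67 genes with an adjusted p below 0.05. Values rescaled to the same total in each library (TPM) shifted the median log2 fold change of all genes between model and control to 0.20 and gave 1561 higher and 291 lower DEGs, so 84.3% were higher in place of 47.2%. TPM shifted this median between DAP and model to -0.11, and 52.5% of DEGs were higher in place of 74.3%. With a pseudocount of 0.1, limma on log2 FPKM called 59.9% of the DEGs between model and control higher. The mean of the skeletal muscle genes as a covariate brought the share of higher DEGs between DAP and model to 62.7%. Leaving out DAP replicate 5 lowered the DEGs between DAP and model to 441.

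Among the DEGs whose groups did not overlap, those with the smallest P that rose in the model group were Trps1, Sdk2, and Epas1, with log2 fold changes of 1.01, 1.31, and 0.94. Rps21, RT1-Da, and AABR07061001.1 fell, with log2 fold changes of -1.19, -0.85, and -1.74. All 6 had an adjusted p of 0.0655. Rps21 and RT1-Da belong to multigene families whose reads the counting could have split, so their values are uncertain. Esrra, Ctxn3, and Mb rose in the DAP group, with log2 fold changes of 1.11, 2.28, and 2.95 against the model group, and Adamts5, Ckap2l, and Muc20 fell, with -0.60, -0.67, and -1.17. Each of these had an adjusted p of 0.404. Normalized expression of Adamts5, which encodes an aggrecan-degrading protease, was 11.3 ± 0.0537 CPM (counts scaled to library size, SD, n = 3) in the control group, 19.0 ± 1.39 in the model group, and 12.6 ± 0.421 in the DAP group. Its fold change between DAP and model lay close to the threshold and fell below it in 4 alternatives and without model replicate 12 or DAP replicate 5.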

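The log2 fold changes between model and control also followed the gene length in the authors' FPKM values. Spearman's rho was 0.43 across genes, which are not independent replicates, and -0.11 between DAP and model. In the shortest of 10 length classes (median length 666 nt), 408 DEGs were lower and 32 higher in the model group. In the longest class (median 9968 nt), 12 were lower and 173 higher. After each library was corrected for its length trend, a step chosen after seeing the data, rho was 0.01 and 1107 genes were DEGs between model and control, 815 of them also DEGs without the correction. The correction left 768 DEGs between DAP and model, and 689 were shared.

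**Figure D1:**
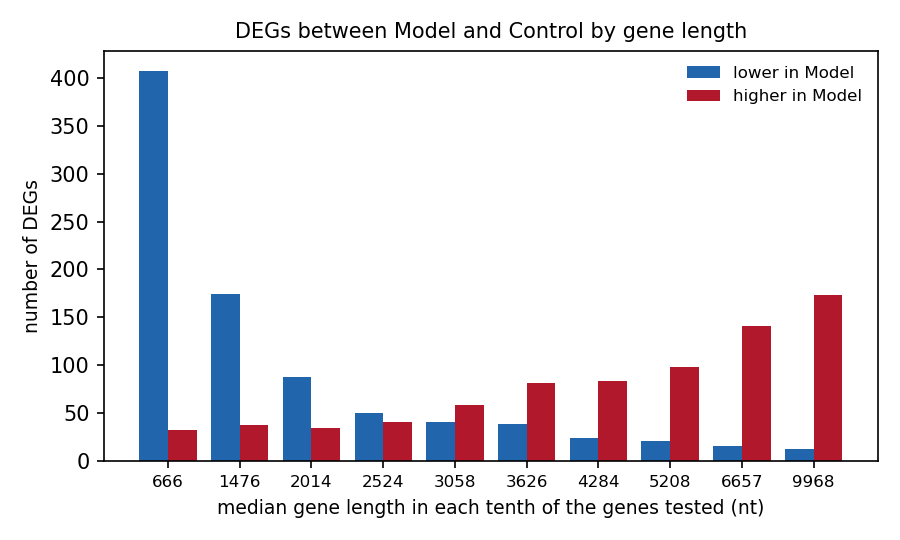
DEGs between the model and control groups by gene length. The genes tested are split into 10 classes of equal size, each given on the horizontal axis by its median length in nt, and the bars count DEGs lower (blue) and higher (red) in the model group. The shortest class holds 408 lower DEGs and the longest class 173 higher ones.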

A total of 1,398 DEGs were identified between the model and control groups, and 712 DEGs were identified between the DAP and model groups, using criteria of |fold change|> 1.5 and *P* < 0.05 (Fig. 3B). Among these, 206 DEGs were reversed by DAP treatment (Additional file 3: Fig. S1A).

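A DEG counted as reversed when it changed in opposite directions in both comparisons, and 212 genes did so. Of these, 163 were lower in the model group and higher in the DAP group, and 49 changed the other way. With TPM, 142 genes were reversed and only 57 of them were lower in the model group. In the other settings counted by direction, most reversed DEGs were lower in the model group. Only 2 genes were DEGs in the same direction in both comparisons. The reversed DEGs were 12.9% of the DEGs between model and control and 28.0% of those between DAP and model. For 168 of them the groups did not overlap in either comparison, and the median reversed DEG regained 95.6% of its change in the model group on the log2 scale. Each of these genes had to pass the same thresholds in both comparisons, which favours changes of similar size. The share regained therefore cannot tell how far DAP restored expression. Both comparisons use the same model libraries, so opposite changes also arise without a treatment effect. In 20 simulated data sets with 3 unchanged groups, a mean of 83 genes were reversed (66 to 99). In 20 further ones the model differed from the control by the measured means and DAP did not differ from the model. Here a mean of 126.75 genes were reversed (99 to 149). These further sets gave a mean of 2631.75 DEGs between model and control, against 1646 in the data. A mean of 1542.25 genes had an adjusted p below 0.05, against 0, so this setting does not match the data closely. The log2 fold changes of both comparisons had a correlation of -0.398 across all genes, where the simulations of both settings gave -0.492 and -0.289 in turn. Drawn assignments of the 9 libraries to other groups gave a median correlation of -0.516. Leaving out model replicate 2 raised the number of reversed DEGs to 319, and 131 of these were among the 212.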

**Fig. 3:**
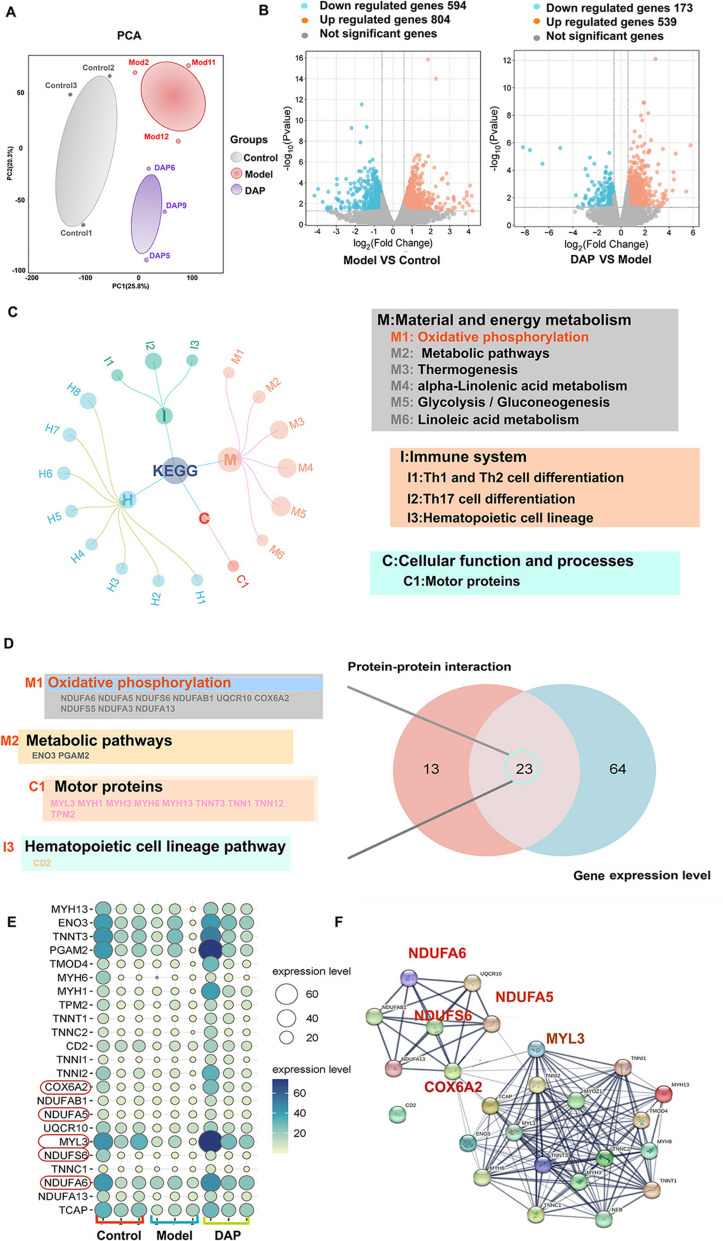
Bioinformatics analysis of KOA rats’ cartilage transcriptome (n = 3). **A** PCA analysis of control, model, and DAP-H groups. **B** Volcano plot analysis illustrating differential gene expression in control, model, and DAP-H groups, with significant genes marked (|Fold Change |> 1.5, *P* < 0.05, blue and red indicate down- and up-regulated expression, respectively). **C** KEGG pathway enrichment analysis illustrating the effects of DAP on KOA. **D** Identification of intersection target sets from PPI and gene co-ex-pression network analysis, identifying a total of 23 genes. **E** Balloon plot visualization showing expression levels of 23 genes (Circle size and color depth represent gene expression levels). **F** Protein interaction analysis of 23 proteins using the STRING database

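Gene Ontology (GO) terms were taken from the annotation in the authors' table. The 212 reversed DEGs were compared with all genes tested by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 7369 terms, and 49 terms had an adjusted p below 0.05. Among cellular components, mitochondrial inner membrane held 19 of the reversed DEGs (8.96%) and 209 of the genes tested (1.33%), an odds ratio of 7.91 (adjusted p = 1.51e-07). Mitochondrial respiratory chain complex I held 9 of the reversed DEGs and 34 of the genes tested, with an odds ratio of 27.4 (adjusted p = 7.33e-07). For mitochondrial membrane the numbers were 19 and 318 (odds ratio 4.99, adjusted p = 5.39e-05). The broad term mitochondrion held 29 and 957 genes (odds ratio 2.48, adjusted p = 0.0121).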

By performing GO enrichment analysis of 206 DEGs revealed that they were localized in mitochondria and closely related to mitochondrial respiratory chain complex I, mitochondrial inner membrane and mitochondrial membrane. 

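Among biological processes, mitochondrial electron transport from NADH to ubiquinone held 5 of the reversed DEGs (Coq9, Mt-nd3, Mt-nd6, Ndufs7, and Ndufv2) and 25 of the genes tested. Its odds ratio was 18.6, with an adjusted p of 0.00436 by Fisher's exact test. The term for proton transport coupled to mitochondrial ATP synthesis held 0 of the reversed DEGs and 8 of the genes tested (adjusted p = 1).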

The biological processes were associated with mitochondrial electron transport, NADH to ubiquinone and mitochondrial ATP synthesis coupled proton transport. 

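The molecular function NADH dehydrogenase (ubiquinone) activity held 4 of the reversed DEGs, Mt-nd3, Mt-nd6, Ndufs7, and Ndufv2, and 15 of the genes tested, which gave an odds ratio of 27.0 (Fisher's exact test, adjusted p = 0.00880). Sodium channel regulator activity held 1 reversed DEG, Rangrf, and 13 of the genes tested (odds ratio 6.10, adjusted p = 1).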

The molecular functions were closely related to NADH dehydrogenase (ubiquinone) activity and sodium channel regulator activity (Additional file 3: Fig. S1B-D). KEGG enrichment analysis revealed that the DEGs were mainly enriched in material and energy metabolism, cellular function and processes, and imbalance of"immune-inflammation"system regulation. 

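Of 343 KEGG pathways in the annotation, 17 had an adjusted p below 0.05 by Fisher's exact test. In metabolism, metabolic pathways held 36 of the reversed DEGs and 1255 of the genes tested (odds ratio 2.39, adjusted p = 0.000431). Linoleic acid metabolism held 3 reversed DEGs, Pla2g12a, Plaat3, and Cyp2e1 (adjusted p = 0.0257), and steroid hormone biosynthesis held Hsd11b1, Cyp2e1, and Akr1c15 (adjusted p = 0.0473). Arachidonic acid metabolism had an adjusted p of 0.0505. Thermogenesis held 20 reversed DEGs (odds ratio 8.60, adjusted p = 4.38e-10) and cardiac muscle contraction 7 (odds ratio 7.97, adjusted p = 0.00140). On the immune side, hematopoietic cell lineage held 6, among them the T cell genes Cd2, Cd3d, Cd3e, and Cd5 (odds ratio 6.06, adjusted p = 0.0170). In a list of 9 T cell genes that holds these, all were lower in the model than in the control group (median log2 fold change -0.83). All 9 were higher in the DAP than in the model group (median 0.66).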

Inflammation is a key driver in the development of KOA, with both the innate and adaptive immune systems playing significant roles. The increase in inflammatory cell levels can speed up the degradation of cartilage. Moreover, antigens released from damaged joints can further incite inflammatory reactions by activating inflammasomes [38]. It is worth noting that the oxidative phosphorylation pathway showed the most significant enrichment among these DEGs (Fig. 3C).

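Oxidative phosphorylation ranked 1 of the KEGG pathways. It held 19 of the reversed DEGs and 114 of the genes tested, an odds ratio of 15.9 (Fisher's exact test, adjusted p = 3.06e-13). All 19 were lower in the model group and higher in the DAP group. Diabetic cardiomyopathy (22 reversed DEGs), chemical carcinogenesis by reactive oxygen species (21), and thermogenesis followed, and each of them contained the same 19 genes. The odds ratio was 4.36 with the skeletal muscle covariate and 4.06 without DAP replicate 5 (exact p = 0.0201), the lowest of its alternatives.

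Lists of genes fixed beforehand from general knowledge were tested with limma's camera. The paper had already singled out oxidative phosphorylation from the same libraries, so the tests of this pathway are not independent evidence. Of 35 complex I genes, of which Fig. 3 names 7, all 35 were lower in the model than in the control group, with a median log2 fold change of -0.77 (camera, adjusted p = 9.23e-25). Without the genes named in Fig. 3 the median was -0.74. A total of 26 were DEGs, 31 had an adjusted p below 0.05 when adjusted over the list alone, and 0 when adjusted over all genes tested, where 31 had an unadjusted P below 0.05. Between DAP and model, 34 of the 35 were higher, with a median of 0.48 (camera, adjusted p = 6.02e-19). Here 11 were DEGs, 11 passed when adjusted over the list alone and 0 over all genes tested, and 22 had an unadjusted P below 0.05. With genes of complexes II to V added, all 73 oxidative phosphorylation genes were lower in the model group (median -0.74) and 72 were higher in the DAP group (median 0.47). Of these, 50 and 18 were DEGs, and 63 and 25 passed when adjusted over the list alone. Under limma's fry, which takes the correlation between genes from the data, the calls of both lists held between model and control (adjusted p = 0.0247 for each) but not between DAP and model (0.0663 for each). With an estimated correlation in camera, none held, and the lowest adjusted p was 0.144. The mean of the 35 genes per library ranged from -0.62 to -0.26 in the model group, below all control (0.00 to 0.50) and DAP libraries (0.01 to 0.28).

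**Figure D2:**
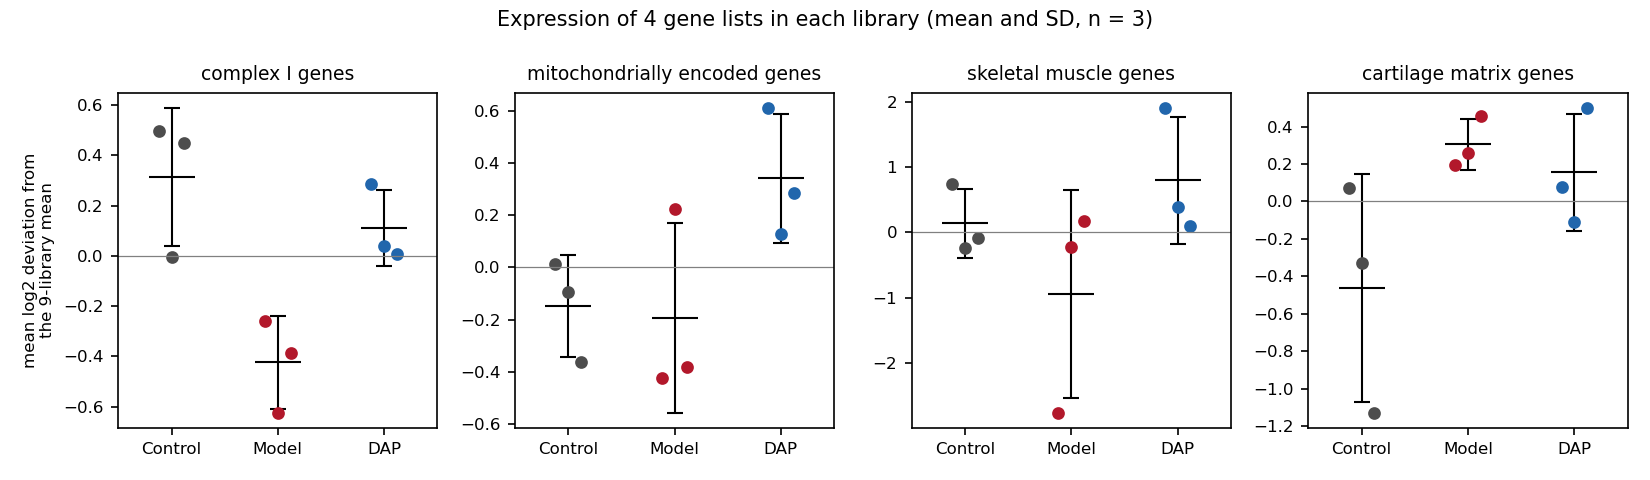
Expression of 4 gene lists in each library. Each point is a library, given as the mean log2 deviation of the genes of the list from their mean over the 9 libraries, and bars give the mean and SD of each group (n = 3). The complex I genes are lowest in the 3 model libraries, while the skeletal muscle genes are lowest in model replicate 2 (-2.76) and highest in DAP replicate 5 (1.91).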

Topological node characteristics were computed via CytoHubba to elucidate crucial genetic elements within DAP's regulatory activity against KOA, yielding 36 significant targets (with a median MCC value of 6.5). A gene co-ex-pression network analysis was established using the"corrplot"and"Hmisc"packages in R, yielding 87 key targets (with a median degree value of 172). 

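Partners were counted as in the paper's methods, by Pearson correlation at an unadjusted P below 0.05 over the 9 libraries. Each of the 212 reversed DEGs had a median of 139 partners among the others, from 12 to 196. Of all pairs, 61.8% were correlated at this level, where 5% of unrelated pairs are. These correlations run across the 3 groups, between which the genes had been selected to differ. A total of 23 genes had at least as many partners as the paper's median degree of 172, among them Ndufa5 with 172. Ndufa6 had 161 partners, Myl3 143, Ndufs6 135, and Cox6a2 120. The median fell to 77.5 without DAP replicate 5 and rose to 243 without model replicate 2, as the number of reversed DEGs changed with it.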

Ultimately, 23 key genes were identified (Fig. 3D–F). 

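Fig. 3E names 23 genes, and 22 of them were tested. All 22 were lower in the model than in the control group (log2 fold changes from -1.90 to -0.74) and higher in the DAP than in the model group (0.60 to 2.43). Between model and control, 11 were DEGs and the groups did not overlap for 12. Between DAP and model, 20 were DEGs and the groups did not overlap for 15, where chance gives 10% of genes. The 11 DEGs of the first comparison were all among the reversed DEGs. When adjusted over the list alone, 10 and 18 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test, and 0 over all genes tested in each comparison, where 11 and 20 had an unadjusted P below 0.05. The study chose this list on the same libraries, so the first is not independent evidence. Of the 22 genes, 7 belong to the KEGG pathway of oxidative phosphorylation and 12 to GO terms of contractile fibers or the sarcomere. Across Fig. 3, 19 genes were grouped as contractile, a set that also holds the enzyme genes Eno3 and Pgam2. The median log2 fold change of this set between DAP and model was 1.69. With the mean of 27 skeletal muscle genes, none of them named in Fig. 3, as a covariate, the median was 0.26.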

KEGG pathway analysis showed that these genes were mainly enriched in the oxidative phosphorylation signaling pathway, including NDUFA6, NDUFA5, NDUFS6, and COX6A2. Among them, NDUFA6, NDUFA5, and NDUFS6 are critical for mitochondrial complex I assembly and function [39]. 

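Ndufa6 (ENSRNOG00000008569) and Ndufa5 (ENSRNOG00000071062) encode accessory subunits of complex I. The table of the authors places Ndufa6 on chromosome 7 from 113866382 to 113870239 and Ndufa5 on chromosome 4 from 52995546 to 53005598, without naming the genome build. Ndufa6 had 47.7 ± 7.88 normalized CPM (SD, n = 3) in the control group, 24.5 ± 5.67 in the model group, and 40.3 ± 5.15 in the DAP group. Its log2 fold change was -0.96 between model and control (standard error 0.19, adjusted p = 0.0655 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between DAP and model it was 0.72 (standard error 0.19, adjusted p = 0.404, same test). Correction for gene length brought the first to -0.54, below the fold change threshold, and leaving out model replicate 11 brought the second to 0.55. Ndufa5 had 45.6 ± 13.4, 24.7 ± 1.65, and 45.6 ± 11.1 CPM, with log2 fold changes of -0.88 (standard error 0.23, adjusted p = 0.0686) and 0.88 (standard error 0.23, adjusted p = 0.404).

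The symbol Ndufs6 belongs in this table to ENSRNOG00000018068, a pseudogene on chromosome 2 from 27201713 to 27202258, with 41 to 136 counts per library. It had 6.44 ± 1.37, 2.82 ± 0.466, and 4.30 ± 0.476 CPM, with log2 fold changes of -1.19 (standard error 0.23, adjusted p = 0.0655) and 0.60 (standard error 0.23, adjusted p = 0.426). The second lay close to the threshold and was no longer a DEG in 7 alternatives and in 3 of the fits that left out 1 library. The protein-coding gene Ndufs6l1 on chromosome 1 from 29968842 to 29977467 is called Ndufs6 in RefSeq's GRCr8 annotation, and the counting could have split reads between both, so their values are uncertain. Ndufs6l1 had 55.1 ± 14.6, 27.8 ± 6.88, and 44.1 ± 7.39 CPM, with log2 fold changes of -0.99 (standard error 0.23, adjusted p = 0.0660) and 0.67 (standard error 0.23, adjusted p = 0.412). The second was no longer a DEG with TPM or the skeletal muscle covariate, nor without model replicate 11 (0.49) or DAP replicate 5. Cox6a2 (ENSRNOG00000019851, chromosome 1 from 182788528 to 182789274) encodes the muscle form of a complex IV subunit. It had 57.4 ± 30.7, 19.9 ± 12.2, and 79.4 ± 53.9 CPM, the largest spread of the 4 genes relative to the mean. Its log2 fold change between model and control was -1.53 (standard error 0.63, adjusted p = 0.175), and the call was lost in 3 alternatives and in 4 of the fits that left out 1 library, among them without control replicate 1 (-1.02). Between DAP and model it was 2.00 (standard error 0.64, adjusted p = 0.404), but 0.56 with the skeletal muscle covariate and 1.29 without DAP replicate 5, neither a DEG. For each of the 4 genes the model group did not overlap with the other groups, though 3 libraries against 3 cannot give an exact two-sided p below 0.1 for a single gene. From the enrichment of the reversed DEGs and the key genes of its networks (Fig. 3C–F), the paper proposes that DAP may alleviate KOA through material and energy metabolism and the immune-inflammatory system.

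**Figure D3:**
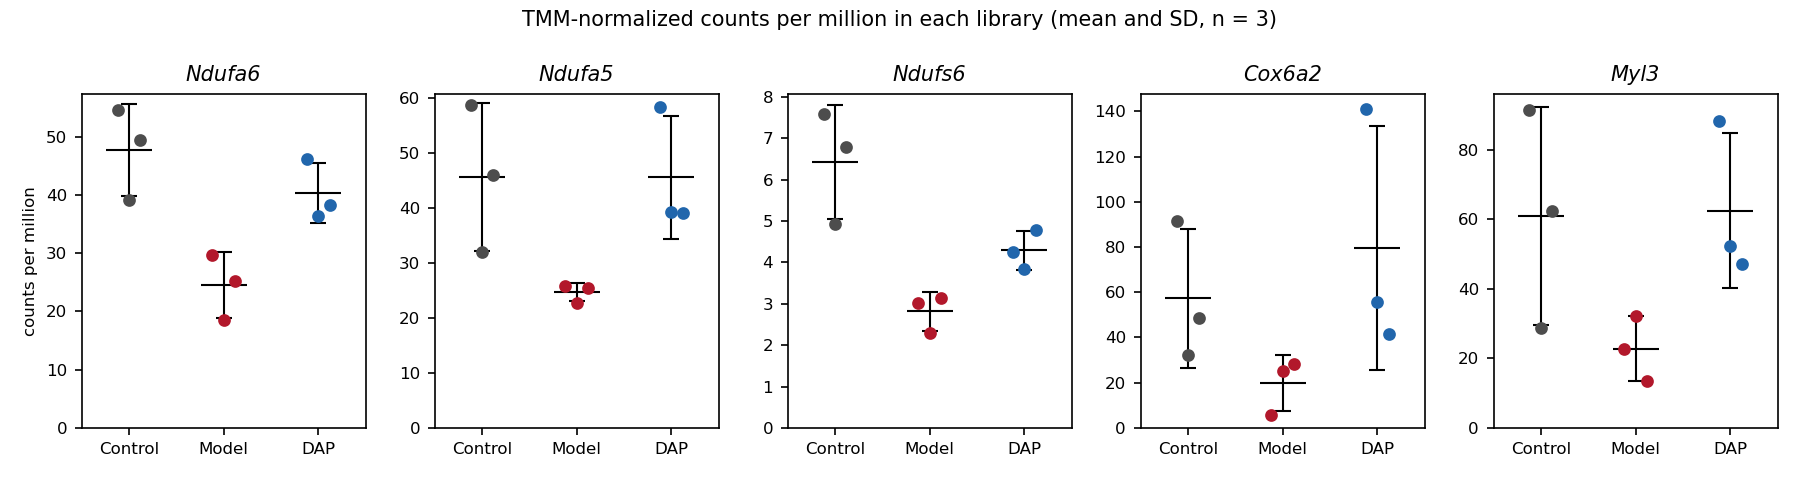
TMM-normalized counts scaled to library size (CPM) of Ndufa6, Ndufa5, Ndufs6, Cox6a2, and Myl3 in each library of the control, model, and DAP groups. Each point is a library, and bars give the mean and SD (n = 3). Ndufa6 is between 18.5 and 29.7 in the model libraries and at least 36.4 in all others.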

As a major gene of mitochondrial complex IV, COX6A2 codes for an isoform of a cytochrome c oxidase subunit. The expression of COX6A2 enhances oxidative stress and impairs the maturation of its morphological and functional characteristics [40]. Additionally, MYL3, which is closely related to cartilage, was also identified [41].

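Myl3 (ENSRNOG00000020955) encodes a myosin light chain and lies on chromosome 8 from 110738661 to 110744816 in the coordinates of the authors' table. Its normalized CPM values were 60.8 ± 31.4 (SD, n = 3) in the control group, 22.8 ± 9.34 in the model group, and 62.5 ± 22.4 in the DAP group. Between model and control the log2 fold change was -1.42 (standard error 0.44, adjusted p = 0.0962 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the groups overlapped. Between DAP and model it was 1.46 (standard error 0.44, adjusted p = 0.404, same test), without overlap. With the skeletal muscle covariate, the log2 fold changes were -1.14 and 1.03, and neither was a DEG.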

### DAP may alleviate cartilage degeneration by rescuing mitochondrial complex 1/AMPK/MYL3 signaling pathway

To validate the RNA-seq results, five DEGs were confirmed by qPCR analysis in cartilage tissues from KOA rats in the control, model, and DAP treatment groups. The mRNA levels of mitochondrial complexes (NDUFA6, NDUFA5, NDUFS6, COX6A2) and MYL3 were downregulated in KOA but restored by DAP, consistent with the RNA-seq findings (Fig. 4A–E). Protein levels of NDUFA5, NDUFA6, NDUFS6 and MYL3 were significantly lower in KOA rats compared to controls (Model *vs*. Control, *P* < 0.001; DAP *vs*. Model, *P* < 0.05, Figs. 4F, G, I–K, M, 5A–C, F, J–L, N). DAP treatment effectively reversed these abnormalities.

**Fig. 4:**
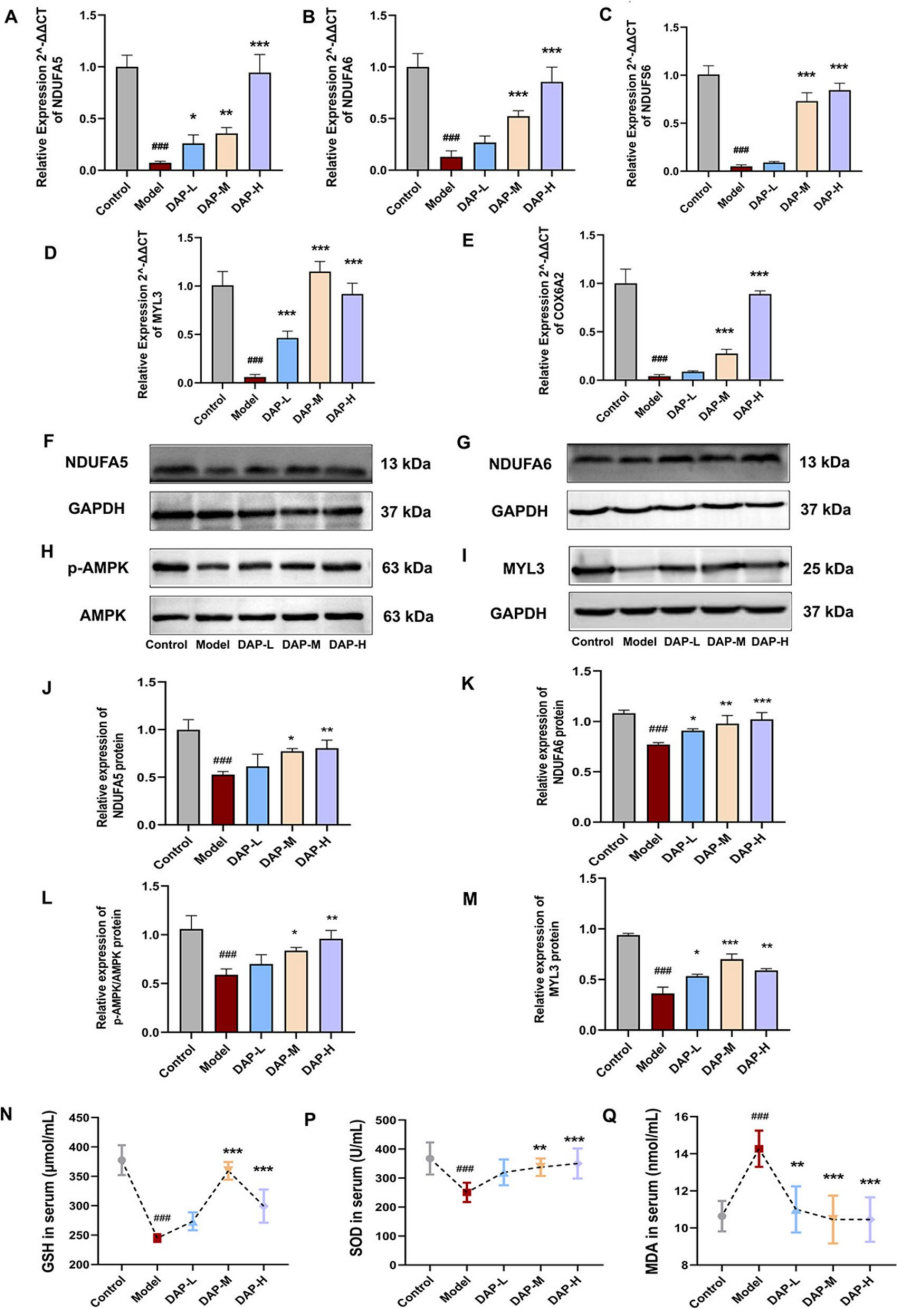
In vivo experiments indicate mitochondrial complex I, AMPK, and MYL3 as effective targets of DAP in alleviating KOA severity. **A**–**E** qPCR analysis of gene expression for NDUFA5, NDUFA6, MYL3, NDUFS6 and COX6A2 (n = 6). **F**–**M** Western blot analysis showing protein expression of NDUFA5, NDUFA6, AMPK, p-AMPK, and MYL3, and their statistical results (n = 3). **N**–**P** Serum levels of GSH, SOD, and MDA (n = 6). Data are expressed as mean ± SD. ^**#**^*P* < 0.05, ^**##**^*P* < 0.01, ^**###**^*P* < 0.001, comparison with the control group, *P < 0.05, **P < 0.01, ***P < 0.001, comparison with the model group

**Fig. 5:**
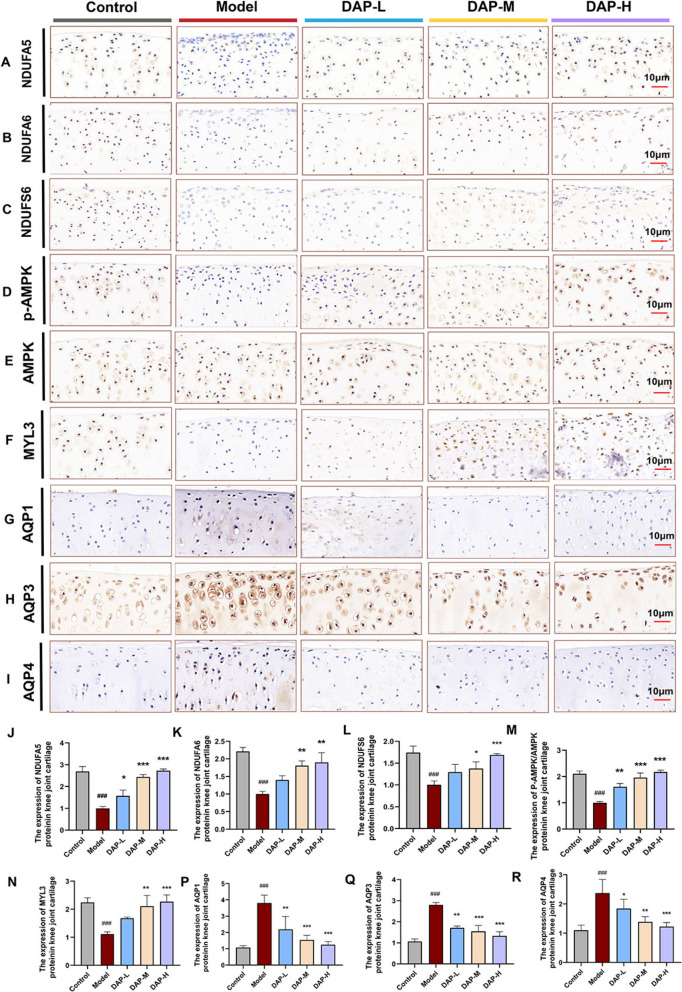
DAP effectively reduces edema and cartilage degeneration through antioxidant stress response. **A**–**Q** IHC analysis of protein expression for NDUFA5, NDUFA6, NDUFS6, p-AMPK, AMPK, MYL3, AQP1, AQP3, AQP4, and their statistical results. Data are expressed as mean ± SD (n = 3). ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, comparison with the control group, *P < 0.05, **P < 0.01, ***P < 0.001, comparison with the model group

Elevated ROS can promote cartilage degeneration by damaging collagen and proteoglycans and activating ECM metalloproteinases. However, DAP enhances complex I synthesis, reducing ROS production. To assess whether DAP inhibits KOA progression by suppressing ROS, we measured serum levels of MDA, SOD, and GSH. DAP treatment significantly decreased MDA levels in a dose-dependent manner and increased SOD and GSH activities in KOA rats (Fig. 4N–P).

A significant decrease in p-AMPK/AMPK protein expression levels was detected in KOA cartilage tissue, DAP treatment effectively increased the expression level of p-AMPK/AMPK protein (Model vs. Control, *P* < 0.001; DAP vs. Model, *P* < 0.05, Figs. 4H, L, 5D, E, M). Administration of DAP successfully restored these alterations to normal levels. To elucidate the interaction between AMPK and MYL3, protein-to-protein docking was used to predict their potential interaction (Additional file 3: Fig. S2A). Co-IP experiments further confirmed that, compared with the control group, the expression of AMPK and MYL3 proteins was significantly downregulated in the model group. Following drug administration, the expression of these proteins was reversed, as demonstrated in (Additional File 3: Figure S2B–D). Moreover, treatment with DAP significantly reduced the protein levels of AQP1, AQP3, and AQP4 (Model *vs*. Control, *P* < 0.001; DAP *vs*. Model, *P* < 0.05, Fig. 5G–I, O–Q).

### Chemical ingredients and skin-penetrating constituents of DAP identified via UPLC-Q-TOF/MS system

UPLC-Q-TOF/MS methodology generated high-resolution mass spectral profiles for DAP, yielding BPI chromatographic patterns illustrated in( Additional file 3: Fig. S3 ). The MS data were processed with the UNIFI filtering platform and matched against standard fragment information. Further verification was conducted using the ETCM2.0 database (http://www.tcmip.cn/ETCM2/front/#/), resulting in the identification of 51 previously unrecognized compounds. A total of 92 ingredients were identified. Detailed MS information for these compounds is summarized in (Additional file 2: Table S6). The chemical structures were confirmed and classified based on accurate mass spectrometry data and relevant literature (Fig. 6A). Notably, 28 compounds from the DAP prescription were found to be capable of skin penetration, as shown in (Additional file 3: Fig. S4, Fig. S5, and Additional file 2: Table S7). Key transdermal ingredients identified include picroside II, picroside I, verproside, geniposidic acid, 6-feruloylcatalpol, and catalposide from VLP, along with chlorogenic acid, caffeic acid, and 1,5-dicaffeoylquinic acid from AHT seeds. The classification and categorization of these compounds are illustrated in Fig. 6B, with structural formulas presented in Fig. 6C.

**Fig. 6:**
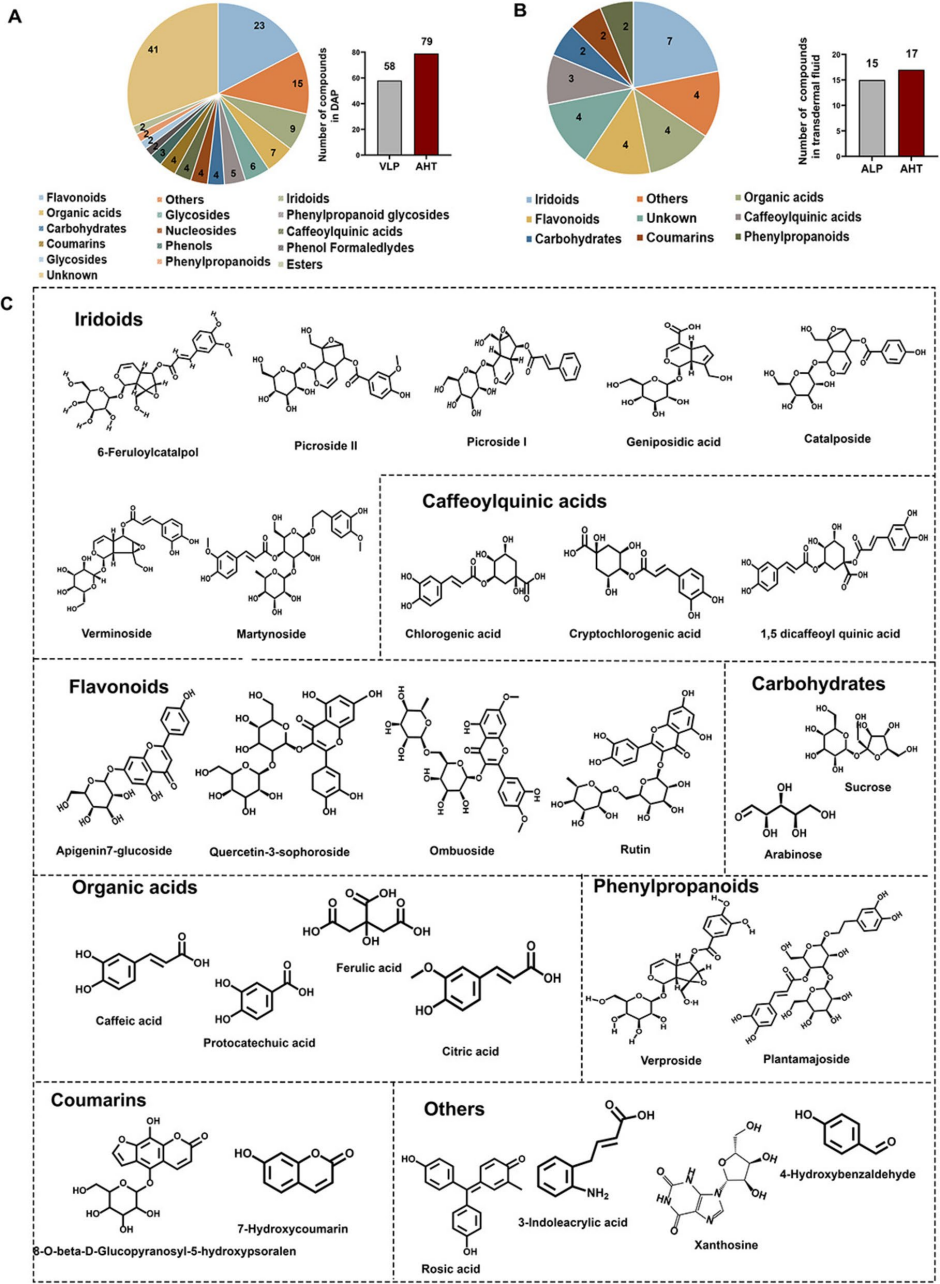
Identification of chemical ingredients and skin-penetrating constituents of DAP using the UPLC-Q-TOF/MS system. **A** Structural classification and count of chemical ingredients in DAP. **B** Structural classification and count of transdermal compounds in DAP. **C** Structures of transdermal compounds in DAP

### Screening transdermal active ingredients with anti-inflammatory and cartilage protective effects

This study assessed the viability of chondrocytes exposed to 19 transdermal ingredients at varying concentrations (0, 25, 50,100 μM) for 24 h (Additional file 3: Fig. S6). Only 19 transdermal ingredients were purchased, and it was determined that they were non-toxic at concentrations of 25–50 μM, leading to a final dose of 50 μM. TNF-α levels were measured using ELISA, and 11 ingredients with anti-inflammatory activity were identified, ranking in the top 60% (Additional file 3: Fig. S7). Protein expression profiling via Western blot demonstrated that IL-1β treatment reduced COL2A1 levels while elevating MMP13 expression relative to untreated controls. In contrast, treatment with 1,5-dicaffeoylquinic acid, 6-feruloylcatalpol, picroside II, verproside, catalposide, and chlorogenic acid significantly restored the expression levels of COL2A1 and MMP13 (Fig. 7A–D). Mitochondrial function assessment revealed that IL-1β group significantly decreased JC-1 polymer (red) fluorescence while increasing monomer (green) fluorescence (*P* < 0.001, Fig. 7E, F). All 6 transdermal compound interventions reversed these changes, restoring JC-1 polymer fluorescence and reducing monomer fluorescence ( *P* < 0.001, Fig. 7E, F).

**Fig. 7:**
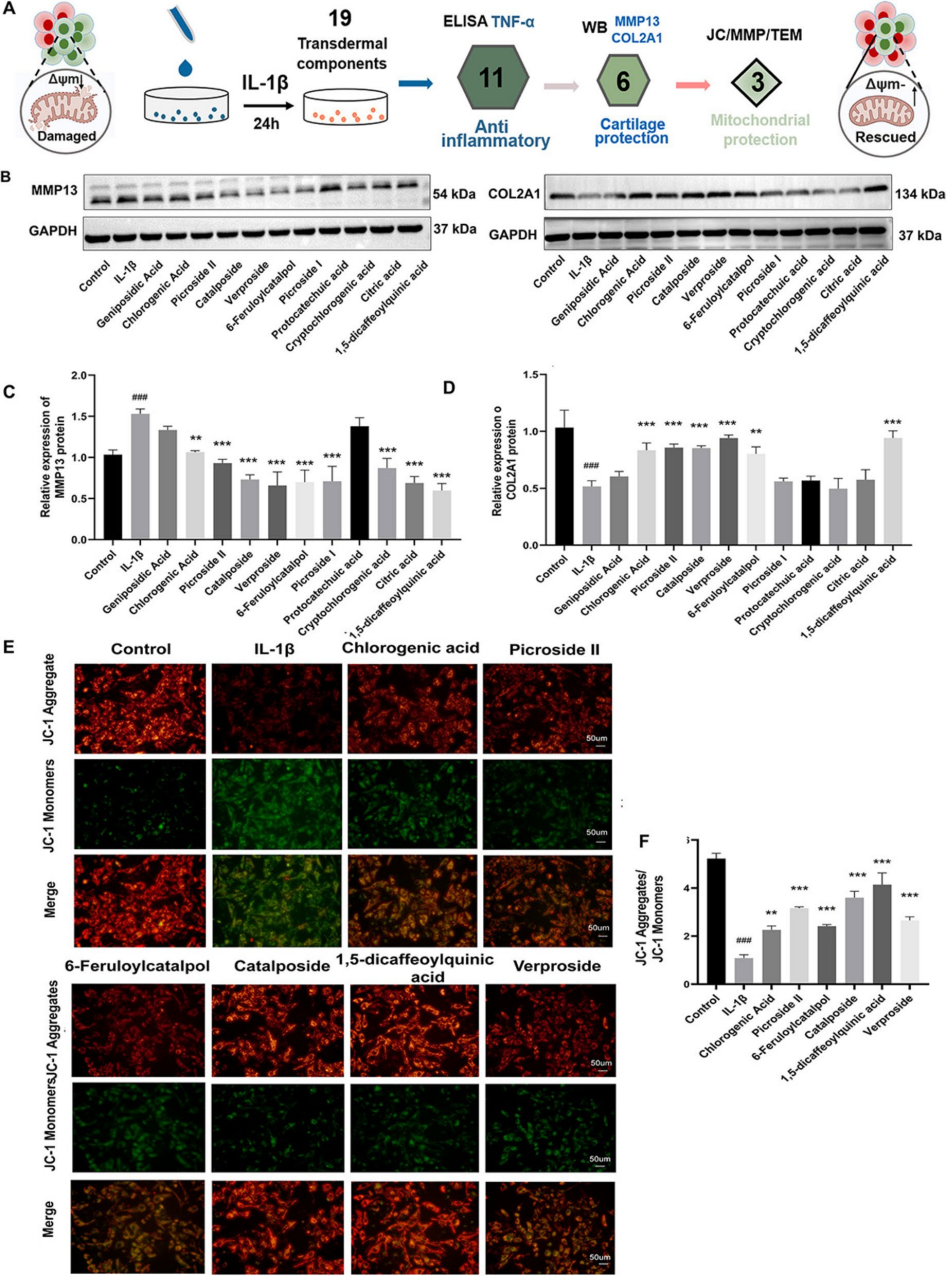
Screening active ingredients for anti-inflammatory and cartilage protective effects. **A** Schematic timeline of the cellular experimental paradigm. **B**–**D** Expression levels of MMP13 and COL2A1 proteins following treatment with 11 active ingredients (n = 3). **E** Changes in MMP detected by JC-1 probe staining. **F** Membrane potential analysis based on the ratio of red to green fluorescence (n = 3). Data are expressed as mean ± SD. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, comparison with the control group, *P < 0.05, **P < 0.01, ***P < 0.001, comparison with the IL-1β group

### 1,5-dicaffeoylquinic acid, verproside, catalposide may be the representative bioactive ingredients in DAP

To further evaluate the effect of transdermal active ingredients in DAP on chondrocyte mitochondria in vitro, we investigated the effects of 6 active ingredients on ROS levels, ATP content, MMP and mitochondrial morphology in an IL-1β-induced chondrocyte mitochondrial dysfunction model. Changes in MMP directly affect intracellular ROS levels. Figure 8A, B illustrates that IL-1β group significantly elevated intracellular DCFH-DA fluorescence intensity in chondrocytes (*P* < 0.001). In contrast, the relative fluorescence intensity of DCFH-DA in cells treated with the 6 transdermal active ingredients decreased significantly (*P* < 0.001), indicating that these active ingredients reduced the ROS increase induced by IL-1β. As shown in Fig. 8C, ATP content in chondrocytes induced by IL-1β decreased significantly compared to the control group (*P* < 0.001). In comparison to the IL-1β group, treatment with 6 active ingredients resulted in varying degrees of increase in ATP content. Notably, 4 transdermal ingredients demonstrated statistically meaningful enhancement of ATP levels: 1,5-dicaffeoylquinic acid, verproside, catalposide and picroside II (*P* < 0.001, *P* < 0.01, *P* < 0.01, *P* < 0.05). Transmission electron microscopy further confirmed these findings. As shown in Fig. 8D, E, mitochondria in the control group were abundant, short rod-shaped, with intact mitochondrial ridges and a uniform matrix. In the IL-1 β group, severe mitochondrial damage was observed, characterized by sparse matrix, weak dissolution, swelling, spinal collapse, and blurred membrane structure, with significantly reduced mitochondrial crest area. In contrast, treatment groups exhibited varying degrees of mitochondrial recovery, with reduced damage, a more uniform matrix, parallel ridge arrangement, decreased swelling, and intact membranes. Notably, verproside, catalposide, 6-feruloycatalpol, and 1,5-dicaffeoylquinic acid significantly increased the mitochondrial cristae area, indicating an improvement in mitochondrial morphology. These results suggest that verproside, catalposide, and 1,5-dicaffeoylquinic acid may act as protective active ingredients against oxidative stress.

**Fig. 8:**
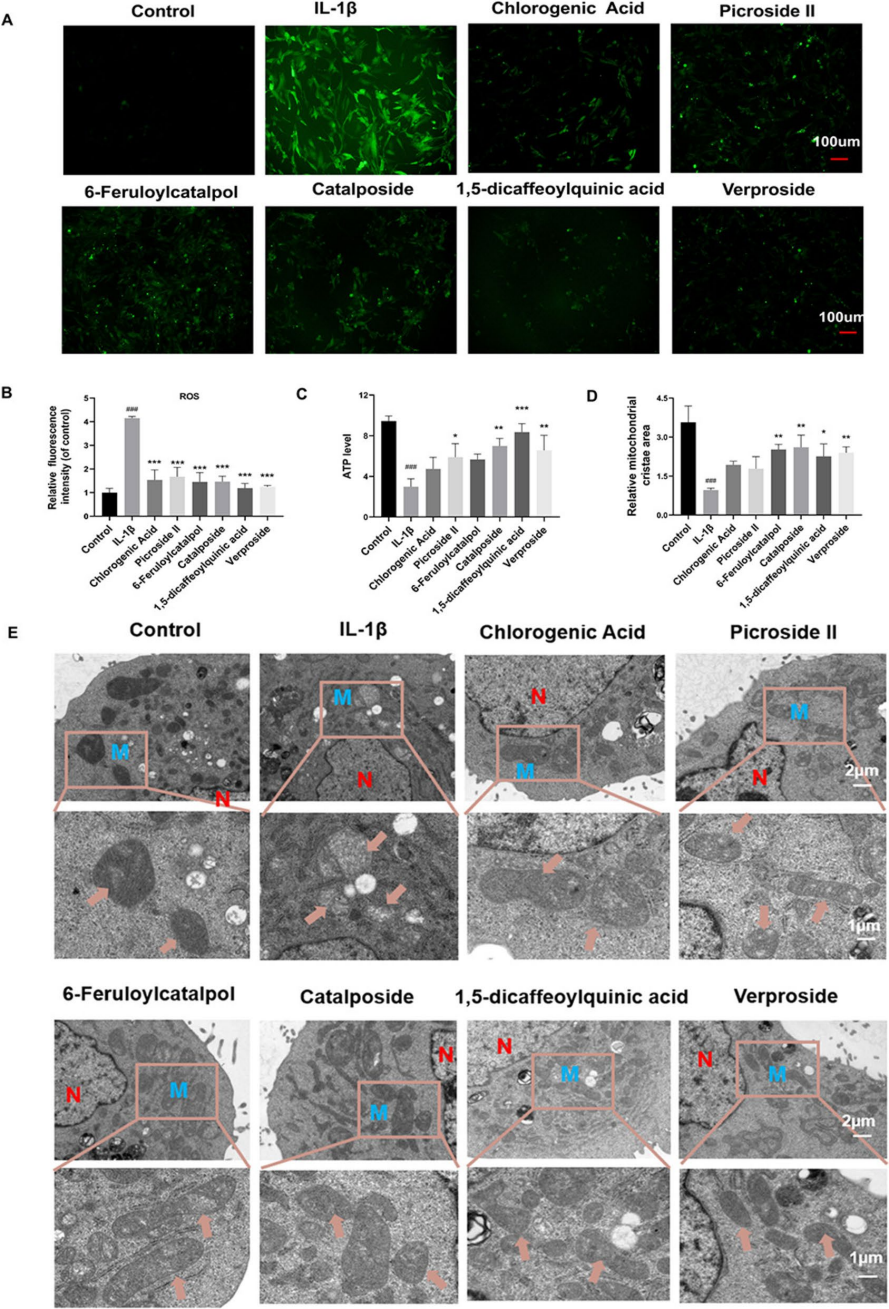
Impact of DAP active ingredients on mitochondrial function induced by IL-1β. **A**–**B** ROS content in chondrocytes was measured using the DCFH-DA fluorescent probe for each group (n = 3). **C** Impact of active ingredients on ATP content (n = 3). **D**, **E** TEM was used to observe the structural damage to chondrocyte mitochondria induced by IL-1β (M: Mitochondria, N: Nucleus, n = 3). Statistical chart of relative Mitochondrial cristae area in each group. Data are expressed as mean ± SD, ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, comparison with the control group, *P < 0.05, **P < 0.01, ***P < 0.001, comparison with the IL-1β group

To confirm the binding interactions between the three transdermal active ingredients and their key targets—mitochondrial complex I (NDUFA6), AMPK, and MYL3—we conducted molecular docking studies. The docking results indicated that these active ingredients formed hydrogen bonds with key residues in the targets, with binding energies lower than − 7.0 kcal/mol (Fig. 9A), suggesting strong binding activity. We selected a pair of 1,5-dicaffeoylquinic acid and the NDUFA6 protein with the lowest binding energy for verification through CETSA and SPR experiments. The CETSA experiment revealed that treatment with 1,5-dicaffeoylquinic acid resulted in a significant shift in the melting curve of the NDUFA6 protein compared to the control group, particularly in the temperature range of 49,56 and 60 °C. These data demonstrate that treatment with 1,5-dicaffeoylquinic acid increased the thermal stability of the NDUFA6 protein, indicating its binding to the NDUFA6 protein (Fig. 9B, C). As shown in Fig. 9D, E, NDUFA6 bound to 1,5-dicaffeoylquinic acid with a dissociation constant (K_D_) of 7.35 × 10^–7^ M.

**Fig. 9:**
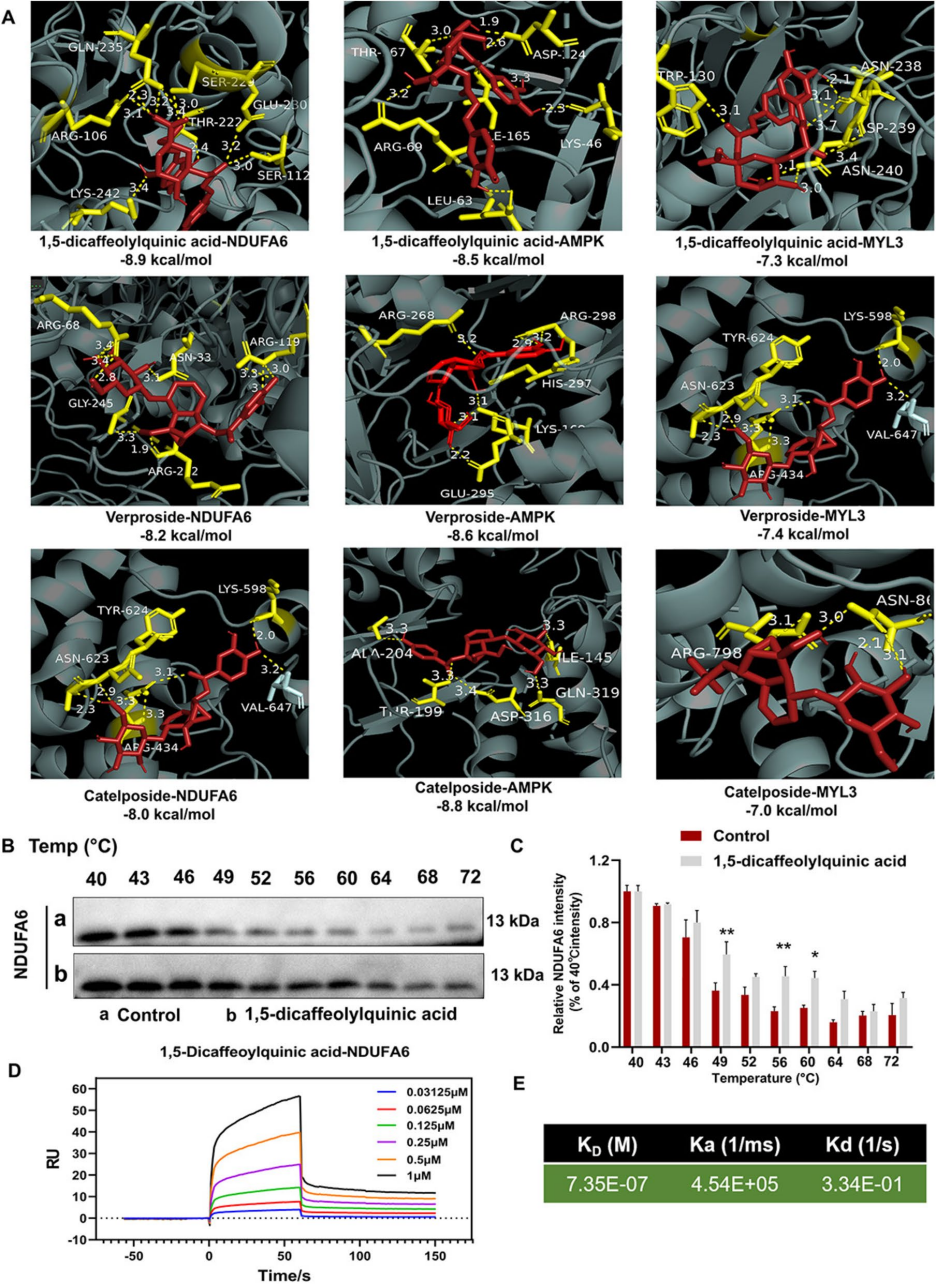
Docking of 1,5-dicaffeoylquinic acid, verproside, and catalposide with key target proteins. **A** Three-dimensional interaction maps and docking binding energies of 1,5-dicaffeoylquinic acid, verproside, and catalposide with NDUFA6 (PDBID: 8bed), AMPK (PDBID: 6c9f)), and MYL3 (PDBID: 8act) protein complexes, respectively. **B** CETSA of NDUFA6 protein that were pretreated with DMSO or 1,5-dicaffeoylquinic acid (50 μM) and treated at multiple temperature, analyzed by western blot. **C** The quantification of NDUFA6 expression was determined as the relative band intensity of that at 40 °C incubation (n = 3). **D**, **E** The interaction between1,5-dicaffeoylquinic acid and NDUFA6 was quantified using an SPR assay, detailing the dissociation constant, binding rate constant, and dissociation rate constant. Data are expressed as mean ± SD, * *P* < 0.05, ** *P* < 0.01, compared with the control group

### 1,5-dicaffeoylquinic acid, verproside, catalposide alleviate IL-1β-induced chondrocyte injury by regulating the mitochondrial complex 1/AMPK/MYL3 pathway

Compared to the control group, the apoptosis rate in the IL-1β group was significantly increased (*P* < 0.001). In contrast, the apoptosis rates in the catalposide, verproside, and 1,5-dicaffeoylquinic acid groups were significantly reduced (*P* < 0.01, *P* < 0.001, *P* < 0.001), as illustrated in Fig. 10A, B. Among the three components, verproside and 1,5-dicaffeoylquinic acid exhibited significant restorative effects on IL-1β-induced protein expression impairment. Specifically, both compounds significantly upregulated the expression of NDUFA6 (*P* < 0.001, *P* < 0.01) and MYL3 (*P* < 0.01, *P* < 0.001), while increasing the p-AMPK/AMPK ratio (*P* < 0.01, *P* < 0.001). In contrast, catalposide showed a significant upregulating effect on MYL3 protein expression (*P* < 0.05), as shown in Fig. 10C, D. Compared to the control group, the content of mitochondrial respiratory chain complex I in chondrocytes in the IL-1β group was significantly reduced (*P* < 0.001). Conversely, the content of mitochondrial respiratory chain complex I in the catalposide, verproside, and 1,5-dicaffeoylquinic acid groups was significantly increased (*P* < 0.01, *P* < 0.05, *P* < 0.001), as depicted in Fig. 10E.

**Fig. 10:**
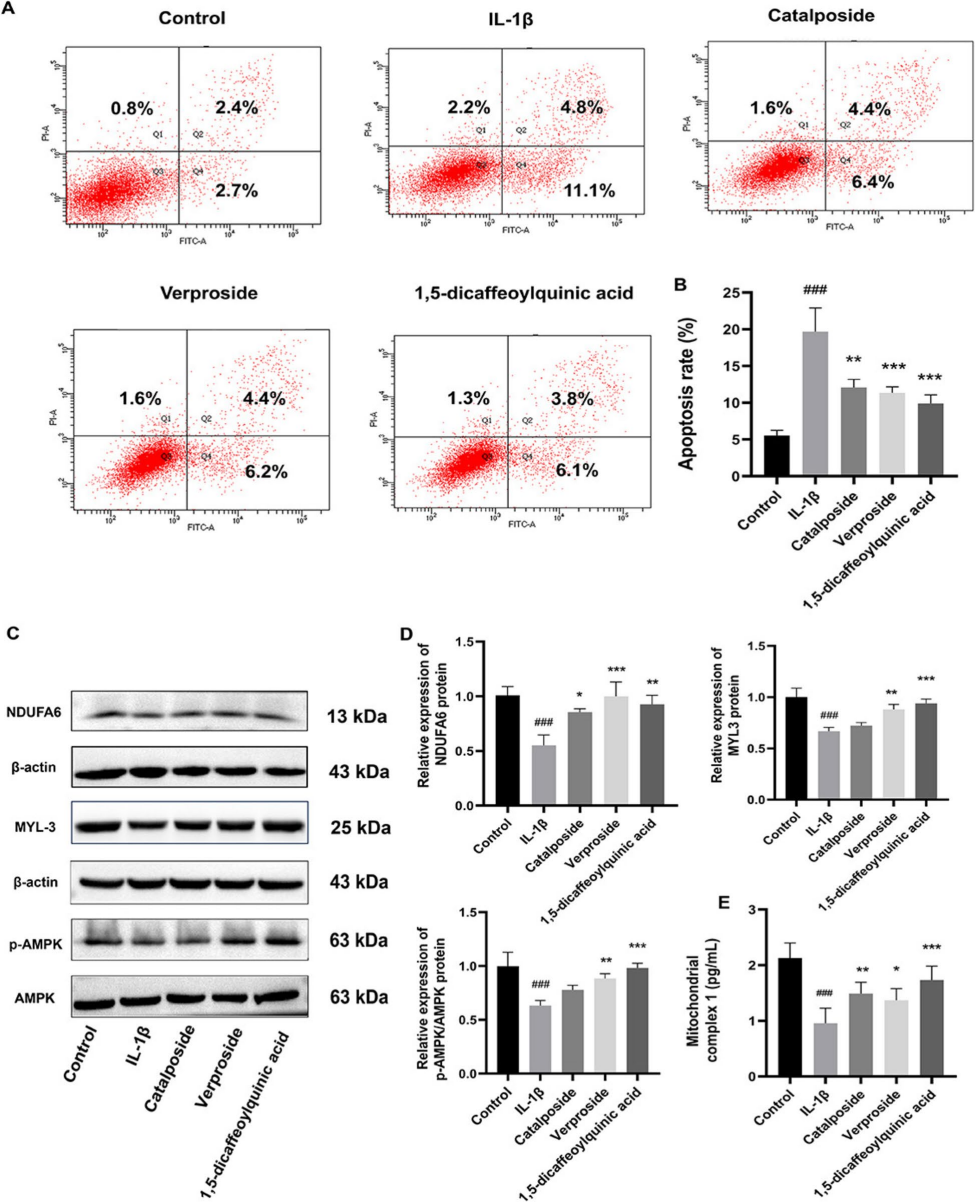
Mitigation of IL-1β-induced chondrocyte injury by 3 active ingredients. **A**, **B** Annexin V-FITC/PI flow cytometry was employed to detect apoptosis in chondrocytes across different groups (n = 3). **C**, **D** Western blot analysis assessed the protein expression of NDUFA6, MYL3, AMPK, p-AMPK, and their statistical results (n = 3). **E** Comparative analysis of mitochondrial respiratory chain complex I content in chondrocytes from various groups (n = 6). Data are expressed as mean ± SD, ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, comparison with the control group, *P < 0.05, **P < 0.01, ***P < 0.001, comparison with the IL-1β group

## Discussion

KOA is a leading cause of disability among the elderly; however, no specific medications have been approved for its treatment [42]. The recently published"Chinese Guidelines for Diagnosis and Treatment of Osteoarthritis 2024"emphasize the use of reparative therapies in the early stages of KOA, including cartilage repair medications and joint injections [43]. Nevertheless, these options can be expensive and may have side effects, making it crucial to explore alternatives that alleviate pain and promote cartilage repair.

Natural medications have gained popularity due to their favorable bioactivity and reduced side effects compared to synthetic drugs. One such option is DAP, a Traditional Chinese Medicine transdermal patch made from two herbs, which has been clinically used for decades to treat arthritic conditions, including KOA. KOA is characterized by cartilage degeneration, bone sclerosis, and low-grade joint inflammation, leading to cartilage destruction [44]. The condition is often associated with an imbalance in the synthesis and degradation of the ECM, primarily composed of COL2A1, which is crucial for maintaining cartilage homeostasis[45]. MMP13 is a key enzyme involved in cartilage degradation [46]. Our study is the first to evaluate the therapeutic effects of DAP in a KOA rat model. We found that DAP increases COL2A1 levels, decreases MMP13, and alleviates cartilage degeneration. Additionally, we demonstrated that DAP can enhance the weight-bearing capacity and motor abilities of KOA rats. Notably, water transport within cartilage is crucial in the pathophysiology of KOA, especially in the early stages [4]. Dysregulation of aquaporins, such as AQP1, AQP3, and AQP4, has been linked to the development of KOA, contributing to matrix degradation and chondrocyte apoptosis [47]. Our findings suggest that DAP treatment effectively reduces joint swelling and the abnormal upregulation of aquaporin proteins.

Mitochondrial dysfunction and elevated levels of ROS are closely associated with KOA [48, 49]. The ETC generates ATP through redox reactions involving complexes I, II, III, and IV, with complexes I serving as primary sites for ROS formation [50]. In KOA, impaired electron transfer and disrupted energy metabolism lead to reduced ATP production and increased ROS levels, indicating mitochondrial dysfunction [51]. This mitochondrial impairment enhances the release of inflammatory mediators, including IL-1β, interleukin-6 (IL-6), and PGE2[52].Complex I is particularly significant in ROS generation; defects in this complex contribute to increased ROS levels and decreased antioxidant defenses [53, 54]. Key genes involved in the assembly and function of complex I include NDUFA6, NDUFS6, and NDUFA5[55–57]. NDUFA6 stabilizes the TMH1-2ND3 loop, which is essential for energy conversion [58], while NDUFS6 is crucial for complex I biogenesis; its deletion impairs ATP and superoxide production [39]. Although NDUFA5 is not directly involved in catalytic reactions, it facilitates electron transfer to the respiratory chain, thereby contributing to mitochondrial dysfunction [59]. Our studies have demonstrated that treatment with DAP markedly ameliorates the aberrant mRNA and protein expression levels of mitochondrial complex I components (NDUFA6, NDUFA5, NDUFS6), indicating that DAP may enhance mitochondrial function in chondrocytes and impede the progression of KOA. Compromised mitochondrial function has been shown to increase ROS production, subsequently diminishing AMPK activation [60]. AMPK is widely recognized as a crucial regulator of cellular energy homeostasis. Scientific investigations demonstrate that inhibited AMPK function induces both oxidative damage and inflammation within chondrocytes, consequently accelerating the degradation of the cartilaginous matrix [61]. Our data reveal that DAP treatment not only significantly reduces the levels of inflammatory cytokines and ROS but also enhances AMPK phosphorylation, thereby mitigating oxidative stress in chondrocytes and preventing cartilage matrix degradation. Furthermore, decreased expression of MYL3 in the articular cartilage of KOA, particularly within damaged cartilage, correlates with the progression of joint degeneration. This reduction in MYL3 activity exacerbates the action of enzymes responsible for chondrocyte ECM degradation, further facilitating cartilage deterioration and injury [41]. Our results indicate that DAP effectively increases MYL3 protein expression. Additionally, through Co-IP experiments, we have identified a link between AMPK and MYL3, highlighting a potential therapeutic target for reducing cartilage degeneration.

Exploring the skin-penetrating components of drugs is essential for advancing transdermal drug delivery systems in Traditional Chinese Medicine and for understanding their pharmacological properties. In our study, we utilized a Franz diffusion cell to analyze diffusion samples of DAP using UPLC-Q-TOF/MS, identifying 28 transdermal ingredients that penetrate the skin and exhibit anti-KOA properties, including iridoids, organic acids, flavonoids, caffeoylquinic acids, and carbohydrates. In vitro analyses revealed that 19 of these active ingredients displayed significant anti-inflammatory effects. Molecular docking studies on key transdermal ingredients—1,5-dicaffeoylquinic acid, catalposide, and verproside—demonstrated their ability to influence targets such as NDUFA6, AMPK, and MYL3, highlighting the synergistic action of DAP through multiple active ingredients and targets, further supported by CETSA and SPR findings. Subsequent experiments showed that 1,5-dicaffeoylquinic acid, verproside, and catalposide protect against IL-1β-induced chondrocyte damage by modulating the mitochondrial complex I (NDUFA6)/AMPK/MYL3 pathway. Notably, 1,5-dicaffeoylquinic acid inhibits MDA production, maintains catalase levels, enhances glutathione reductase activity, and reduces nitric oxide (NO), IL-6, and TNF-α levels, exhibiting both antioxidant and anti-inflammatory effects [62]. It also restores the GSH/ROS balance, mitigates mitochondrial depolarization, and alleviates mitochondrial dysfunction [63]. Its concentration in DAP is significantly higher than that of other ingredients, underscoring its pivotal role in KOA treatment. Furthermore, catalposide and verproside inhibit inflammatory mediators and downregulate matrix metalloproteinases via the NF-kB signaling pathway, thereby slowing cartilage degeneration [64]. Thus, 1,5-dicaffeoylquinic acid, catalposide, and verproside are crucial active ingredients in DAP for the treatment of KOA. In the subsequent research stage, relevant animal models should be utilized to supplement and validate the transdermal pharmacological mechanisms of representative active ingredients. This approach will enhance the robustness of experimental evidence supporting the transdermal efficacy of these representative agents.

## Conclusion

This study integrates chemical and transcriptomic analyses, network construction, and computational modeling, along with in vivo and in vitro validation, to identify potential bioactive ingredients contained in DAP. The findings suggest that DAP can ameliorate KOA partially modulating mitochondrial complex I/AMPK/MYL3 signaling, thereby providing protective effects on cartilage.These results offer experimental evidence that supports the scientific understanding and clinical application of DAP in the treatment of KOA.

## Supplementary Information

Additional file 1: Materials S1 Drugs. Methods S2 KOA animal model. Methods S3 Histological analysis. Methods S4 TUNEL staining. Methods S5 Preparation of DAP samples. Methods S6 Preparation of DAP in vitro transdermal sample. Methods S7 UPLC-Q-TOF/MS detection. Methods S8 Immunohistochemical staining. Methods S9 Cell viability assay. Methods S10 SPR assay.

Additional file 2: Table S1 DAP Dosage Scale. Table S2 Antibody information. Table S3 Gradient elution program. Table S4 Primer sequences for quantitative q-PCR. Table S5 Information on 19 main transdermal compound standards in the DAP. Table S6 Components detected by UHPLC-QTOF-MS in the positive and negative ion modes of DAP. Table S7 Identification results of transdermal components detected by UHPLC-QTOF-MS in the positive and negative ion modes of DAP.

Additional file 3: Fig. S1 A 206 reverse regulatory genes of DAP were screened and B-D GO enrichment analysis of the gene of anti-KOA effect of DAP. Fig. S2. Interaction between MYL3 protein and p-AMPK protein. A ZDOCK software predicts the interaction between AMPK and MYL3 proteins. (Purple area represents AMPK protein, blue area represents MYL3 protein, white circled area represents predicted binding region, yellow represents hydrogen bond. B-D Western blot was used to detect endogenous interaction between AMPK and MYL3 protein (n =3). Fig. S3. BPI chromatogram of DAP compounds. (A: negative ion mode; B: positive ion mode). Fig. S4. BPI chromatogram of DAP transdermal component negative ion mode. (A: Blank skin component; B: Transdermal component). Fig. S5. BPI chromatogram of DAP transdermal component positive ion mode. (A Blank skin component; B Transdermal component.) Fig. S6.CCK-8 was used to detect the changes in cell proliferation after 24 h treated with 19 compounds at different concentrations (0, 25, 50, 100 μM). Fig. S7. Top 60% of transdermal compounds with anti-inflammatory activities (n =6).

## Data Availability

The data in this study are available from the corresponding author upon reasonable request.

## Abbreviations

AHT: Artemisia halodendron Turcz. exBess
AMPK: Adenosine 5 ‘-monophosphate (AMP)-activated protein kinase
AQP1: Aquaporin 1
AQP3: Aquaporin 3;AQP4, Aquaporin 4
CETSA: Cellular thermal shift assay
ATP: Adenosine triphosphate
COL2A1: Collagen type II alpha 1
Co-IP: Co-Immunoprecipitation
DAP: Detumescence Analgesic Plaster
DCFH-DA: Dichlorodihydrofluorescein diacetate
DEGs: Differentially expressed genes
ECM: Extracellular matrix
ELISA: Enzyme-linked immunosorbent assay
ETC: Electron transport chain
GO: Gene Ontology
GSH: Glutathione
H&E: Hematoxylin and eosin
IHC: Immunohistochemical staining |
IL-1β: Interleukin-1beta
KEGG: KyotoEncyclopedia of Genes and Genomes
KOA: Knee osteoarthritis
MDA: Malondialdehyde|
MMP: Mitochondrial membrane potential
MMP13: Matrix metallopeptidase 13
MYL3: Myosin light chain 3
NDUFA5: NADH-ubiquinone oxidoreductase 1 alpha subcomplex 5
NDUFA6: NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 6
NDUFS6: NADH-ubiquinone oxidoreductase Fe-S protein 6OA, Osteoarthritis
OXPHOS: Oxidativephosphorylation
PCA: Principal components analysis
PGE2: Prostaglandin E2
PPI: Protein–protein interaction network
qPCR: Quantitative real-time PCR
QZXTP: Qizheng Xiaotong Plaster
ROS: Reactive oxygen species
|RLU: Relative light units
RNA-seq: RNA-sequencing
SD: Sprague Dawley
SPF: Specific Pathogen Free
SPR: Surface plasmon resonance
SOD: Superoxide dismutase
TNF-α: Tumor necrosis factor-alpha
UPLC-Q-TOF/MS: Ultra Performance Liquid Chromatography-Quadrupole-Time-of-Flight Mass Spectrometry
VLP: Veronica linariifolia Pall. Ex Link subsp. Dilatate (Nakai et Kitagawa) Hong

# Supplementary material for: Detumescence Analgesic Plaster mitigates knee osteoarthritis via active ingredients targeting mitochondrial complex 1/AMPK/MYL3-regulated cartilage homeostasis
**Source:** Chin Med. 2025 Oct 20;20:175. doi: 10.1186/s13020-025-01215-w
**Supplement:** Supplementary file 1 — Additional file 1: Materials S1 Drugs. Methods S2 KOA animal model. Methods S3 Histological analysis. Methods S4 TUNEL staining. Methods S5 Preparation of DAP samples. Methods S6 Preparation of DAP in vitro transdermal sample. Methods S7 UPLC-Q-TOF/MS detection. Methods S8 Immunohistochemical staining. Methods S9 Cell viability assay. Methods S10 SPR assay.

**Supplementary Materials for**

**Detumescence Analgesic Plaster mitigates knee osteoarthritis via active ingredients targeting mitochondrial complex 1/AMPK/MYL3-regulated cartilage homeostasis**

**Chunxia Li ^1^**^#^**, Weijie Li** **^1^**^#^**, Yue Yin ^1^, Xiaomei Xiang ^1^, Lu Fu ^1^, Ping Wang ^1^, Yanqiong Zhang ^1^**^*^**,** **Haiyu Xu ^12^**^*^

***

***Correspondence authors.**

**^#^ ﻿These authors make equal contributions to this work.**

**Supplementary Materials and Methods**

**Materials S1 Drugs**

Extraction conditions and extraction solution processing of DAP

AHT: Grind the artemisia seeds into fine powder, add an appropriate amount of water and stir to form an ointment. Freeze dry and remove to obtain. Menthol: Take another menthol, add an appropriate amount of ethanol and stir to dissolve, seal and set aside for later use; VLP: adding 10 times the amount of water for the first time and boiling for 2 hours, and adding 8 times the amount of water for the second time and boiling for 1.5 hours. Combine the decoctions, filter, and concentrate the filtrate to a relative density of 1.10-1.12 of the extract. Cool to room temperature.

Qizheng Xiaotong Plaster (QZXTP), procured Tibet Cheezheng Tibetan Medicine Co., Ltd. (Xizang, China, Approval No. Z54020113) was employed as a positive control. It is worth noting that QZXTP was chosen as the positive drug for the following reasons: Firstly, as a prevalent Chinese external patch for KOA treatment, QZXTP is a Tibetan herbal formula known for its effects of promoting blood circulation, removing blood stasis, reducing swelling, and relieving pain, which are similar to the effects of DAP. Secondly, both QZXTP and DAP consist of medicinal solutions and patches, and both are external patches that can minimize interference with the differences observed in our experimental results.

**Methods S2 KOA animal model**

On the 40th day post-modeling (it should be noted that, considering the condition of the animals and the objective factors of the experiment, we conducted the sampling 2 days earlier), all rats were anesthetized via intraperitoneal injection of pentobarbital. Blood samples were collected and subjected to centrifugation to obtain serum samples, which were subsequently stored at -80 °C for further analysis. The right knee joints were surgically excised and fixed in 4% paraformaldehyde for histological analysis, while the remaining knee joint specimens were also stored at -80 °C for additional analysis.

**Methods S3 Histological analysis**

After fixation in 4% paraformaldehyde for 7 days, the samples were decalcified in 20% EDTA (pH 7.4), with the decalcification solution being replaced every 3 days until the tissue softened. The samples were then dehydrated prior to paraffin embedding. Sagittal slices, 5 μm thick, were prepared for H&E and Safranin O-fast green staining.

Histopathological assessment of synovitis. Tissue sections were stained with hematoxylin and eosin (H&E) to analyze synovitis (inflammatory cell influx and synovial hyperplasia) [1].

**Methods S4 TUNEL staining**

The cartilage tissues were fixed in 4% paraformaldehyde for 1 h and then incubated for 10 min each with 3% H_2_O_2_ and 0.2% Triton X-100. After 3 washes with PBS, the cells were stained using the TUNEL staining solution and DAPI.

**Methods S5**

**Preparation of DAP samples**

AHT: Grind the artemisia seeds into fine powder, add an appropriate amount of water and stir to form an ointment. Freeze dry and remove to obtain. Menthol: Take another menthol, add an appropriate amount of ethanol and stir to dissolve, seal and set aside for later use; VLP: adding 10 times the amount of water for the first time and boiling for 2 hours, and adding 8 times the amount of water for the second time and boiling for 1.5 hours. Combine the decoctions, filter, and concentrate the filtrate to a relative density of 1.10-1.12 (70C) of the extract. Cool to room temperature.

The DAP source is as mentioned above, Chlorogenic acid (purity: 98.76%), caffeic acid (purity: 99.30%), 1,5-dicaffeoylquinic acid (purity: 98.42%) were purchased from Shanghai Taozhu Biotechnology Co., Ltd (Shanghai, China). Preparation method of DAP according to the process: Mix 1g of AHT 0.08 g of VLP, and 0.004 g of menthol, freeze-dried powder raw materials, and place them in a 100 mL conical flask. Add 10 mL of 50% methanol, shake well, weigh, sonicate for 30 minutes, add ice cubes to water, cool down, and make up for the weight loss. Centrifuge at high speed and low temperature of 12000r/min for 10 minutes, and pass through 0.22 μm microporous filter membrane, take the filtrate and obtain it.

**Methods S6 Preparation of** **DAP in vitro transdermal sample**

Using the Franz diffusion cell method, the effective area of the diffusion cell is 3.14 cm^2^, and the volume of the receiving cell is 10 mL. The skin used in the experiment was the abdominal skin of male SD rats (4 weeks old, 120 ±10g). rats, which was prepared by removing the fat layer, fascia, and adhesion, and washing with PBS (pH=7.4). Take an appropriate size of rats abdominal skin and clip it between the supply and receiving pools, ensuring that its stratum corneum faces the supply pool. The liquid surface is in complete contact with the inner layer of the skin. After installing the device, place the prepared mixture of anti-inflammatory and analgesic raw materials in the supply tank. The receiving liquid is 30% ethanol, the magnetic stirring speed is 350 r/min, and the temperature is controlled at (32+0.2) °C. After balancing for 0.5 h, at the time point of 24 h, all 9 mL of the receiving solution will be taken out, and at the same time, 1 mL of new receiving solution of the same volume will be added. Take 9 mL of the reception solution, put it into a 10 mL centrifuge tube, dry it with nitrogen, dissolve it in 0.2 mL of 25% ethanol, centrifuge at high speed and low temperature of 12000 r/min for 10 minutes, pass it through a 0.22 μm microporous filter membrane, and take the filtrate to obtain it.

**Methods S7 UPLC-Q-TOF/MS detection**

The samples were analyzed using the Waters ACQUITY UPLC system (Waters, Milford, Pennsylvania, USA) and Waters Q-TOF advanced mass spectrometer. All analytes are in ACQUITY UPLC HSS T3, separate on the 1.8 μm (2.1x100mm) column. The mobile phase consists of 0.1% formic acid aqueous solution solvent A and 0.1% formic acid acetonitrile solvent B, with a flow rate of 0.5 mL/min; Injection volume: 2 μL; Column temperature: 30 °C, gradient elution was described in **Table gradient elution program.** The data analysis was conducted using Masslynx 4.1 software combined with Waters UNIF TM 1.9.4 software for data collection and analysis. The collected data format was Continuous data.

The electrospray ion source (ESI) is used, and the scanning mode is full information tandem mass spectrometry (MSE) mode. In the positive and negative ion modes, the operating parameters are capillary voltage 3.0 kV, taper hole voltage 30 V, taper hole backblowing gas flow (N2) 50 L/h, desolvent gas flow 1000 L/h, ion source temperature 120 ℃, desolvent gas temperature 450 ℃, scanning range m/z 50~1500, low collision energy 20 eV, high collision energy 70 eV. During the process, leucine enkephalin (m/z 556.2771 ESI+, m/z 554.2615 ESI -) is used to calibrate the mass axis to ensure the accuracy of mass spectrometry data. The data analysis was conducted using Masslynx 4.1 software combined with Waters UNIFITM 1.9.4 software for data collection and analysis, with the collected data format being Continuum data.

Table 1-3 Gradient elution procedure

| Time（min） | B乙腈（v%） |
| --- | --- |
| 0 | 5% |
| 10 | 28% |
| 10.2 | 38% |
| 12 | 55% |
| 13 | 95% |
| 13.2 | 5% |
| 16 | 5% |

**Methods S8 Immunohistochemical staining (IHC)**

Antigen retrieval was performed by boiling specimens in sodium citrate buffer. After blocking with BSA for 1 h, the specimens were incubated overnight in a humidified chamber at 4 °C HRP-conjugated secondary antibody was applied to detect the primary antibody for 30 min on the second day. Subsequently, the DAB substrate was utilized for coloration. The sample was then examined under a white light microscope for result interpretation. The nucleus, stained with hematoxylin, appeared blue, whereas the positive expression of DAB exhibited a brownish-yellow color.

**Methods S9 Cell viability assays**

The cells achieved complete attachment to the wall within 24 h. Following stimulation with 19 transdermal compounds at varying concentrations (0, 25, 50, 100 μM) for 24 h, the previous medium was discarded. Subsequently, 100 μL of 10% CCK-8 solution was added to each cell well (with medium dilution), ensuring that no bubbles were formed during the procedure. The cells were incubated at 37 °C for 1.5 h, after which the OD values were measured at 450 nm using an enzyme-linked instrument. Three independent experiments were performed to ensure the reliability of the results.

**Methods S10 SPR**

Firstly, the NDUFA6 Protein (D4A3V2-M1-P130, MCE, USA) was immobilized on the hannel 2 of CM5 chip (BR100530, Cytiva, Sweden) after being diluted to 50 μg/ml in the sodium acetate buffer (pH4.0). The 1,5-dicaffeoylquinic acid (DSTDE000602, Chengdu Desire Biotechnology, China) was diluted to different concentrations of 0.03125μM, 0.0625μM, 0.125μM, 0.25μM, 0.5 μM, and 1μM at a flow rate of 30 μl/min, and duration is 150 s. Finally, glycine HCl (10mM, pH2.0) was used to renew the chip surface.

References

[1] Barbosa GM, Cunha JE, Cunha TM, Martinho LB, Castro PATS, Oliveira FFB, et al. Clinical-like cryotherapy improves footprint patterns and reduces synovial inflammation in a rat model of post-traumatic knee osteoarthritis. Sci Rep. 2019; 10; 9 (1):14518.

# Supplementary material for: Detumescence Analgesic Plaster mitigates knee osteoarthritis via active ingredients targeting mitochondrial complex 1/AMPK/MYL3-regulated cartilage homeostasis
**Source:** Chin Med. 2025 Oct 20;20:175. doi: 10.1186/s13020-025-01215-w
**Supplement:** Supplementary file 2 — Additional file 2: Table S1 DAP Dosage Scale. Table S2 Antibody information. Table S3 Gradient elution program. Table S4 Primer sequences for quantitative q-PCR. Table S5 Information on 19 main transdermal compound standards in the DAP. Table S6 Components detected by UHPLC-QTOF-MS in the positive and negative ion modes of DAP. Table S7 Identification results of transdermal components detected by UHPLC-QTOF-MS in the positive and negative ion modes of DAP.

**Supplementary Table 1-7**

**Table S1** DAP Dosage Scale

| Clinical equivalent dose | | Dose (g/kg) | Administration weight per rat (g) | Required volume of medication (mL) |
| --- | --- | --- | --- | --- |
| 1 times | 0.0367 | | 0.00734 | 0.0352 |
| 2 times | 0.0735 | | 0.0147 | 0.0705 |
| 4 times | 0.147 | | 0.0294 | 0.141 |

**Table S2** Antibody information

| Abbreviation of antibody name | Full name of antibody | manufacturer | Item number | purpose |
| --- | --- | --- | --- | --- |
| MMP13 | Matrix metalloprotease 13 | Proteintech | 18165-1-AP | WB |
| COL2A1 | Collagen type II alpha-1 gene | Proteintech | 28459-1-AP | WB |
| MYL3 | Myosin light chain 3 | Proteintech | 10913-1-AP | WB/IHC |
| NDUFA5 | NADH-ubiquinone oxidoreductase 1 alpha subcomplex 5 | Proteintech | 16640-1-AP | WB/IHC |
| NDUFA6 | NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 6 | Proteintech | 15445-1-AP | WB/IHC |
| NDUFS6 | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 6 | Proteintech | 14417-1-AP | IHC |
| AMPK | Adenosine 5‘-monophosphate (AMP)-activated protein kinase | immunoway | YT0216 | WB/IHC |
| p-AMPK | phosphorylation-AMP-activated protein kinase | immunoway | YP0575 | WB/IHC |
| GAPDH | Glyceraldehyde-3-phosphate dehydrogenase | abcam | ab8245 | WB |

**Table S3 Gradient elution program**

| Time（min） | B Acetonitrile（v%） |
| --- | --- |
| 0 | 5% |
| 10 | 28% |
| 10.2 | 38% |
| 12 | 55% |
| 13 | 95% |
| 13.2 | 5% |
| 16 | 5% |

**Table S4** Primer sequences for quantitative RT-PCR.

| **Gens** | **Primer sequences** |  |
| --- | --- | --- |
| GAPDH | Forward  Reverse | GGCAAGTTCAACGGCACAGTC TCGCTCCTGGAAGATGGTGATG |
| MYL3 | Forward  Reverse | GACAAGGAGGGCAACGGAACTG  TCGTCTTCTGTCAGCCTCTCACC |
| Ndufa5 | Forward | TGCGACACTCCACACGAGAGG |
|  | Reverse | TCTGTAGGCTGCATGTTTAGGAAAGTG |
| Ndufa6 | Forward | CGGGAGGTGCCAAACACTGTG |
|  | Reverse | GGTCGGTGACATGGGCATTCTTC |
| Ndufs6 | Forward | AGGAGGATTCGTTTTGTAGATCGTCAG |
|  | Reverse | GATACGATGGTCCACCTCATTCACAG |
| Cox6a2 | Forward | TGCTCGCTTAACTGCTGGATGC |
|  | Reverse | GAGAAGGGCTTGGTTCGGATGC |

**Table S5** Information on 19 main transdermal compound standards in the DAP

| English name | Molecular weight | CAS | Companys |
| --- | --- | --- | --- |
| Citric acid | 192.12 | 77-92-9 | Shanghai Taozhu Biotechnology Co., Ltd |
| Protocatechuic acid | 154.12 | 99-50-3 | - |
| 4-Caffeoylquinic acid | 354.31 | 905-99-7 | - |
| Geniposidic Acid | 374.34 | 27741-01-1 | - |
| Chlorogenic Acid | 354.31 | 327-97-9 | - |
| Ferulic Acid | 194.18 | 1135-24-6 | - |
| Caffeic Acid | 180.16 | 331-39-5 | - |
| Rutin | 153-18-4 | 153-18-4 | - |
| Catalposide | 482.43 | 6736-85-2 | - |
| Picroside II | 512.46 | 39012-20-9 | - |
| Plantamajoside | 640.59 | 104777-68-6 | - |
| Picroside I | 492.47 | 27409-30-9 | - |
| Apigenin 7-glucoside | 432.38 | 578-74-5 | - |
| p-Hydroxybenzaldehyde | 122.12 | 123-08-0 | - |
| 3-Indoleacrylic acid | 187.19 | 1204-06-4 | - |
| Umbelliferone | 162.14 | 93-35-6 | - |
| 1,5-dicaffeoylquinic acid | 516.45 | 30964-13-7 | Chengdu Desite Biotechnology Co., Ltd |
| Verproside | 498.43 | [50932-20-2](https://www.chemsrc.com/baike/1555952.html) | - |
| 6-Feruloylcatalpol | 538.5 | 770721-33-0 | - |

**Table S6** Identification results of components detected by UHPLC-QTOF-MS/MS in the positive and negative ion mode of DAP

**Note:** **a:** has been compared with the reference standard; **b:** Discovered for the first time from anti swelling and pain relieving patche

**Table S7** Identification results of transdermal components detected by UHPLC-QTOF-MS/MS in the positive and negative ion mode of DAP

| NO. | TR (min) | Observed  M/Z | Theoretical  M/Z | Mass  error | Response | Adducts | Formulas | Fragmentation patterns | Potential compounds | Herbs |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 0.84 | 195.0515 | 150.0529 | 0.25 | 101000 | +HCOO | C_5_H_10_O_5_ | - | DL-Arabinose | SHZ |  |  |
| 2 | 0.86 | 341.1095 | 341.1086 | 0.27 | 31700 | -H | C_12_H_22_O_11_ | M/Z195.0522[M-H-C_6_H_5_O_5_]^-^  M/Z 179.0568[M-H-C_6_H_6_O_6_]^-^ | Sucrose | SHZ |  |  |
| 3 | 0.86 | 381.0799 | 381.0821 | 3.10 | 48700 | +H | C_17_H_16_O_10_ | M/Z 365.1018 [M+H-O]^+^ | 8-O-beta-D-Glucopyranosyl-5-hydroxypsoralen | SHZ |  |  |
| 7 | 1.22 | 191.0209 | 191.0192 | -4.18 | 70300 | -H | C_6_H_8_O_7_ | M/Z173.0133[M-H-H_2_O]^-^M/Z129.0203[M-H-H_2_O^-^C_2_O]^-^M/Z111.0098[M-H^-^H_2_O-C_2_O-H_2_O]^-^ | Citric acid | SMJ |  |  |
| 11 | 1.45 | 123.0467 | 123.0446 | 1.27 | 1163 | +H | C_7_H_6_O_2_ | M/Z119.0517[M+H+CH_2_-O_2_]^+^ | 4-Hydroxybenzaldehyde | SHZ |  |  |
| 18 | 1.95 | 283.0665 | 283.0679 | 2.47 | 74600 | -H | C_10_H_12_N_4_O_6_ | M/Z151.0252[M-H-C5H8O4]^-^ | Xanthosine | SHZ |  |  |
| 27 | 2.94 | 255.0503 | - | - | 12500 | -H | - | - | Unknown | SHZ |  |  |
| 29 | 3.34 | 153.0180 | 153.0188 | 0.64 | 48100 | -H | C_7_H_6_O_4_ | M/Z109.03[M-H-CO_2_]^-^ | Protocatechuic  acid | SMJ |  |  |
| 32 | 3.56 | 353.0852 | 353.0873 | 2.97 | 1560 | -H | C_16_H_17_O_9_ | M/Z 191.0549[M-H-C_9_H_6_O_3_]^-^ | 4-Caffeoylquinic acid | SHZ |  |  |
| 33 | 3.81 | 188.0759 | 188.0711 | -4.55 | 20300 | +H | C_11_H_9_NO_2_ | M/Z146.0608[M+H-CHO_2_]^+^  M/Z118.0667[M+H-CHO_2_-C_2_H_4_]^+^ | 3-Indoleacrylic acid | SHZ |  |  |
| 35 | 3.89 | 373.1127 | 373.1135 | -0.47 | 1420 | -H | C_16_H_22_O_10_ | M/Z193.0508[M-H-C_9_H_8_O_4_]^-^M/Z149.0583[M-H-C_9_H_8_O_4_-C_2_H_4_O]^-^ | Geniposidic  acid | SMJ |  |  |
| 36 | 3.72 | 637.1796 | 637.1769 | -2.11 | 10400 | -H | C_29_H_34_O_16_ | M/Z 499.1431 [M-H-C_6_HO_4_]^-^ | Ombuoside | SHZ |  |  |
| 40 | 4.55 | 451.1312 | - | - | 1340 | -H | - | - | Unknown | SHZ |  |  |
| 41 | 4.53 | 291.0978 | 291.1021 | 7.99 | 1980 | +H | C_19_H_14_O_3_ | M/Z172.0775 [M+H-C_4_H_7_O_4_]^+^ | Aurin | SHZ |  |  |
| 44 | 4.63 | 583.1749 | 538.1686 | 8.15 | 3512 | +HCOO | C_25_H_30_O_13_ | M/Z 375.0742 [M-H-C_6_H_10_O_5_]^-^ | 6-Feruloylcatalpol | SMJ |  |  |
| 45 | 4.75 | 707.1803 | 707.1824 | 1.48 | 55000 | 2M-H | C_32_H_36_O_18_ | M/Z191.0549[M-H-C_9_H_6_O_3_]-  M/Z179.0549[M-H-C_7_H_10_O_5_]^-^  M/Z135.0549[M-H-C_8_H_10_O_5_]^-^ | Chlorogenic acid | SHZ |  |  |
| 46 | 4.70 | 163.0389 | 163.0395 | -4.29 | 23007 | +H | C_9_H_6_O_3_ | M/Z 135.0455 [M+H-C_2_H_4_]^+^ | 7-Hydroxycoumarin | SHZ |  |  |
| 47 | 5.05 | 239.0567 | 194.0579 | 2.56 | 1345 | +HCOO | C_10_H_10_O_4_ | M/Z179.0332[M-H-CO_2_]- | Ferulate | SMJ |  |  |
| 51 | 5.57 | 179.0332 | 179.0345 | 3.63 | 24100 | -H | C_9_H_8_O_4_ | M/Z135.0447[M-H-CO_2_]^-^ | Caffeic acid | SHZ |  |  |
| 62 | 6.47 | 497.1286 | 497.1295 | -1.53 | 59500 | -H | C_22_H_26_O_13_ | M/Z335.0782[M-H-C_6_H_10_O_5_]^-^M/Z221.0449[M-H-C_6_H_10_O_5_-C_4_H_2_O_4_]^-^、M/Z153.0180[M-H-C_6_H_10_O_5_-C_9_HO_4_]^-^M/Z109.0300[M-H-C_6_H_10_O_5_-C_9_HO_4_-CO_2_]^-^ | Verproside | SMJ |  |  |
| 65 | 6.48 | 627.1546 | 627.1561 | -1.27 | 25700 | +H | C_27_H_30_O_17_ | M/Z303.0492 [M+H-C_12_H_20_O_10_]^+^ | Quercetin-3-sophoroside | SMJ |  |  |
| 66 | 6.50 | 625.1393 | 625.1405 | 0.88 | 17124 | -H | C_27_H_30_O_17_ | M/Z301.0366[M-H-2GIc]^-^ | Quercetin-3-sophoroside | SMJ |  |  |
| 75 | 7.44 | 609.1454 | 609.1456 | 0.14 | 863 | -H | C_27_H_30_O_16_ | M/Z285.0428[M-H-C_12_H_20_O_10_]^-^M/Z193.0508[M-H-C_12_H_20_O_10_-C_6_H_4_O]- | Rutin | SMJ |  |  |
| 77 | 7.77 | 481.1353 | 481.1346 | -0.76 | 30100 | -H | C_22_H_26_O_12_ | M/Z319.0816[M-H-C_6_H_10_O_5_]^-^ | Catalposide | SMJ |  |  |
| 83 | 8.08 | 511.1442 | 511.1452 | -1.42 | 46200 | -H | C_23_H_28_O_13_ | M/Z349.0933[M-H-GIc]^-^M/Z235.0609[M-H-GIc-C_5_H_6_O_3_]^-^ | Picroside II | SMJ |  |  |
| 85 | | 8.10 | 523.1444 | 523.1452 | -1.31 | 12200 | -H | C_24_H_28_O_13_ | M/Z349.0933[M-H-GIc]  M/Z235.0609[M-H- GIc -C_5_H_6_O_3_]^-^  Z167.0332.[M-H-GIc- C_5_H_6_O_3_-CO-C_7_O_4_H_5_]^-^、M/Z123.0473[M-H-GIc- C_5_H_6_O_3_-CO-CO_2_]^-^ | Verminoside | SMJ |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| 93 | | | 8.81 | 639.1887 | 639.1925 | -4.43 | 2231 | -H | C_29_H_36_O_16_ | M/Z 477.1578 [M-H-C_6_H_6_O_6_]^-^ | Plantamajoside | SMJ |
| 94 | | | 8.88 | 547.1168 | - |  | 1160 | -H |  | - | Unknown | SMJ |
| 99 | | | 9.00 | 515.1179 | 515.119 | -1.66 | 184000 | -H | C_25_H_24_O_12_ | M/Z353.0852[M-H-C_9_H_6_O_3_]^-^  M/Z191.0549 [M-H-2C_9_H_6_O_3_]^-^ | 1,5 Dicaffeoylquinic acids^a^ | SHZ |
| 100 | | | 8.97 | 517.1342 | 517.1309 | -3.22 | 31005 | +H | C_25_H_24_O_12_ | M/Z355.1023[M+H-C_9_H_6_O_3_]^+^  M/Z193.0339 [M+H-2C_9_H_6_O_3_]^+^ | 1,5 dicaffeoyl quinic acid^a^ | SHZ |
| 103 | | | 9.36 | 835.1632 | - | - | 11000 | 2M-H | - | - | Unknown | SHZ |
| 108 | | | 9.64 | 491.1573 | 491.1554 | 1.23 | 3240 | -H | C_24_H_28_O_11_ | M/Z423.1646 [M-H-C_9_H_6_O_3_]^-^ | Picroside I | SMJ |
| 114 | | | 11.12 | 431.0977 | 431.0978 | 0.99 | 1834 | -H | C_21_H_20_O_10_ | - | Apigenin-7-O-glucoside | SHZ |
| 115 | | | 11.25 | 651.2266 | 651.2289 | -3.74 | 3580 | -H | C_31_H_40_O_15_ | - | Martynoside | SMJ |
| 117 | | | 11.62 | 505.1643 | 505.1651 | 1.58 | 2620 | -H | C_32_H_26_O_6_ | - | 2,2'-dihydroxy-4,4',7,7'-Tetramethoxy-1,1'-biphenanthrene | SMJ |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |

# Supplementary material for: Detumescence Analgesic Plaster mitigates knee osteoarthritis via active ingredients targeting mitochondrial complex 1/AMPK/MYL3-regulated cartilage homeostasis
**Source:** Chin Med. 2025 Oct 20;20:175. doi: 10.1186/s13020-025-01215-w
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S1 A 206 reverse regulatory genes of DAP were screened and B-D GO enrichment analysis of the gene of anti-KOA effect of DAP. Fig. S2. Interaction between MYL3 protein and p-AMPK protein. A ZDOCK software predicts the interaction between AMPK and MYL3 proteins. (Purple area represents AMPK protein, blue area represents MYL3 protein, white circled area represents predicted binding region, yellow represents hydrogen bond. B-D Western blot was used to detect endogenous interaction between AMPK and MYL3 protein (n =3). Fig. S3. BPI chromatogram of DAP compounds. (A: negative ion mode; B: positive ion mode). Fig. S4. BPI chromatogram of DAP transdermal component negative ion mode. (A: Blank skin component; B: Transdermal component). Fig. S5. BPI chromatogram of DAP transdermal component positive ion mode. (A Blank skin component; B Transdermal component.) Fig. S6.CCK-8 was used to detect the changes in cell proliferation after 24 h treated with 19 compounds at different concentrations (0, 25, 50, 100 μM). Fig. S7. Top 60% of transdermal compounds with anti-inflammatory activities (n =6).

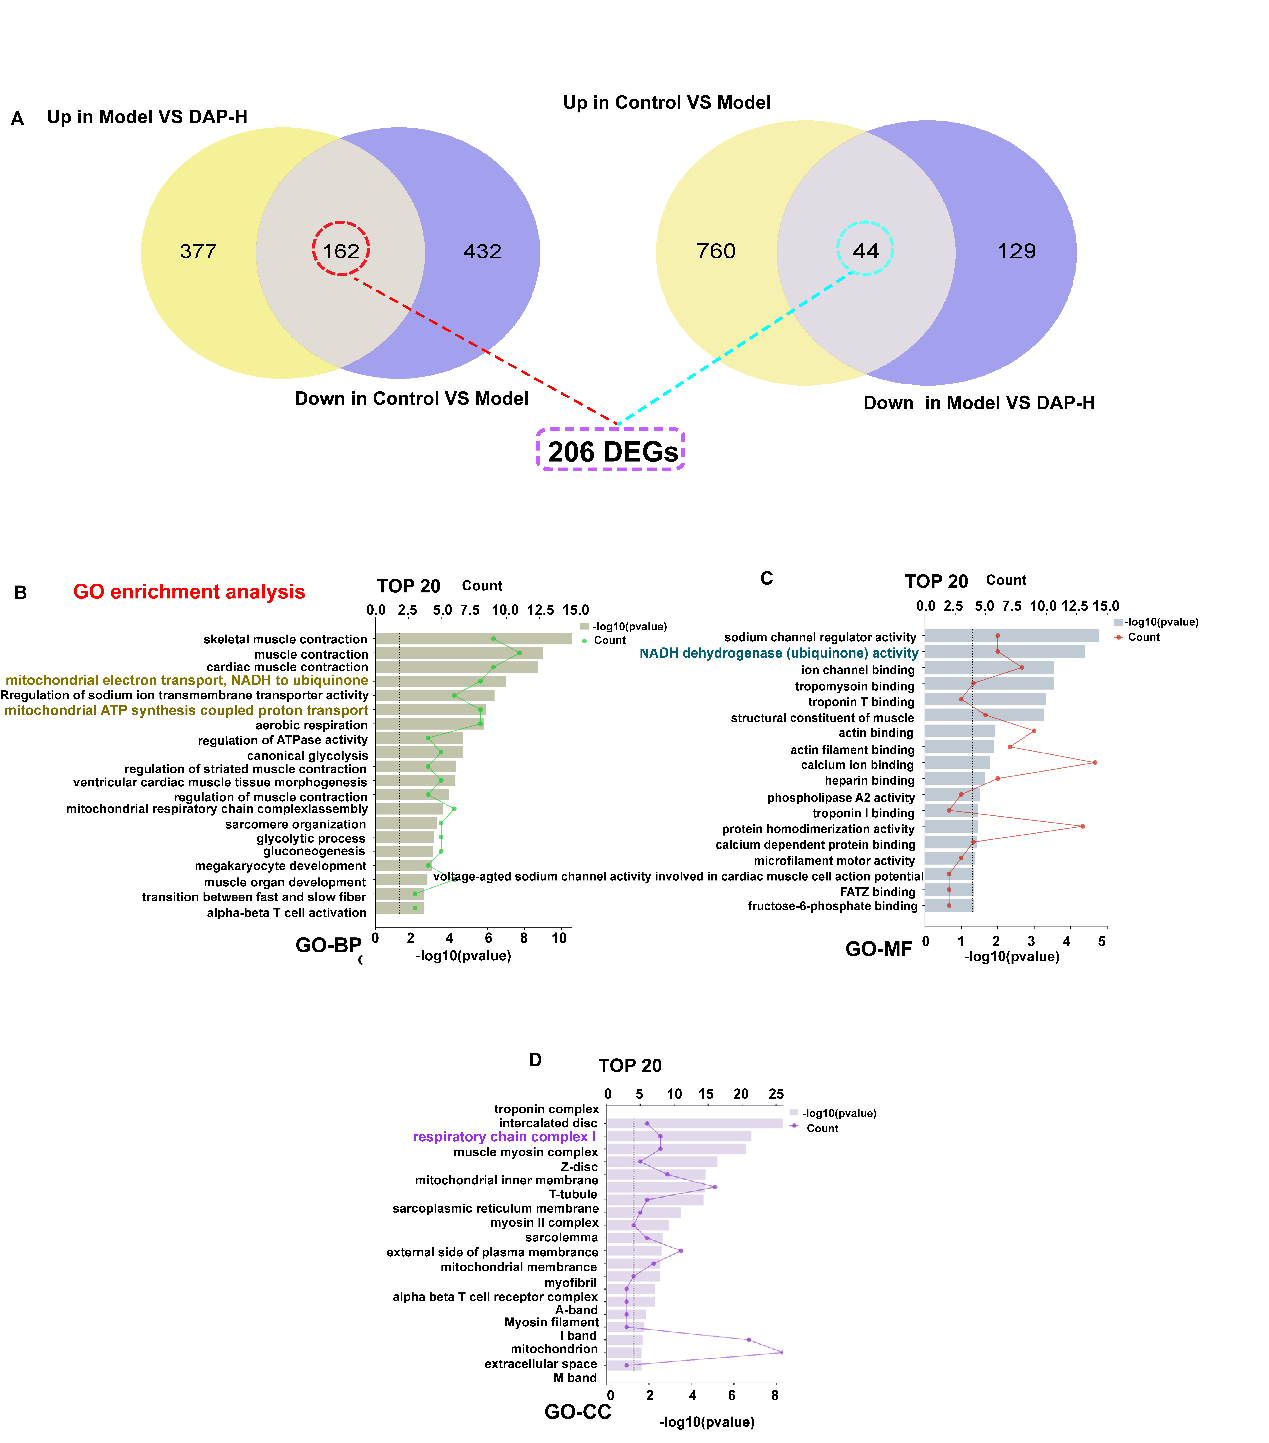
**Supplementary Fig S1-S7**

**Fig S1.** (A) 206 reverse regulatory genes of DAP were screened and (B-D) GO enrichment analysis of the gene of anti-KOA effect of DAP.

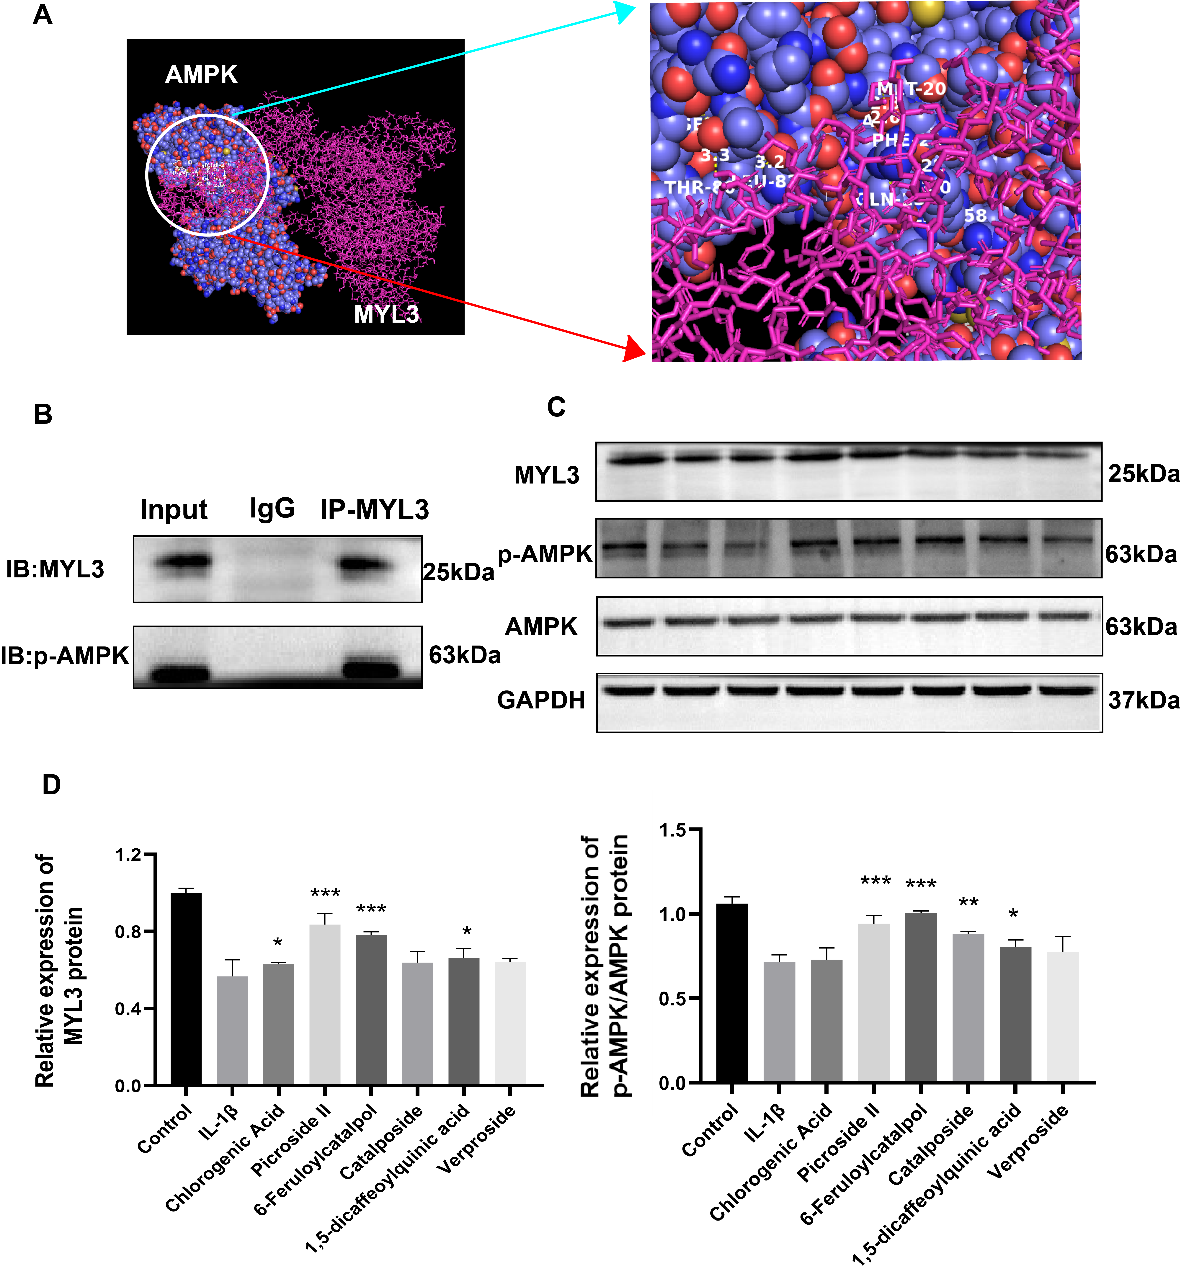

**Fig S2.** Interaction between MYL3 protein and p-AMPK protein. (A) ZDOCK predicted structure of AMPK MYL3 complex: purple area represents AMPK protein, blue area represents MYL3 protein, white circled area represents predicted binding region, yellow represents hydrogen bond, (B-D) Western blot was used to detect endogenous interaction between AMPK and MYL3 protein (n =3).

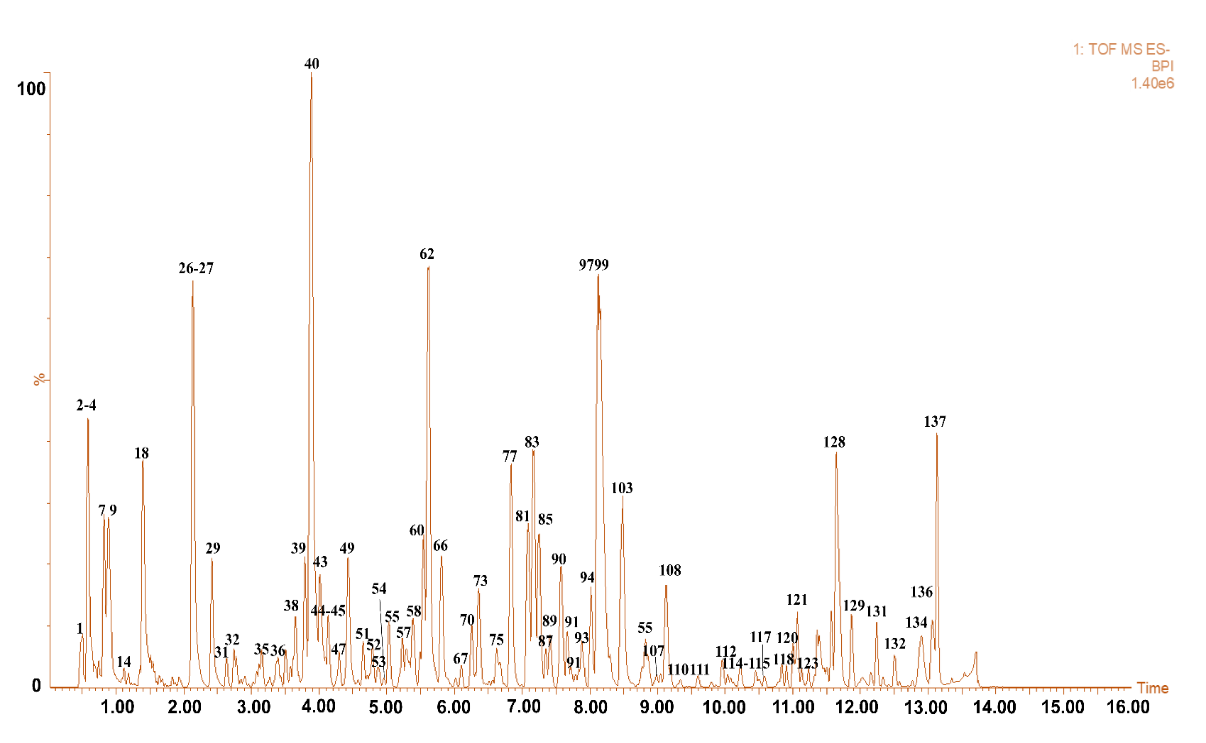

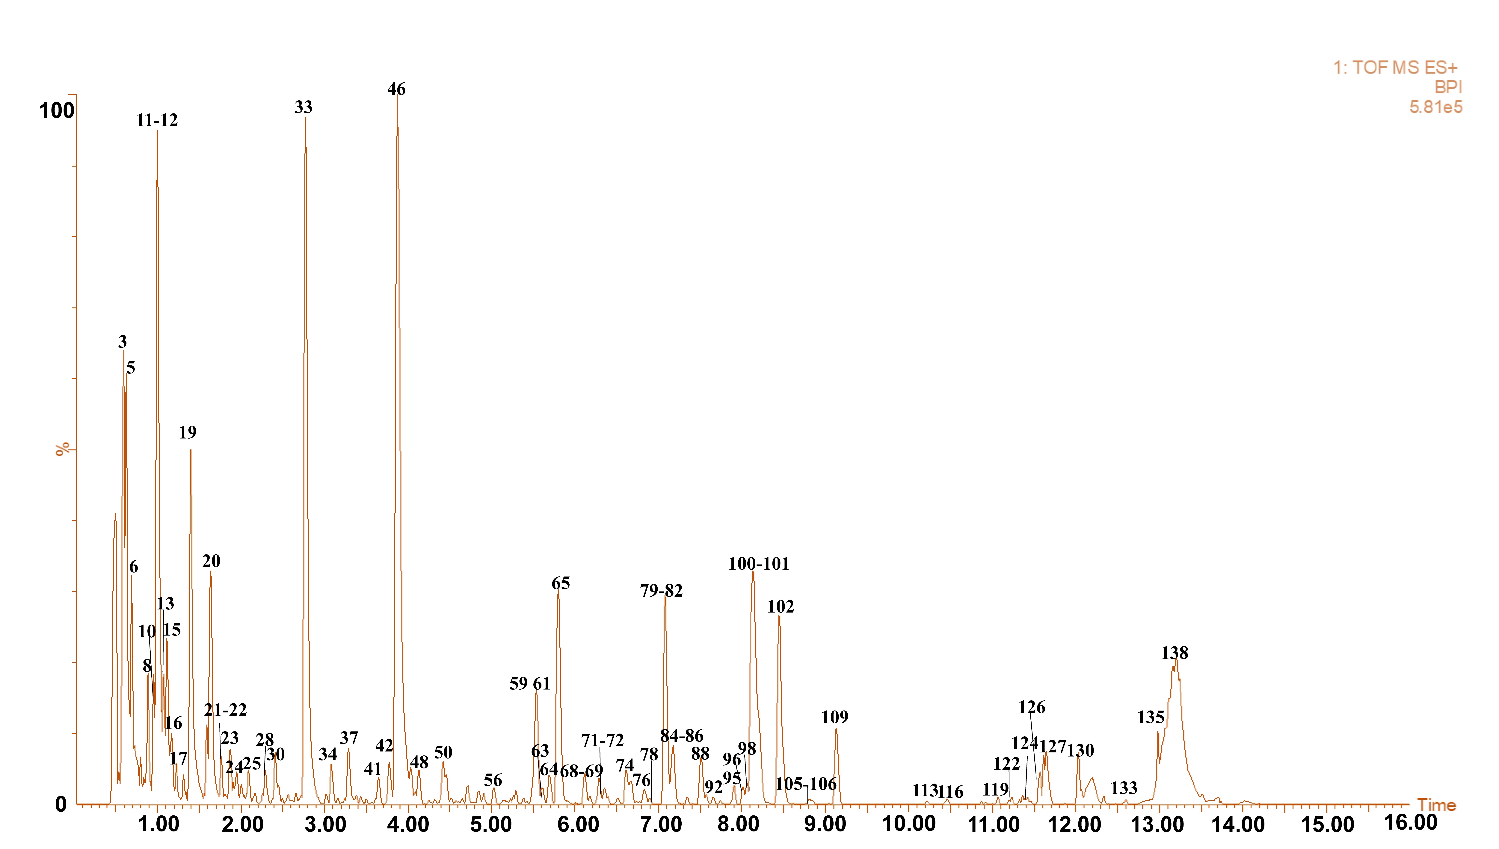

**Fig S3.** Base peak chromatogram (BPI) chromatogram of DAP compound UPLC-QTOF-MS/MS. (A: negative ion scan B: positive ion scan).

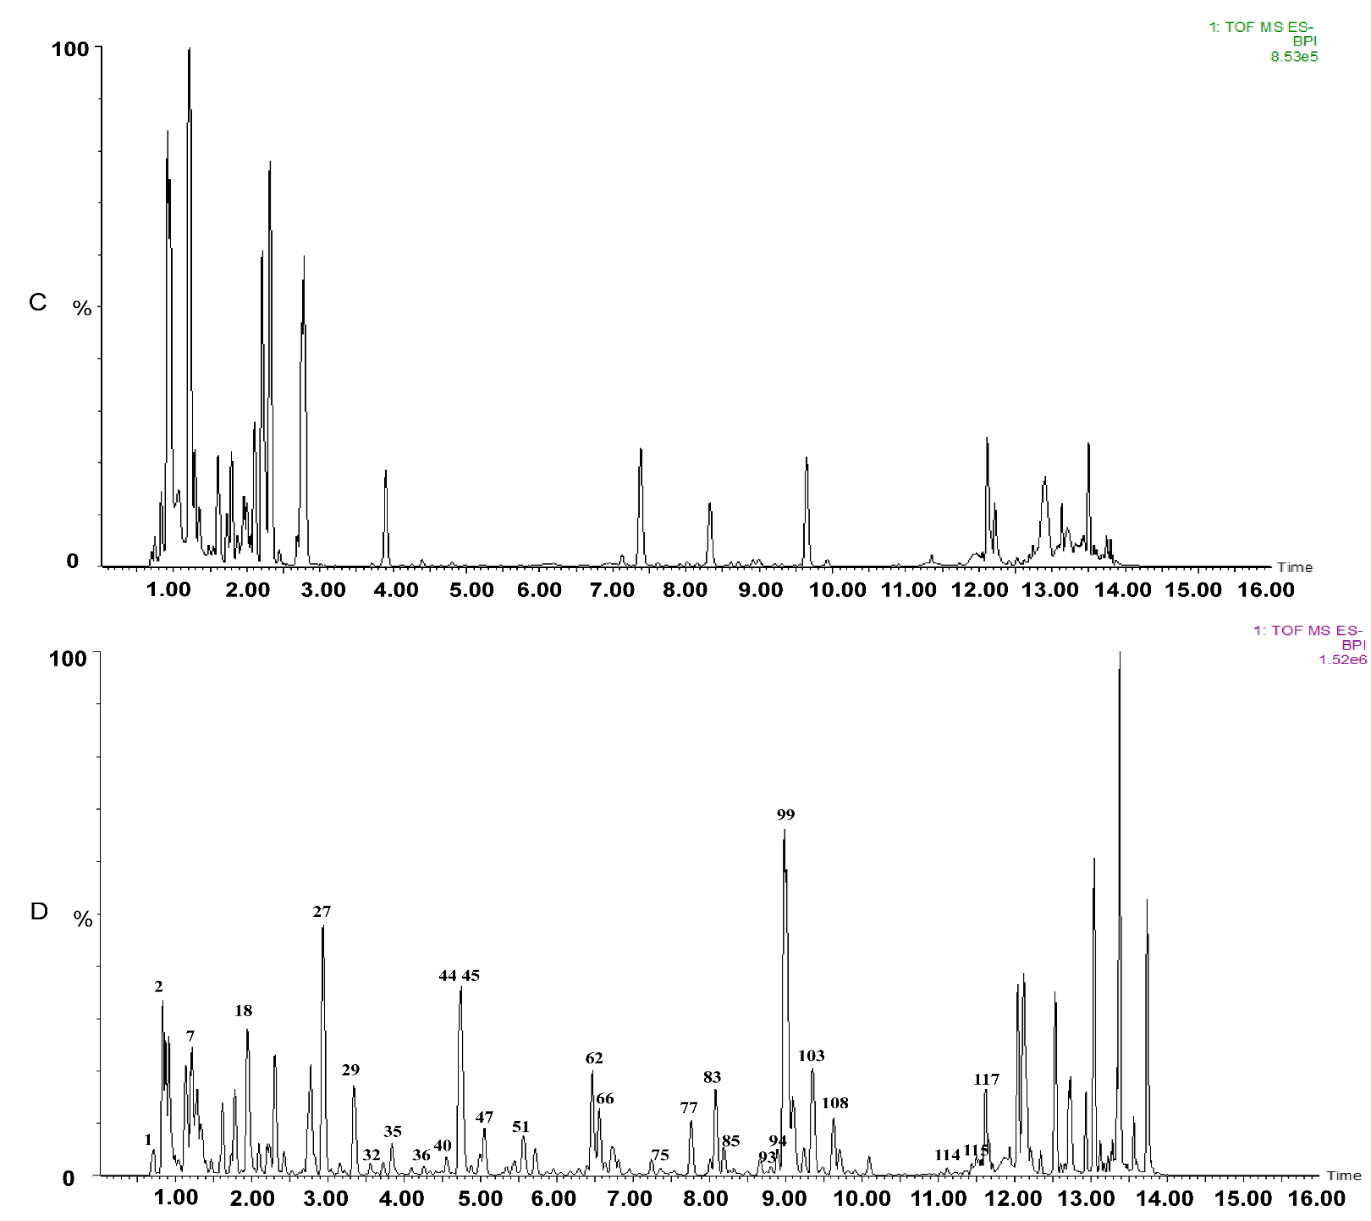

**Fig S4.** BPI chromatogram of UPLC-QTOF-MS/MS in DAP transdermal component negative ion mode. (A: blank skin component B: transdermal component)

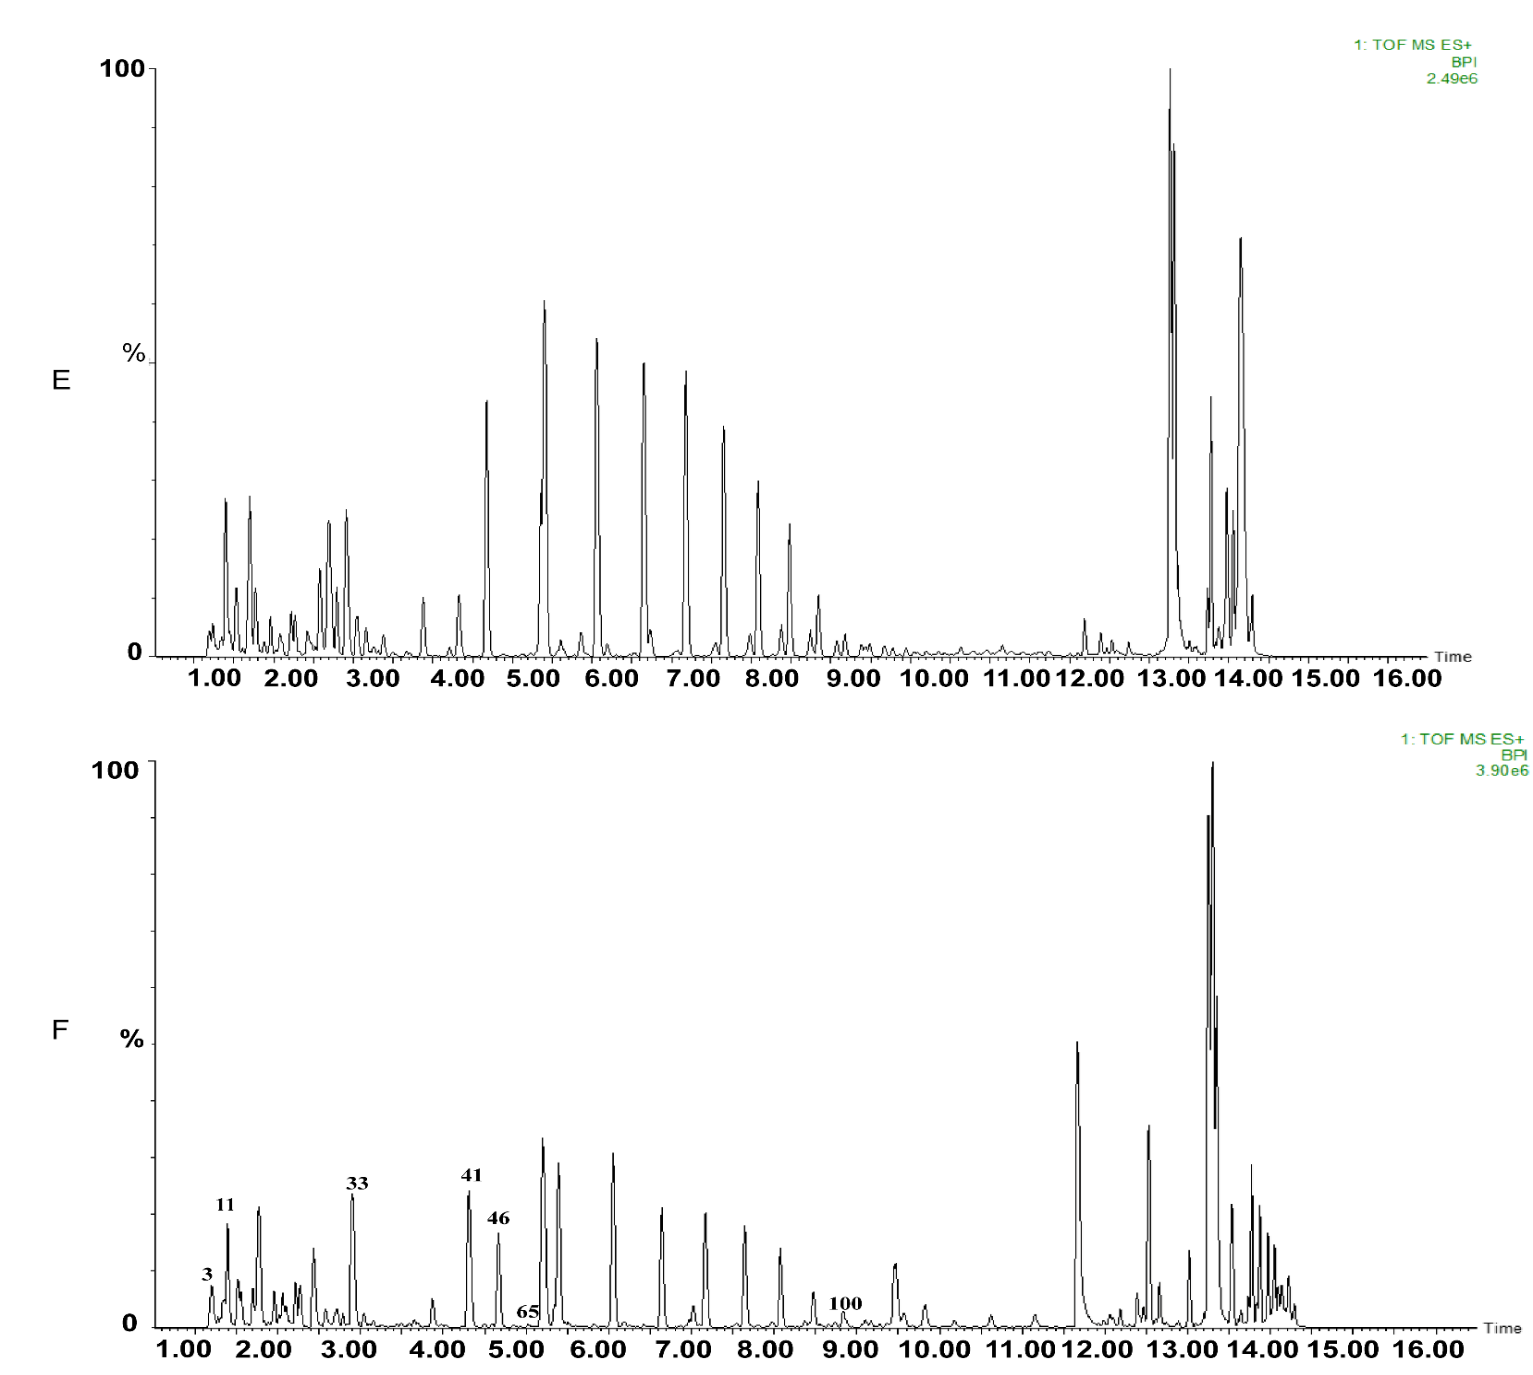

**Fig S5.** BPI chromatogram of UPLC-QTOF-MS/MS in DAP transdermal component positive ion mode A: blank skin component B: transdermal component.

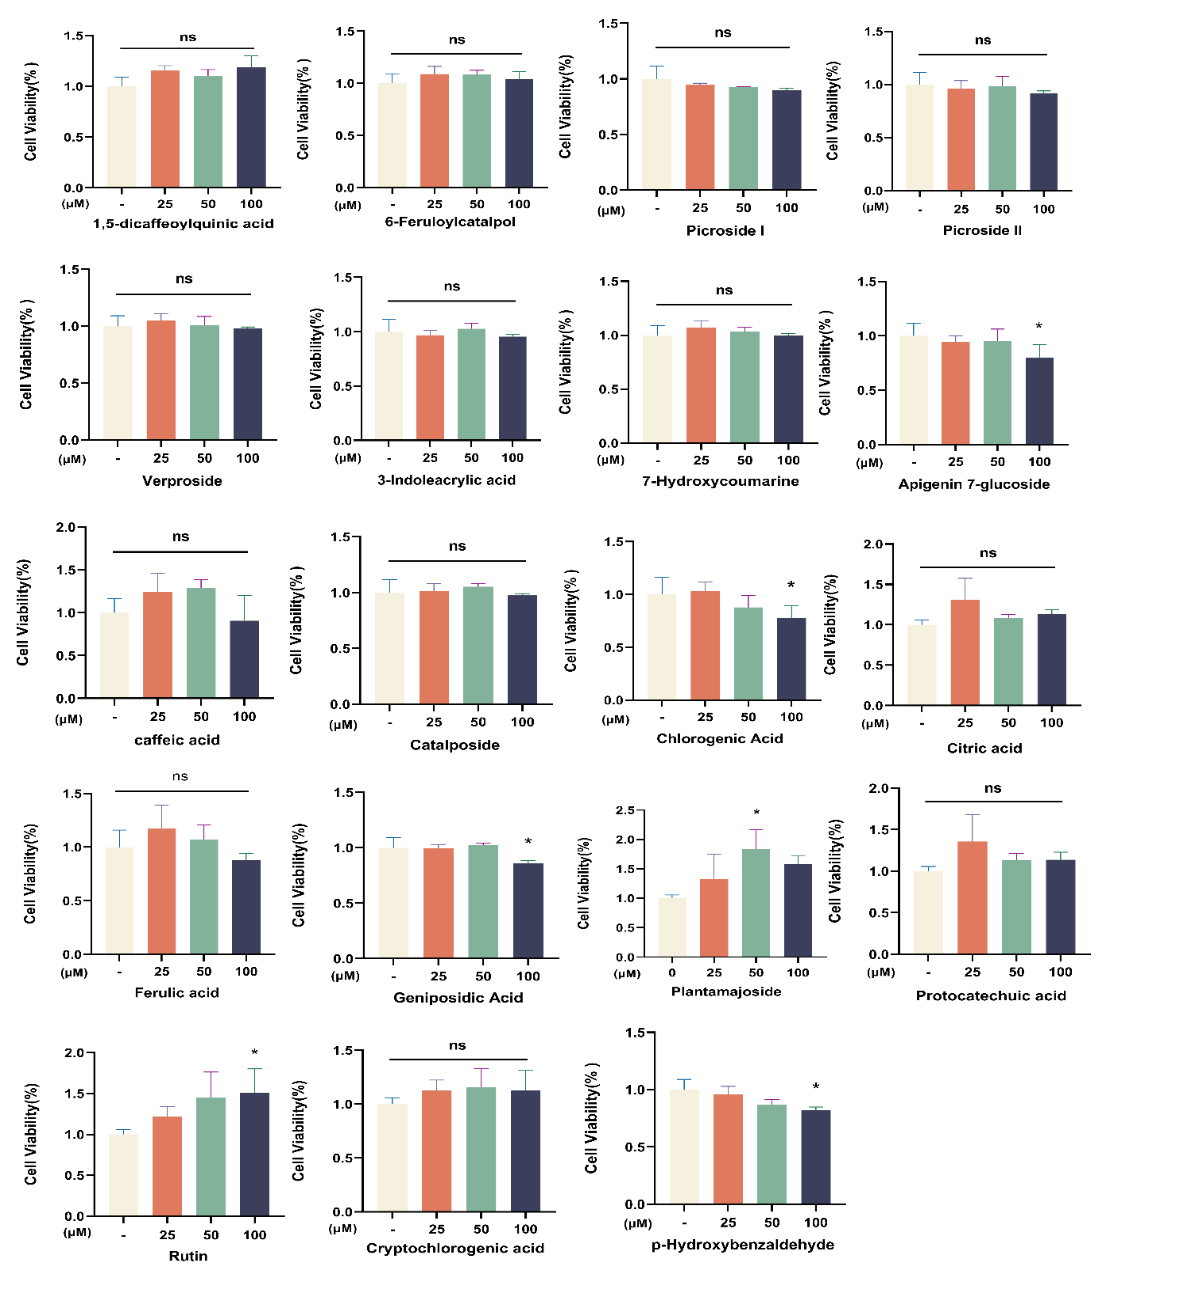

**Fig S6.**CCK-8 was used to detect the changes in cell proliferation after 24 h of treatment with 19 compounds at different concentrations (0, 25, 50, 100 μM).

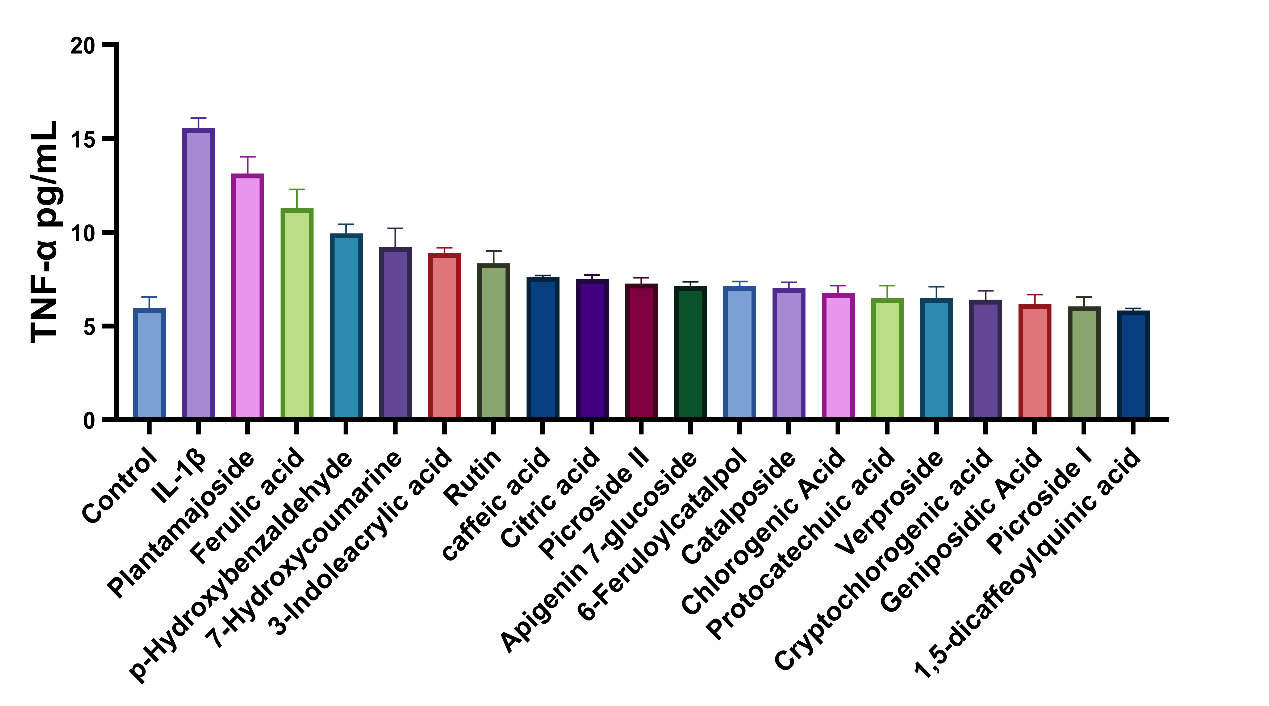

**Fig S7.** Top 60% of transdermal compounds with anti-inflammatory activity (n =5)

How the deposited data were processed for this re-analysis (not part of the article)

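RNA-seq of the right knee joint was analysed for 9 rats, 3 each from the control, model, and DAP groups. The libraries were made with the VAHTS Universal V10 kit and sequenced on an Illumina NovaSeq instrument. The paper names cartilage as the tissue, and the sample records also name subchondral bone. The authors deposited 1 table of 30562 genes with Ensembl identifiers, loci, and GO and KEGG terms. It holds for each library a read count per gene, which the authors did not normalize, and the FPKM value that the authors computed from this count, the gene length, and the library total. The paper's text and the sample labels do not name the aligner, the counting program, the genome build, or the annotation. DESeq2 is named for the authors' comparisons in the text of the series record, while the paper gives only the thresholds. The columns were assigned to rats by the names in the labels, and 0 columns of per-sample values were left unused. A symbol is missing for 4367 genes, and these stayed in the tests.

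The design fixed before the data were examined assumed FPKM values. Since the table also holds counts, the count test was the main test, and limma on log2(FPKM + 1) became an alternative. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 15683, and scaled with TMM factors. All 9 libraries were fitted in 1 model with a mean per group, and the comparisons of model with control and of DAP with model were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest). DEGs had a fold change over 1.5 and an unadjusted P below 0.05, and Benjamini-Hochberg adjusted p-values were computed within each comparison. Standard errors of log2 fold changes are the absolute fold change divided by the square root of the F statistic. A gene was reversed when it was a DEG in both comparisons with opposite signs. CPM values are counts scaled to library size with the TMM factors. Total counts of 15671272 to 20418596 per library (median 17218817) limit the precision for low genes such as Ctxn3, while the spread between rats sets it for the others.

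Gene lists were written from general knowledge before the data were examined. The paper had already reported oxidative phosphorylation from these libraries, so the choice of this pathway was not independent of them. They cover complex I, oxidative phosphorylation (complex I with complexes II to V), skeletal muscle, cartilage matrix, mitochondrially encoded, bone, osteoclast, erythroid, neutrophil, T cell, and adipocyte genes, the genes of Fig. 3, and the genes of Fig. 3E among them. Ribosomal protein genes were chosen by their names after list values had been seen. The contractile genes of Fig. 3, grouped with Eno3 and Pgam2, were also set apart after these values had been seen. All symbols matched the table except 2 of 37 for complex I, 2 of 42 for complexes II to V, 1 of 28 for skeletal muscle, 1 of 10 for T cells, 1 of 30 for Fig. 3, and 1 of 11 for proteins measured in the paper (Ptges, not analysed here). 1 muscle gene matched through the RefSeq names (Myl11). The lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 4 lists and 2 comparisons (8 tests) for the first group of complex I, oxidative phosphorylation, skeletal muscle, and cartilage matrix, and over 20 tests for the other 10 lists. Tables under a correction were adjusted over 14 lists and 3 comparisons (42 tests). The genes named in the text were fixed by rule beforehand, as every gene that the paper's text or Fig. 3 names for these data, the genes of the proteins it measures, the genes of the lists, and for each comparison the 3 DEGs that rose and the 3 that fell with the smallest P whose groups did not overlap. Genes behind counts of 5 or fewer in GO and KEGG terms, hematopoietic genes of a KEGG term, Ndufs6l1, and Ndufa5-ps4 were named after their values were seen. Results for some single genes are not reported here.

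Enrichment of KEGG and GO terms among the reversed DEGs was tested with Fisher's exact test, two-sided, against all genes tested. The principal component analysis used genes with a mean FPKM of at least 0.5. Co-expression partners had a Pearson correlation at an unadjusted P below 0.05 over the 9 libraries, and the protein interaction network was not analysed here. The gene length correction fitted, in each library, a loess curve (span 0.5) of log2 CPM with a prior count of 2 against log2 gene length and used it as an offset. GC content was not analysed here. To find what unchanged groups give, 20 data sets per setting were simulated from the measured means and dispersions, each gene on its own, so they lack the correlation between genes. Other assignments of the 9 libraries (100 drawn of 840) and all 10 splits of each 6 libraries were refitted, the splits of the control and model libraries also with the length correction. List means per library were compared between groups in a linear model with and without the muscle mean.

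Alternatives set before the data were examined were DESeq2, limma with pseudocounts of 1 and 0.1 and without a trend, TPM, quantile and median-of-ratios scaling, no filter or a mean FPKM of at least 1, only the 6 libraries compared, a fold change over 2, adjusted P, the mean of the skeletal muscle genes as a covariate, fry and an estimated correlation, lists without the genes of Fig. 3, Spearman correlation for co-expression, components of centred values or without skeletal muscle and Fig. 3 genes, and the omission of each library in turn. The gene length correction and a background of genes with a KEGG annotation were added after seeing the data. The tests were run first on simulated data in which 200 of 15532 genes had known changes. These changes were set only in the model group, in genes well above the count filter, and all exceeded the complex I medians in size. edgeR recovered 99.5% and 98.5% of them as DEGs in the comparisons of model with control and DAP with model, 98.5% as reversed, and 94.5% at an adjusted p below 0.05 with 7 false calls, while 343 of the 15332 unchanged genes were DEGs between model and control and 71 were reversed. DESeq2 recovered 98% at an adjusted p below 0.05 with 34 false calls and limma 93% with 10. These shares do not tell how often smaller changes would be found. The complex I medians, -0.77 between model and control and 0.48 between DAP and model, are such changes. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and statmod 1.5.0.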

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

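For the cartilage matrix list, the comparison of model with control by camera, fry, and an estimated correlation and the omission of each library were set before the data were examined; all other tests in this part were chosen only after the result was seen, and so was the choice of these 3 lists, each of which stood above every control library in the model or the DAP group.

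The 20 cartilage matrix genes were higher in the model than in the control group, with a median log2 fold change of 0.76 and 17 of the 20 genes higher (limma's camera, adjusted p = 1.39e-06). The mean of the list was 0.20 to 0.46 in the model libraries and -1.13 to 0.07 in the control libraries. Of 10000 random lists matched for expression and length, the highest had a median of 0.22. The call did not hold under fry (adjusted p = 0.0744) or with an estimated correlation (adjusted p = 0.193). A trend with gene length is argued against by a median of 0.78 after the correction for length (fry, adjusted p = 0.114). A larger share of cartilage RNA in the model samples stays open as a cause. Such a share alone would lower the markers of every other tissue alike. The T cell genes fell against the bone genes by 1.13 on the log2 scale (-1.13), so something else changed too. A further change can occur beside a larger cartilage share, so this difference cannot decide the question for the cartilage matrix genes. Of the 10 splits of these 6 libraries, 1 gave a median as large, the real one, and 10 splits cannot give a share below 0.1, so the grouping and chance cannot be told apart at this number of rats. Control replicate 3 had the lowest list mean. Without it the median was 0.49, and without control replicate 1 it was 1.10.

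The 13 mitochondrially encoded genes were higher in the DAP than in the control group, with a median of 0.54 and 12 of the 13 higher (camera, adjusted p = 0.000340; fry, adjusted p = 0.155). The mean of the list was 0.13 to 0.61 in the DAP libraries and -0.36 to 0.01 in the control libraries. Their share of the counts was 3.74% ± 0.386 (SD, n = 3) in the control group and 5.18% ± 0.611 in the DAP group. Correction for gene length left a median of 0.78, which argues against the length trend as the cause (fry, adjusted p = 0.0941). With the skeletal muscle covariate the median was 0.42, and under fry the list was apart from 0 neither with the covariate (adjusted p = 0.225) nor without it. Muscle is rich in mitochondria, so a larger share of muscle RNA in the DAP libraries and a change of expression cannot be told apart for these genes. As many as 1 of 10 splits, the real one, gave a median as large.

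The 10 bone genes were higher in the DAP than in the control group, with a median of 0.57 and 7 of the 10 higher (camera, adjusted p = 0.000625; fry, adjusted p = 0.0377). The mean of the list was 0.18 to 0.41 in the DAP libraries and -0.57 to -0.08 in the control libraries. Correction for gene length gave a median of 0.63, which argues against the length trend, although the adjusted p under fry was then 0.0534. Here too 1 of 10 splits, the real one, gave a median as large, so chance was not excluded. The sample records name subchondral bone beside cartilage as the source of the RNA, so different amounts of bone in the samples may give this median of 0.57 too. That was not tested apart from a change within the bone, and with the skeletal muscle covariate the median was 0.49 (fry, adjusted p = 0.0825). Osteoclast genes went the same way (median 0.51), and the erythroid (-0.49) and neutrophil genes (-0.92) were lower in the DAP group.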

How the results depend on the processing

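The alternatives were fixed before the data were examined, except the gene length correction and the background of KEGG-annotated genes, which were chosen after seeing the data. No paired analysis was possible because the groups held different rats, allocated at random, and the replicate numbers only label them. The muscle covariate was not run for the skeletal muscle list, which it is made of.

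The counts of DEGs between model and control, DAP and model, and reversed were 393, 350, and 69 with a fold change over 2, which is stricter by construction, and 0, 0, and 0 with adjusted P, where 3950 and 1690 genes had an unadjusted P below 0.05. On log2(FPKM + 1), where the pseudocount shrinks the changes of low genes, limma gave 971, 444, and 103, without a trend 971, 438, and 101, and after quantile normalization 806, 464, and 113. Of the genes called by limma, 859, 374, and 84 were among those called by edgeR. The skeletal muscle covariate gave 469 DEGs between DAP and model, 226 of them shared, and 237 reversed DEGs, 79 of them shared; the cause was not tested. The counts under the other alternatives lay within 1.5 times the main ones. With the correction for length they were 1107, 768, and 177.

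Genes with an adjusted p below 0.05 between model and control numbered 0 in edgeR, 1737 with DESeq2, 1124 with TPM, 2 with only the 6 libraries compared, and 1 in each of the limma fits with a pseudocount of 1 or 0.1, without a trend, and after quantile normalization. DESeq2 gave 67 between DAP and model, and the other alternatives gave 0. The cause was not tested.

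The oxidative phosphorylation pathway kept an odds ratio above 1 at p below 0.05 in the alternatives in which it was tested, from 4.36 to 17.7. It was not tested with a fold change over 2, nor with adjusted P, which left no reversed DEGs. The separation in the principal component analysis kept p = 0.00357 by exact permutation in all of them over 9 libraries, with a pseudo-F from 1.83 to 2.29. The lists of complex I and oxidative phosphorylation genes kept their directions, from -0.77 to -0.50 and from -0.74 to -0.49 between model and control. Their calls, with medians of -0.77 and -0.74, were lost only with an estimated correlation (adjusted p = 0.144 for each, against 0.0247 with fry), and between DAP and model, with medians of 0.48 and 0.47, both with fry (0.0663) and with an estimated correlation (0.144). The skeletal muscle lists with medians of -0.52 and 1.37 and the cartilage matrix list with 0.76 between model and control lost their calls with both. The cartilage matrix genes gained a call between DAP and model with the skeletal muscle covariate (-0.34, camera, adjusted p = 0.0120, over alternatives 0.0120 to 0.725). The median number of co-expression partners was 61 with limma, 62 without a trend, 81 with TPM, and 75 after quantile normalization, as fewer genes were reversed.

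Across the 9 fits that each left out 1 library, DEGs between model and control ranged from 1263 (without control replicate 3) to 2119 (without model replicate 2), DEGs between DAP and model from 441 (DAP replicate 5) to 1078 (model replicate 12), and reversed DEGs from 144 (DAP replicate 5) to 319 (model replicate 2). Genes with an adjusted p below 0.05 ranged from 0 to 565 (model replicate 2) between model and control, with 368 without control replicate 2 and 2 without control replicate 1 or DAP replicate 9, and were 0 to 0 between DAP and model. Medians ranged from -0.89 to -0.64 and from 0.31 (DAP replicate 5) to 0.56 for complex I, from -0.87 to -0.63 and from 0.32 to 0.56 for oxidative phosphorylation, from -1.17 to -0.0351 (model replicate 2; adjusted p = 0.381, over the fits at lowest 6.92e-09) and from 0.64 (DAP replicate 5) to 2.08 for skeletal muscle, and from 0.49 to 1.10 and from -0.30 to 0.00813 (model replicate 11, with a call gained without DAP replicate 9) for cartilage matrix. The odds ratio of oxidative phosphorylation ranged from 4.06 (DAP replicate 5) to 23.9 (DAP replicate 6), the median number of partners from 77.5 (DAP replicate 5) to 243 (model replicate 2), and the pseudo-F from 1.79 to 2.20, where the largest exact permutation p was 0.0107 (DAP replicate 5).

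For single genes, 42 combinations of gene and comparison gave 796 values with the same direction and call, 41 weaker, 9 stronger, and 30 with the opposite sign. Between model and control, Prkaa1 (-0.0159) became 0.0672 with limma with or without a trend, 0.0726 with a pseudocount of 0.1, 0.217 with TPM, 0.0200 after quantile normalization, and 0.00438 without a filter. Prkaa2 (0.0298) became -0.0236 with a pseudocount of 0.1, -0.0382 after quantile normalization, and -0.00734 with the length correction, and between DAP and model (0.85) -0.188 with the muscle covariate. Aqp1 (-0.19) became 0.0449 with TPM and 0.274 after quantile normalization, and Aqp3 (-0.14) 0.0866 with TPM and 0.0209 with the length correction. When 1 library was left out, Mmp13 ranged from -0.23 to 0.60 and from -0.0701 to 0.74 in the 2 comparisons, Prkaa1 from -0.14 to 0.13, Prkaa2 from -0.32 to 0.40, and Aqp3 from -0.25 to 0.0523 between model and control, and Ptgs2 from -0.0740 to 0.71 between DAP and model.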

Differences from the paper's values

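The paper states 87 key targets of the co-expression network beside its median degree of 172, and here 23 of the 212 reversed DEGs had at least 172 partners. Of the alternatives set before the data were examined, only the fit without DAP replicate 9, with 63, came within 1.5 times of the paper's 87, and the others did not. The paper does not say how the degree selected the targets. Above the median of 139 partners found here lay 105 genes. The numbers of DEGs, the number of reversed DEGs, and the median degree were all within 1.5 times of the paper's.

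Fig. 3B shows more DEGs higher than lower in the model group, about 800 and about 590, read by eye, while 777 were higher and 869 lower here. Of the alternatives set before the data were examined, more DEGs were higher with limma and a pseudocount of 0.1 (940 and 630), with TPM (1561 and 291), without a filter on low values (920 and 898), without control replicate 1 (1015 and 740), and without model replicate 11 (821 and 584). The gene length correction, chosen after seeing the values, gave 619 and 488. In the other settings whose DEGs were counted by direction, which leave out the fold change over 2 and adjusted P, more DEGs were lower.

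Fig. 3A gives PC1 about 26% and PC2 about 20% of the variance, read by eye, against 30.9% and 23.3% here.

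The paper names proton transport coupled to mitochondrial ATP synthesis and sodium channel regulator activity among the leading GO terms. Here the first held 0 of the 212 reversed DEGs and the second 1, both with an adjusted p of 1 by Fisher's exact test. Of the 22 genes of Fig. 3E that were tested, which the paper chose from its reversed DEGs, 11 were among the reversed DEGs here. The paper's symbol NDUFS6 belongs in the deposited table to a pseudogene, and the protein-coding gene of the same RefSeq name is listed as Ndufs6l1. Both were reversed DEGs here, but each lost its call between DAP and model in some alternatives.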

Other observations

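The tests of skeletal muscle share for complex I and of muscle tissue were set before the data were examined. So were the tests of shared model libraries and of other groupings for the numbers of DEGs and reversed DEGs. The library quality test for complex I rests on the ribosomal protein genes, which were chosen after list values had been seen. All other tests in this part were chosen only after the result was seen. The same holds for the comparison of list means per library and the separate reading of the 2 complex I comparisons. The rule by which list tests were read was also chosen then.

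The number of reversed DEGs, 212, lay above the mean of 83 in simulated unchanged groups that share the model libraries and above the highest of all simulations, 149, which argues against the shared libraries as the whole cause. The simulated genes varied independently, so sets of genes that vary together, which widen such counts, are absent there. The setting with a changed model group also gave more DEGs between model and control than the data, a mean of 2631.75 against 1646. Other groupings of the same rats gave results as large more often. Of 100 drawn assignments of the 9 libraries to 3 groups (of 840), 9 gave as many reversed DEGs, the real one included, with a median of 62 and a highest of 716 among the others. The share of co-expressed pairs, 61.8%, was reached in 21 of the 100, with a median of 50.1%. As many oxidative phosphorylation genes among the reversed DEGs were found in 2 of the 100, the real one included. This pathway was enriched at p below 0.05 in 6 assignments besides the real one, the other one of the 2 among them. As many reversed DEGs (9 of 100) and an enrichment of this pathway may therefore both arise without the treatment, while as many genes of the pathway were rarer (2 of 100).

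Of the 10 splits of the 6 libraries compared, 1 gave as many DEGs between model and control (1646) and 1 between DAP and model (756), in each case the real one. All 10 splits in both comparisons gave as many genes with an adjusted p below 0.05, since the real number is 0. For complex I and for oxidative phosphorylation, 1 of 10 gave a median as large in each comparison. The median of the skeletal muscle genes was as large in 6 of 10 between model and control and in 2 of 10 between DAP and model, and that of the cartilage matrix genes in 5 of 10 between DAP and model. With 10 splits the share cannot fall below 0.1, so these counts alone cannot exclude chance.

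The complex I genes were lower in the model and higher in the DAP group. A lower share of skeletal muscle RNA in the model libraries is argued against for the first part, since without model replicate 2 the skeletal muscle genes differed by a median of only -0.0351 and the complex I genes still by -0.79 (camera, adjusted p from 2.87e-31 to 5.05e-18 over the fits that left out 1 library). With the muscle covariate the median was -0.68, although the adjusted p under fry rose from 0.0377 to 0.0825, and the genes followed the muscle mean weakly within groups (median correlation 0.192). The list means of the libraries, with the muscle mean as a covariate, differed by -0.72 (95% interval -1.26 to -0.19). Between DAP and model the covariate left a median of 0.41, and the median rose to 0.56 without model replicate 2 but fell to 0.31 without DAP replicate 5, the library with the most muscle RNA. The list was apart from 0 under fry neither without the covariate (adjusted p = 0.0906) nor with it (0.248). The list means differed by 0.53 (95% interval 0.11 to 0.95) without it and by 0.51 with it, but with an interval from -0.10 to 1.12. These estimates lean against muscle content as the whole cause, but with 0 inside the interval muscle content and treatment cannot be told apart for this part. A trend with gene length as the whole cause is argued against by a median of -0.54 after the correction, although the adjusted p under fry was then 0.0632, and by random lists matched for expression and length, which reached -0.51 at lowest. Lower depth is argued against, as the median total of the model group exceeded that of the control group by 1520980 counts. Lower library quality stays open. The ribosomal protein genes fell with complex I in the model group, by a median of -0.68 with 81 of 83 lower (limma's camera, adjusted p = 1.29e-33; fry, adjusted p = 0.0255), which is consistent with a broad fall of short, highly expressed genes, although the mitochondrially encoded genes (0.06; camera, adjusted p = 0.784) and the cartilage matrix genes did not fall. Random lists matched in the same way reached at lowest -0.51 for the ribosomal protein genes.

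Skeletal muscle genes rose and fell together within groups. The median correlation between the 27 genes of their deviations from the group means was 0.961, all pairs were above 0, and the highest of 1000 matched lists was 0.212. This is consistent with pieces of muscle tissue in some of the dissected samples, and muscle genes were lowest in model replicate 2 (list mean -2.76) and highest in DAP replicate 5 (1.91). Between model and control their median was -0.52 (all 27 lower, 2 DEGs), but -0.0351 without model replicate 2, and between DAP and model 1.37 (all 27 higher, 8 DEGs), but 0.64 without DAP replicate 5. The most abundant of them, Myh4, had 2473 ± 1109 CPM (counts scaled to library size, SD, n = 3) in the control, 1870 ± 1815 in the model, and 4169 ± 3013 in the DAP group, and the next, Acta1, 2163 ± 1001, 1408 ± 1050, and 3727 ± 2942. The 19 genes of Fig. 3 grouped as contractile, with Eno3 and Pgam2 among them, followed the muscle mean within groups (median correlation 0.958). Their median between DAP and model fell from 1.69 to 0.26 with the covariate, so different amounts of muscle RNA could account for most of their change. As large a median for them was found in 2 of 10 splits. Whether the muscle content differed through the treatment or the dissection was not tested.

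T cell genes, of which Fig. 3 names 1 of the 9, were lower in the model group, with a median of -0.83 (all 9 lower, 7 DEGs; fry, adjusted p = 0.00594), and higher in the DAP group, with 0.66 (all 9 higher, 5 DEGs; fry, adjusted p = 0.0210). The median between model and control was -0.75 after the length correction, and that of the ribosomal protein genes -0.44, which argues against the length trend as the whole cause of either (fry, adjusted p = 0.0228 and 0.0595). In 1 of 10 splits, the real one, the median was as large for the T cell genes in each comparison and for the ribosomal protein genes. The number of T cells was not tested apart from expression per cell.

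The length trend accounted for part of the DEGs between model and control, as 831 of the 1646 were lost with the correction. It is argued against as the whole cause by the 1107 DEGs after the correction, against at most 646 in the other splits of the 6 libraries and at most 388 in simulated unchanged groups, both corrected in the same way. RNA degradation that differs between the libraries could give such a trend, and the read coverage along genes that would test it was not analysed here.

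The other lists gave these medians between model and control and between DAP and model, with adjusted p-values by limma's fry. Adipocyte genes had -0.89 (fry, adjusted p = 0.0314) and 0.68 (0.0656), neutrophil genes -0.57 (0.0656) and -0.15 (0.344), erythroid genes -0.25 (0.110) and -0.18 (0.192), bone genes 0.41 (0.142) and 0.34 (0.0965), and osteoclast genes 0.07 (0.968) and 0.46 (0.142). The mitochondrially encoded genes had 0.06 and 0.44 (0.0965). The cartilage matrix genes had -0.18 between DAP and model (8 of 20 higher, 1 DEG). Ribosomal protein genes had 0.23 between DAP and model. The 29 genes of Fig. 3 had -1.14 (0.0690) and 1.55 (0.0656), and the 22 of Fig. 3E -1.18 (0.0656) and 1.67 (0.0656). Between DAP and control, 1577 genes were DEGs with 0 at an adjusted p below 0.05 and 3775 at an unadjusted P below 0.05, and the complex I genes had a median of -0.22 (fry, adjusted p = 0.245).

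Several proteins that the paper measured by other assays have a gene in these libraries. Col2a1, whose protein the paper shows in Fig. 2, had 4319 ± 2209 CPM (SD, n = 3) in the control, 10467 ± 1051 in the model, and 8701 ± 1269 in the DAP group, a log2 fold change of 1.28 between model and control (adjusted p = 0.0794 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.27 between DAP and model (adjusted p = 0.795). Mmp13 had 0.34 and 0.17, Prkaa1 -0.02 and -0.13, Prkaa2 0.03 and 0.85, Aqp1 -0.19 and -0.17, Aqp3 -0.14 and -0.55, Aqp4 -1.17 and 2.05, Il1b -0.40 and 0.24, and Ptgs2 0.65 and 0.17. None of these had an adjusted p below 0.05. For protein, the paper reports more COL2A1 and less MMP13, AQP1, AQP3, and AQP4 with DAP. Between DAP and model, the RNA of Col2a1, Mmp13, and Aqp4 had the opposite sign, and that of Aqp1 and Aqp3 the same sign. RNA and protein are unlike measures, so neither can test the other. The value of Prkaa2 between DAP and model ranged from 0.15 (without DAP replicate 5) to 1.21 when 1 library was left out. The values of Aqp4 ranged from -2.24 to -0.66 and from 0.89 (without DAP replicate 5) to 3.12 when 1 library was left out, and the second was 0.14 with the skeletal muscle covariate. Tnf had 6 to 17 counts per library and was not tested.

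Ndufa5-ps4, a pseudogene of Ndufa5, had 4 to 11 counts per library.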
